# Overexpression of *SLIM1* transcription factor accelerates vegetative development in *Arabidopsis thaliana*

**DOI:** 10.3389/fpls.2024.1327152

**Published:** 2024-03-20

**Authors:** Anastasia Apodiakou, Saleh Alseekh, Rainer Hoefgen, Sarah J. Whitcomb

**Keywords:** Sulfur Limitation 1 (SLIM1), AT1G73730, transcription factor, leaf-size, senescence-associated genes, photosynthesis-associated genes, *Arabidopsis thaliana*, nitrate

## Abstract

The transcription factor Sulfur Limitation 1 (SLIM1) belongs to the plant-specific Ethylene Insenstive3-Like transcription factor family and is known to coordinate gene expression in response to sulfur deficiency. However, the roles of SLIM1 in nutrient-sufficient conditions have not been characterized. Employing constitutive *SLIM1* overexpression (*35S::SLIM1*) and CRISPR/Cas9 mutant plants (*slim1-cr*), we identified several distinct phenotypes in nutrient-sufficient conditions in *Arabidopsis thaliana*. Overexpression of *SLIM1* results in plants with approximately twofold greater rosette area throughout vegetative development. *35S::SLIM1* plants also bolt earlier and exhibit earlier downregulation of photosynthesis-associated genes and earlier upregulation of senescence-associated genes than Col-0 and *slim1-cr* plants. This suggests that overexpression of *SLIM1* accelerates development in *A. thaliana*. Genome-wide differential gene expression analysis relative to Col-0 at three time points with *slim1-cr* and two *35S::SLIM1* lines allowed us to identify 1,731 genes regulated directly or indirectly by *SLIM1 in vivo*.

## 1 Introduction

Plant growth is a complex process that is affected not only by genetics but also by biotic or abiotic stresses such as light, water, temperature, and nutrient availability that have an impact on hormones, cell elongation and cell division, senescence, and nutrient remobilization (Chen et al., 2017). Plant breeders seek to develop crops with increased leaf area (e.g., cassava and wheat), higher biomass (e.g., forage crops), higher yield (food crops), and early maturity (Li et al., 2017). Increasing leaf area is an important consideration in plant breeding, due to its significant impact on plant productivity. Plants with increased leaf area show improved weed suppression due to shading (Huber et al., 2021), demonstrate higher photosynthetic efficiency and CO_2_ assimilation (Faralli and Lawson, 2020), and enhanced yield (Weraduwage et al., 2015). Early maturity is a very important trait because it can help farmers avoid biotic or abiotic stress periods that tend to intensify later in the growing season, it can allow additional crop rotations per year (Mallikarjuna et al., 2019), and it can expand the productive growing region for certain crops into higher latitudes and areas with shorter growing seasons (Izawa, 2007; Wang et al., 2018).

Significant interest has surrounded transcription factors (TF) related to plant growth. For example, higher levels of the rice TF IDEAL PLANT ARCHITECTURE 1 (IPA1) decrease unproductive tillers, increase grain yield, and improve plant immunity (Wang et al., 2018). In Arabidopsis, the TFs WRKY46, WRKY54, and WRKY70 are involved in brassinosteroid-regulated growth and drought response in Arabidopsis (Chen et al., 2017). The TF bZIP30 affects the expression of genes involved in cell wall biosynthesis, cell elongation, and meristem activity in Arabidopsis (Lozano-Sotomayor et al., 2016). These examples illustrate that various TF families have been shown to affect plant growth and development through the regulation of distinct groups of genes.

During plant development, one important process for seed production is senescence. During leaf senescence, cells undergo numerous changes in cellular metabolism, such as transitioning from being a nutrient sink into being a nutrient source (Ay et al., 2009; Thomas, 2013; Heyneke et al., 2019). At this developmental stage, reproductive tissues are developing rapidly and have high nutrient needs (Fan et al., 2009), which are primarily met by remobilization of nutrients like nitrogen (N) from source organs such as leaves (Diaz et al., 2008; Thomas, 2013). Among the earliest and strongest changes in leaves during developmental senescence are chloroplast breakdown (Masclaux, 2000; Tamary et al., 2019) and decreased expression of genes involved in photosynthesis (Guo et al., 2004; Gregersen et al., 2013; Thomas, 2013). These genes are called photosynthesis-associated genes (PAGs), and their expression is negatively correlated with expression of senescence-associated genes (SAGs) (Buchanan-Wollaston et al., 2005; Lichtenthaler, 2012). SAGs are upregulated in senescing leaves (Ay et al., 2009). They are involved in processes such as degradation of chlorophyll, proteins, amino acids, nucleic acids, and autophagy (Guo et al., 2004; Lichtenthaler, 2012; Wu et al., 2012; Avila-Ospina et al., 2014). Some SAGs are ATP-Binding Cassette (ABC) transporters that facilitate nutrient transport (Wu et al., 2012). Anthocyanins tend to accumulate during leaf senescence, playing an important role in photo-protection, increasing the plant’s ability to remobilize nutrients, and protection from oxidative stress during leaf senescence (Hoch et al., 2001; Diaz et al., 2006; Liu et al., 2018).

The ETHYLENE-INSENSITIVE (EIN) family of TFs has been associated with senescence and specifically with chlorophyll degradation. ETHYLENE-INSENSITIVE2 (EIN2) controls leaf senescence through the regulation of *ETHYLENE-INSENSITIVE3* (*EIN3*), which is induced during leaf senescence (Kim et al., 2014). Via yeast 1 hybrid and chromatin immunoprecipitation-qPCR, it was shown that EIN3 binds to the promoters of two key regulators of leaf senescence, the TFs NAC DOMAIN CONTAINING PROTEIN 6 (*NAC6*) and ACTIVATED BY AP3/PI (*NAP*), and activates their transcription. EIN3 also negatively regulates *miR164*, a negative regulator of *NAC6*. These data suggest that EIN3 positively regulates leaf senescence by activating *NAC6* and *NAP* (Kim et al., 2014). The *ein3eil1* (ETHYLENE-INSENSITIVE3-LIKE 1/EIL1) double mutant exhibits delayed senescence (Li et al., 2013). This raises the question whether other members of the ETHYLENE-INSENSITIVE family could be involved in senescence.

*Sulfur Limitation 1* (*SLIM1*), an ETHYLENE INSENSITIVE 3-LIKE (EIL) family TF, is well established as a key regulatory factor involved in transcriptional responses to sulfur deficiency (−S) (Maruyama-Nakashita et al., 2006; Wawrzyńska and Sirko, 2014; Dietzen et al., 2020; Piotrowska et al., 2022; Rakpenthai et al., 2022; Apodiakou and Hoefgen, 2023). Although critical for −S responses, transcript levels of *SLIM1* are not strongly altered under –S (Maruyama-Nakashita et al., 2006; Dietzen et al., 2020; Rakpenthai et al., 2022). It has been proposed that the function of SLIM1 may be regulated by condition-dependent protein–protein interactions (PPIs) and/or post-translational modifications (Wawrzyńska and Sirko, 2014). The role of SLIM1 in sulfur-sufficient conditions is unclear. Here, we generated 35S::*SLIM1* overexpression lines and show that increased expression of *AtSLIM1* results in earlier bolting, earlier senescence, and increased rosette area relative to Col-0 and *slim1-cr*.

## 2 Materials and methods

### 2.1 Plant material

*slim1-cr* seeds were obtained from Agnieska Sirko and Anna Wawrzynska at the Institute of Biochemistry and Biophysics, Polish Academy of Sciences. Wawrzynska and colleagues used CRISPR/Cas9 to delete 1,123 bp from the AT1G73730 locus, including the previously characterized DNA binding domains of SLIM1 (Wawrzyńska and Sirko, 2016; Wawrzyńska et al., 2022) To create the 35S::SLIM1 construct, the Gateway cloning system was used (Karimi et al., 2002). The SLIM1 coding sequence was initially cloned into the pDONOR221 vector using BP clonase (Invitrogen), and then the coding sequence of SLIM1 was integrated into the pH7WG2 vector using LR clonase. The final vectors, from different colonies, were sequenced using prom35S F primer and SLIM1 R (Methods S1), and finally, the resulting positive binary plasmid was introduced into *Agrobacterium tumefaciens* (GV3101), and *Arabidopsis thaliana* Col-0 was transformed via the floral dipping method (Clough and Bent, 1998). Transgenic seeds (T1) were selected on Murashige and Skoog (MS) media containing 30 mg/L hygromycin and transferred to soil. Via TaqMan assay (Ingham et al., 2001) with an oligonucleotide hygromycin probe, the number of inserts was identified, and only seedlings with a single insert were kept for further experimental purposes. *GIGANTEA* (*GI*) (AT1G22770) was used as a single copy gene reference (Duarte et al., 2010). For the generation of empty vector (*EV*) transformed Col-0, the empty gateway PH7WG2 vector was used, following the steps mentioned above. In the experiments described in this research, *35S::SLIM1* plants were from the T2 generation carrying the *35S::SLIM1* construct. The oligonucleotide primer sequences and probes that were used for the *35S::SLIM1* construct design and verification and the conditions used for the *SLIM1* q-PCR are provided in **Supplementary Methods S1**.

### 2.2 Plant cultivation

*A. thaliana* seeds were sterilized using chlorine gas prepared by combining 100 mL of NaClO and 5 mL of HCl. The seeds were then sown on MS sterile agar medium supplemented with 1% sucrose (w/v) and were stratified at 4°C for 48 h before the plates were placed in controlled-environment chambers (CLF Plant Climatic). For the growth of *35S::SLIM1*, the MS agar plates were supplemented with 30 mg/L hygromycin, since the experiment was performed with T2 generation plants. The seeds germinated under a 16-h photoperiod with 100 µmol photons m^–2^ s^−1^ irradiance. The temperature inside the chambers was maintained at 21°C during the day and 19°C at night. Ten days after transfer into growth chambers [12 days after sowing (DAS)], the seedlings were transplanted into soil-filled round pots with a diameter of 6 cm. These pots were placed in a phytotron with controlled conditions: a photoperiod of 16 h with an irradiance of 120 µmol photons m^–2^ s^−1^, a temperature of 20°C during the day and 16°C at night, and a humidity level of 60%–75%. To minimize the potential effects of uneven lighting, the positions of the pots were regularly rearranged within the phytotron. For the molecular and metabolic experiments, T2 homozygous plants were used. TaqMan assays (Ingham et al., 2001) with oligonucleotide probes for the hygromycin gene and GI as a single copy gene were performed before 30 DAS, in order to identify homozygous plants. The stalk and the reproductive tissue were excluded from the tissue sampled, which was the rosette. The time between the stalk elimination and the rosette harvesting was approximately 4 min. The rosette samples were collected and immediately frozen in liquid nitrogen. For all time points, only rosette tissue was harvested. The samples were homogenized while frozen using a Retschmill MM400.

### 2.3 Determination of rosette area

T2 heterozygous and homozygous plants were subjected into determination of their leaf area. Photographs were taken from above once a week using a professional camera. The distance between the pots and the camera was kept consistent. Total rosette area was determined from the photos using the image analytic software, ImageJ (National Institute of Health, USA). At 44 DAS, when the stalk had visibly emerged, the stalks were carefully cut to eliminate any interference with the rosette leaf area photos.

### 2.4 Leaf microscopy

#### 2.4.1 Leaf cross-sections

Transverse strips were cut out from the middle of medium-sized leaves and then cut into smaller pieces (3–4 mm in length). The small leaf pieces were subjected to 1-h vacuum in solution A [45% ethanol, 5% glacial acetic acid, and 5% formaldehyde (37%)]. Next, samples were dehydrated by incubation in 50% ethanol for 15 min, 70% ethanol for 30 min, 80% ethanol for 1 h, and finally 90% ethanol for 1 h. Samples were left overnight at 4°C in a solution of 0.1% Eosin Y in 90% ethanol. The last dehydration step was four washes with 100% ethanol, 1 h each. Next, the samples were kept for 2 h at room temperature in solution B (equal parts 100% ethanol and Technovit 7100), then mixed well in solution B supplemented with Hardener II (15:1) for 1 min in separate tubes, and then kept at room temperature overnight to polymerize. Five-micrometer sections were prepared using Leica Rotary Microtome RM2265, placed on glass slides, and dried for 2 h at 42°C. The sections were stained with 0.05% of Toluidine blue in water and dried on a heating plate at 42°C for 10 min. The final stained sections were studied by epi-fluorescence with an Olympus BX51 microscope.

#### 2.4.2 Epithelial cells

Leaf samples for performing the epithelial cell imaging were cut out from the middle of medium-sized Arabidopsis rosette leaves of 30 and 37 DAS. The samples were treated for 1 h with 12.5% acetic acid in ethanol, then washed with 100% ethanol for 1 min, and then washed with 50% ethanol for 1 min. Multiple ddH_2_O washing steps were performed to remove ethanol from the tissue. The washed leaf tissue samples were imbibed in KOH 1 M solution where they were kept until the next day for imaging. The leaf tissue samples were studied by epi-fluorescence with an Olympus BX51 microscope. The epidermis was analyzed at 20× magnification.

### 2.5 RNA-seq

RNA-seq was performed by BGI genomics (https://www.bgi.com/global). Total RNA was extracted from approximately 100 mg of rosette tissue using the SIGMA Spectrum Plant total RNA KIT (1003037777) according to the manufacturer’s instructions with on-column DNase treatment. Following the sample preparation instructions from BGI, RNA concentration, quality, and purity were determined using a Bioanalyzer Agilent 2100. All the samples had a RIN value between 6.50 and 8.50. BGI prepared the libraries and performed the sequencing. The ribosomal RNA pool was depleted by polyA enrichment. Finally, the strand-specific libraries were sequenced with DNBseq platform (paired-end 150-bp reads with a coverage of 40 M reads per library). Clean reads were generated from raw reads by removing adaptor sequences, contamination, and low-quality reads. Specifically, SOAPnuke software was used with the following parameters: -n 0.01 -l 20 -q 0.4 –adaMR 0.25 –ada_trim –polyX 50 – minReadLen 150 (Chen et al., 2018). The quality of clean reads was confirmed using FastQC v0.12.1 prior to downstream analysis. The clean reads were aligned to the Arabidopsis genome (NCBI assembly TAIR10) using CLC genomics v23.0.4 (Keohavong and Grant, 2004) with default settings. The genome annotations are based on Araport11. Read counts per gene were normalized to account for differences in sequencing depth and RNA composition among samples using the median of ratios method in the DESeq2 v1.40.2 R package (Love et al., 2014). Differential expression analysis was performed with DESeq2 using Wald tests with Empirical Bayes-based adaptive shrinkage of exaggerated log2FoldChanges using the ashr v2.2-54 R package (Stephens et al., 2022) and *p*-value adjustment using the IHW v1.28.0 R package (Ignatiadis et al., 2016; Ignatiadis and Huber, 2021), which implements independent hypothesis weighting. To annotate genes with Gene Ontology terms and KEGG pathways, BiomaRt v2.56.1 (Durinck et al., 2005, 2009) and KEGGREST v1.40.0 R (Tenenbaum and Maintainer, 2023) packages were used to access (June 2023) the EnsemblPlants (https://plants.ensembl.org) and Kyoto Encyclopedia of Genes and Genomes (https://www.kegg.jp) databases, respectively. Over-representation analysis was performed with the clusterProfiler v4.0 (T. Wu et al., 2021) R package. Data visualizations were prepared with ggplot2 v3.4.2 (Wickham, 2016), UpSetR v1.4.0 (Conway et al., 2017; Gehlenborg, 2019), ComplexHeatmap v2.16.0 (Gu et al., 2016), and circlize v0.4.15 (Gu et al., 2014) R packages.

### 2.6 *In silico* analysis of *cis*-regulatory elements and motifs

Patmatch (https://www.arabidopsis.org/cgi-bin/patmatch/nph-patmatch.pl) (Yan et al., 2005) was used to determine the presence of *cis*-regulatory elements and motifs of interest in the promoters of putative SLIM1-target genes, such as the genes bound by SLIM1 in DAP-seq, the class 1 SLIM1-regulated gene set, and the 12 genes that were both bound by SLIM1 in DAP-seq and met the class 1 criteria in our dataset (**Supplementary Table S4**). We used default settings with the exception of the search window, which was −1,000 bp upstream of the transcription start site.

### 2.7 Chlorophyll and anthocyanin quantification

Homogenized tissue (20 mg) was dissolved in 300 μL of ice-cold 95% (v/v) ethanol, briefly vortexed, and kept on ice until all the samples were processed. To remove debris, the samples were centrifuged at 14,000 × *g* for 5 min. The supernatant was carefully transferred to a new tube, which was then placed on ice and covered with foil to prevent chlorophyll degradation. For absorbance determination, 100 μL of the supernatant was brought to 200 μL with 95% (v/v) ethanol and put in a flat-bottom 96-well plate. Absorbance measurements were taken at wavelengths of 664.1 nm, 648.6 nm, 470 nm, and 750 nm (blank). Chl a and Chl b concentrations were calculated using the following formulas (Lichtenthaler and Buschmann, 2001), and calculated concentrations were normalized to the fresh weight (FW) of the extracted sample.

Chl a (μg/mL) = 13.36×A_664.1_ – 5.19×A_648.6_
Chl b (μg/mL) = 27.43×A_648.6_ – 8.12×A_664.1_

For anthocyanin content measurements, 90 μL of the chlorophyll-containing supernatant was mixed with 10 μL of 1 M HCl, and the absorbance was measured at 520 nm and 750 nm (blank) (Lee et al., 2008). Absolute absorbance was normalized to the FW of the extracted sample.

### 2.8 Metabolite and ion determination

Metabolites were extracted as previously described by Lisec et al. (2006) with few modifications (Guo, 2018). Briefly, 25 mg of homogenized tissue was mixed with ice-cold CHCl_3_/CH_3_OH (3:7, v/v) buffer supplemented with Isovitexin and ^13^C6-sorbitol for internal standards. The samples were placed at −20°C for 2 h and vortexed briefly every 30 min. Ice-cold water was added, and samples were vortexed until the two phases were dispersed. Samples were centrifuged at 14,000 × *g* for 10 min at 4°C. The upper, polar phase was transferred to a new tube and desired volumes were further aliquoted for LC-MS (200 μL) and ion chromatography. The non-polar phase was also transferred to a new tube. The polar phase aliquots, non-polar phase, and insoluble material were evaporated using a centrifugal vacuum dryer at 30°C for 5 h. LC-MS was performed essentially as previously described (Perez de Souza et al., 2019, 2021). For ion content determination, the evaporated polar phase was dissolved in high-purity H_2_O and analyzed by Dionex ICS-3000 system using a KOH gradient (6–55 mM, 0.25 mL/min flow rate) for anion analysis with 17 min duration of the gradient. For cation analysis, methanesulfonic acid gradient (60–100 mM, 0.3 mL/min flow rate) was used with 20 min duration of gradient. The final ion concentration in the samples was calculated based on the known concentration of the following standards: CaCl_2_, NaCl, KH_2_PO_4_, (NH4)_2_SO_4_, MgCl_2_, MgSO_4_, and KNO_3_. The standards had a concentration range between 2 and 200 μM.

### 2.9 Thiol extraction and derivatization

Extraction was performed as previously described (Watanabe et al., 2008; Guo, 2018). Briefly, 25 mg of homogenized tissue was mixed with 0.1 M HCl, and samples underwent a second round of homogenization using a Retschmill to achieve optimal cell lysis. For the reduction step with 1.58 M *N*-ethylmorpholine, the extract was supplemented with 25 μM *N*-acetyl-Cys, as the internal standard. The reaction was allowed to react with 25 mM phosphine for 20 min at 37°C. For the labeling step, the reduced sample was allowed to react with 30 mM monobromobimane (mBrB) for 20 min at 37°C in the dark. The labeling reaction was terminated by the addition of acetic acid, and the resulting solution was then subjected to HPLC analysis. HPLC was performed as previously described (Watanabe et al., 2008).

## 3 Results

### 3.1 Plants overexpressing *SLIM1* transcription factor have larger rosettes during the vegetative growth phase

T2 *35S::SLIM1* seeds from seven independent lines were germinated on agar medium, and hygromycin-resistant seedlings were transferred to soil. *SLIM1* expression at 30, 37, and 44 DAS was assessed by qPCR (Methods S1). *AtSLIM1* transcript levels were significantly higher in the *35S::SLIM1* lines than in Col-0, *EV* (empty vector control), and *slim1-cr* (**Figure 1A**). In the *slim1-cr* line, the *slim1* locus has a 1,123-bp deletion including the regions coding for the DNA binding domains, but the 3’-portion of the locus remains intact. However, transcripts from the remaining portion of the locus in *slim1-cr* were found to be reduced to approximately 20% of the level in Col-0, indicating that *slim1-cr* is likely a loss of function line (Wawrzyńska et al., 2022).

**Figure 1:**
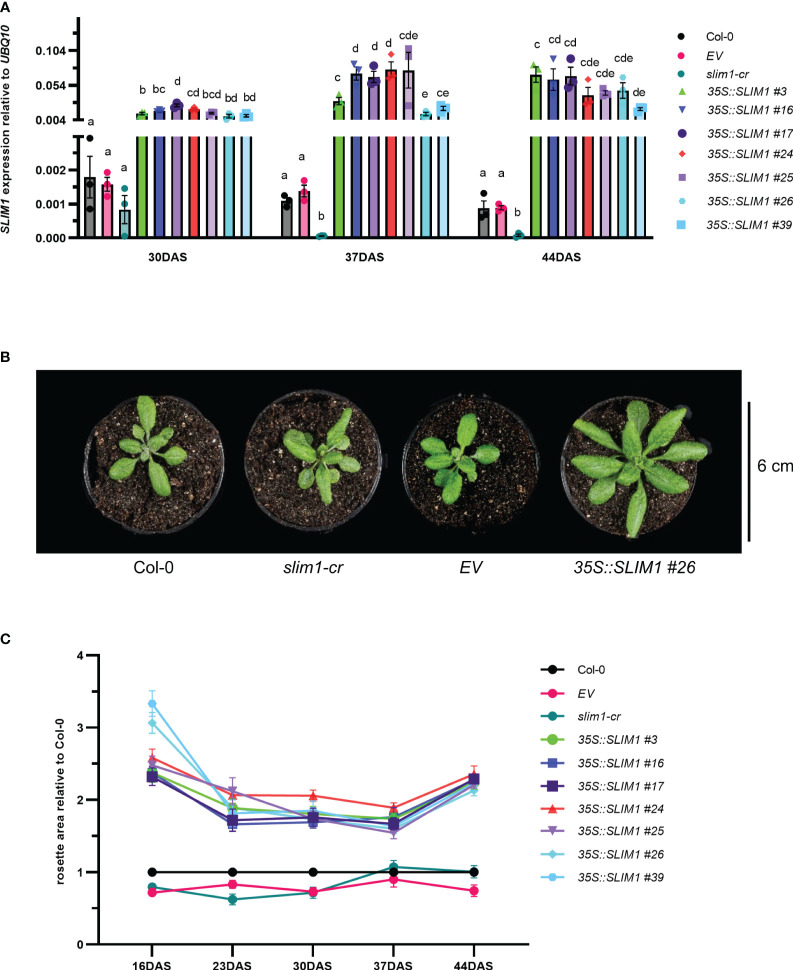
Effect of SLIM1 overexpression on growth. **(A)** *SLIM1* transcript level relative to *UBQ10* determined by qPCR. Bar height corresponds to mean of three biological replicates, and error bars represent the standard error of the mean (SEM). Statistical significance was assessed using *t*-tests within each time point; *p*-values were adjusted by the Benjamini–Yekutieli method. Compact letter display (CLD) identifies lines that are statistically different (adjusted *p* ≤ 0.05) from each other at each time point. **(B)** Photo of representative rosettes at 30 DAS. **(C)** Rosette area relative to Col-0 at each time point. Points represent the mean of 10–20 biological replicates, and error bars show the SEM. See **Supplementary Table S1** for *t*-test results.

It was readily apparent by visual inspection that *35S::SLIM1* plants have larger rosettes (**Figure 1B**, **Supplementary Figure S1**), and quantification of rosette area in the seven independent *35S::SLIM1* lines showed consistently 1.5- to 3-fold larger rosettes than in controls throughout the vegetative growth phase (**Figure 1C**). Furthermore, from 16 DAS to 37 DAS, rosette biomass was consistently two- to sixfold greater in the seven *35S::SLIM1* lines (**Supplementary Figure S2A**). Mesophyll cells account for most of the cellular biomass in Arabidopsis leaves, so we investigated whether the number or size of mesophyll cells differed among the genotypes. Histological cross-sections from Arabidopsis mature leaves at 35 DAS were treated with Toluidine blue to stain cell walls and were visualized by epi-fluorescence (**Supplementary Figure S2B**). The number of mesophyll cells per unit area was not altered in *35S::SLIM1* or *slim1-cr* relative to Col-0 (**Supplementary Figure S2C**). Given the larger rosette phenotype in *35S::SLIM1*, the distribution of epithelial cell sizes in each genotype at 30 and 37 DAS was determined (**Supplementary Figures S2D, E**). The size of epithelial cells was not significantly different in *35S::SLIM1* or *slim1-cr* relative to Col-0 and *EV* at either time point (**Supplementary Figure S2E**).

### 3.2 Plants overexpressing *SLIM1* accumulate anthocyanins and the flavonoid pathway is induced

When extending the growth phase to 51 DAS, plants overexpressing *SLIM1* display a purple/pink pigmented phenotype (**Figure 2A**). Anthocyanins are known to contribute to purple/pink tissue appearance, and so anthocyanin content was measured in the rosettes. Total anthocyanin content increased significantly in *35S::SLIM1* plants between 44 DAS and 51 DAS (**Figure 2B**), which is consistent with the timing of the purple pigmented phenotype in the leaves of *35S::SLIM1* at 51 DAS (**Figure 2A**). Since anthocyanins are one subgroup of flavonoids (Tohge et al., 2017; Liu et al., 2018), we determined flavonoid contents. Similar to the anthocyanin profile, at late time points, plants overexpressing *SLIM1* displayed an accumulation of various flavonoids, such as quercetins and kaempferols, compared to Col-0 and *slim1-cr* (**Figure 2C**). The differential accumulation of flavonoids is evident at 44 DAS, and the relative accumulation was even greater at 51 DAS.

**Figure 2:**
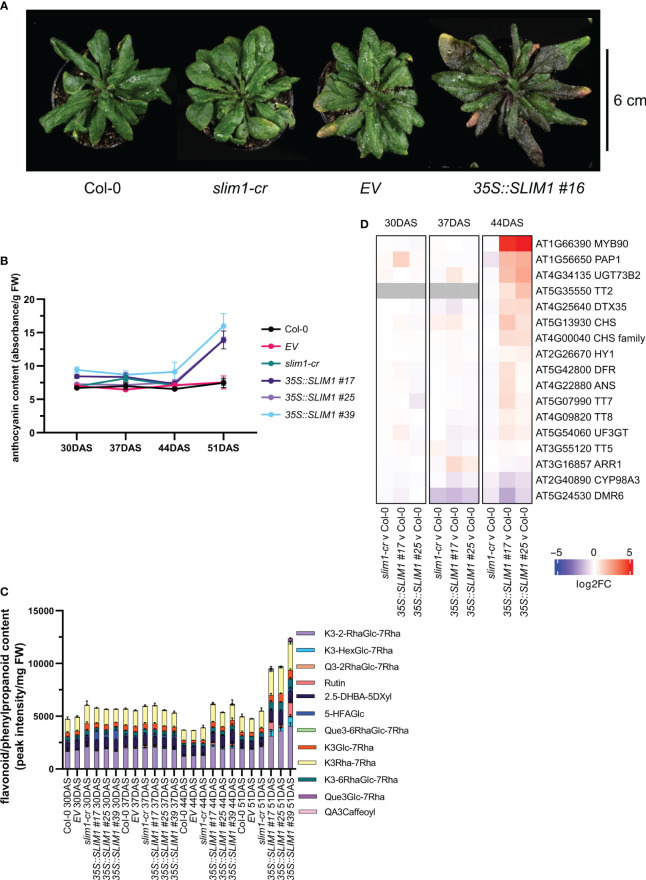
Late effect of SLIM1 overexpression on anthocyanin content. **(A)** Photo of representative rosettes at 51 DAS. **(B)** Anthocyanin content normalized to fresh weight (FW). Points represent the mean of three biological replicates, and error bars show the SEM. See **Supplementary Table S1** for *t*-test results. **(C)** Sample FW normalized content of flavonoid and phenylpropanoid compounds identified by LC-MS. The simplified codes for flavonoids correspond to the following compounds: kaempferol-3-*O*-(2”-*O*-rhamnosyl)glucoside-7-*O*-rhamnoside: K3-2-RhaGlc-7Rha; kaempferol-3-*O*-(-*O*-hexosyl)glucoside-7-*O*-rhamnoside: K3-HexGlc-7Rha; keampferol-3-*O*-rhamnoside-7-*O*-rhamnoside: K3Rha-7Rha; quercetin-3-*O*-(2”-*O*-rhamnosyl)glucoside-7-*O*-rhamnoside: Q3-2RhaGlc-7Rha; Rutin: Rutin; 2,5-dihydroxybenzoic acid 5-*O*-D-xyloside: 2.5-DHBA-5DXyl; 5-hydroxyferulic acid glucoside: 5-HFAGlc; kaempferol-3-*O*-6-*O*-(rhamnosyl)glucoside-7-*O*-rhamnoside: K3-6RhaGlc-7Rha; kaempferol-3-*O*-glucoside-7-*O*-rhamnoside: K3Glc-7Rha; quercetin-3-*O*-6-*O*-(rhamnosyl)glucoside-7-*O*-rhamnoside: Que3-6RhaGlc-7Rha; quercetin-3-*O*-glucoside-7-*O*-rhamnoside: Que3Glc-7Rha; quinic acid, 3-caffeoyl: QA3Caffeoyl. Bar height of each compound corresponds to the mean of three biological replicates, and error bars show the SEM. See **Supplementary Table S1** for *t*-test results. **(D)** Heatmap representation of gene expression differences determined by RNA-seq. Genes shown include *MYB75* and *MYB90* and those genes annotated to gene ontology terms related to anthocyanin and flavonoid pathways (GO:0009813 and GO:0031537) that are expressed in rosette tissue based on published literature and information in TAIR database. Color corresponds to log2 of the fold change (log2FC) relative to Col-0 at each time point determined from three biological replicates. Wald test results for genes shown can be found in **Supplementary Table S1**.

To investigate the gene expression changes that may underlie the differential accumulation of flavonoids including anthocyanins late in development, we performed transcriptome profiling by RNA-seq on two independent *35S::SLIM1* lines, *slim1-cr*, *EV* and Col-0. In these data, we analyzed the expression of genes annotated to GO terms related to flavonoid/anthocyanin pathways (GO:0009813 and GO:0031537) and TFs PAP1/*MYB75* (AT1G56650) and PAP2/*MYB90* (AT1G66390) known to regulate genes in the flavonoid/anthocyanin pathway (Borevitz et al., 2000; Tohge et al., 2005; Zuluaga et al., 2008). 

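*SLIM1* (AT1G73730, chromosome 1, 27730031 to 27732683 in TAIR10.1) encodes an ETHYLENE-INSENSITIVE3-like transcription factor. At 44 DAS its transcript was at 19.0 ± 0.827 CPM (counts scaled to library size times the TMM factor; mean ± SD, n = 3 libraries) in Col-0, 349 ± 0.568 CPM in *35S::SLIM1 #17* and 294 ± 38.1 CPM in *#25*. The corresponding log2FC against Col-0 were 4.201 (SE 0.16, adjusted p = 5.44e-07) in *35S::SLIM1 #17* and 3.95 (SE 0.16, adjusted p = 9.26e-07) in *#25*. In *slim1-cr*, 0.889 ± 0.219 CPM remained, a log2FC of -4.41 (SE 0.17, adjusted p = 8.76e-07). Part of the gene is deleted in *slim1-cr*, so its count falls with the lost sequence as well as with the transcript level. In the overexpressors, reads of the transgene coding sequence count to the same gene. At 30 DAS the transcript was already higher in both lines, with log2FC of 2.98 (SE 0.11) and 2.30 (SE 0.11), and at 37 DAS with 3.91 (SE 0.22) and 3.10 (SE 0.21). The empty vector line *EV* had a log2FC of 0.13 (SE 0.10, adjusted p = 0.752) at 30 DAS. Between the overexpressors, *SLIM1* was lower in *#25* than in *#17* at 30 and 37 DAS, with differences of -0.68 (adjusted p = 0.0111) and -0.81 (adjusted p = 0.0309) on the log2 scale, and the difference at 44 DAS was -0.25 (adjusted p = 0.716). Calls were lost for *SLIM1* in *#25* against *#17* at 30 DAS without *#17* 1 or 2 or *#25* 1 or 2 (log2FC -0.59 to -0.69) and *SLIM1* in *#25* against *#17* at 37 DAS without *#17* 1 or 2 or *#25* 1, 2 or 3 (-0.75 to -0.87).
The RNA came from rosettes of Col-0, *slim1-cr* and both overexpression lines at 30, 37 and 44 DAS, and of *EV* at 30 DAS only. Each of the 13 groups had 3 biological replicates, which makes 39 libraries. The libraries were strand-specific, paired-end and made from polyadenylated RNA, and the authors counted aligned reads per gene of the Araport11 annotation on TAIR10 and tested them with the Wald test of DESeq2. The analysis here started from their table of raw counts of 33110 genes, without the authors' size factors. Library totals in M counts (lowest, median and highest of 3) were, at 30 DAS, 41.4, 45.7 and 45.8 in Col-0, 42.5, 45.9 and 46.01 in *EV*, 39.4, 45.5 and 45.8 in *slim1-cr*, 41.0, 44.3 and 46.2 in *#17* and 45.5, 45.8 and 45.9 in *#25*; at 37 DAS, 38.7, 43.2 and 45.8 in Col-0, 43.0, 45.0 and 45.9 in *slim1-cr*, 43.1, 45.8 and 45.8 in *#17* and 44.5, 45.5 and 46.1 in *#25*; at 44 DAS, 38.4, 45.1 and 45.7 in Col-0, 45.6, 45.9 and 46.02 in *slim1-cr*, 45.4, 45.5 and 45.6 in *#17* and 40.9, 41.6 and 45.1 in *#25*. Libraries are numbered within their group, so that Col-0 2 is the second of the 3 Col-0 libraries of that day. Genes with low counts were removed by the default rule of edgeR, which left 20274, 20296 and 20499 genes at the 3 time points. Libraries were normalized by TMM and each genotype was compared with Col-0 of the same day by the quasi-likelihood test of edgeR. Adjusted p-values are those of Benjamini and Hochberg over all genes tested, with a threshold of 0.05, and SE is that of the log2FC. Where the main text gives calls of single genes lost under other processing, this covers DESeq2, library size alone and no count filter. The replicate number as a block and a fit of only the 2 groups compared ended further calls, which are described with the dependence on the processing. Gene lists were tested as sets with camera, which called 143 of 370 list tests at its preset correlation of 0.01. In *EV*, where edgeR called 0 genes, camera at this setting gave adjusted p = 1.54e-12 for the Calvin cycle and 3.66e-12 for the plastid ribosome. A low camera p at this setting therefore does not by itself separate an effect of *SLIM1* from other differences between groups. With a correlation estimated from the residuals the lowest adjusted p of any list was 0.420. The lists of pathways and markers, the rule for named genes and the comparisons were fixed before the data were examined, when the paper's own values for its lists had been read.

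**Figure D1:**
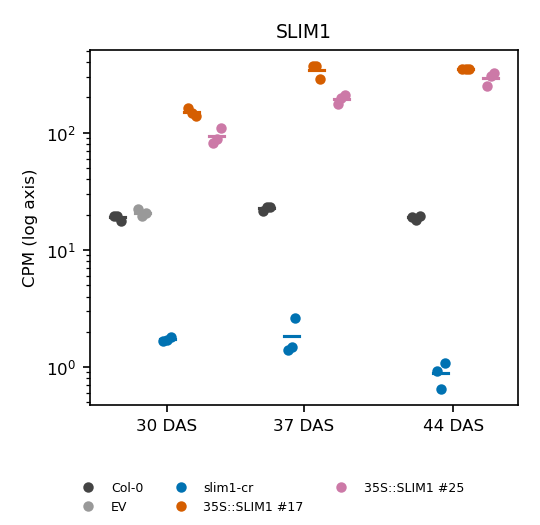
SLIM1 transcript in CPM (log axis) per library for each genotype at 30, 37 and 44 DAS; each point is 1 library and each short line is the mean of 3.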

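*MYB75*, an activator of anthocyanin synthesis, had a log2FC of 1.48 (SE 0.31, adjusted p = 0.0159) in *35S::SLIM1 #17* and 0.61 (SE 0.31, adjusted p = 0.261) in *#25* at 30 DAS (n = 3 libraries per group). At 37 DAS the values were -0.52 (SE 1.01, adjusted p = 0.713) in *35S::SLIM1 #17* and -0.84 (SE 1.02, adjusted p = 0.618) in *#25*. *TTG1*, a WD40 partner of MYB factors, fell in *slim1-cr* by 0.46 (SE 0.11, adjusted p = 0.0364) at 30 DAS and by 0.46 (SE 0.100, adjusted p = 0.0327) at 37 DAS on the log2 scale. The anthocyanin glucosyltransferase gene *UGT75C1* fell in *#17* at 37 DAS by 1.69 (SE 0.57, adjusted p = 0.0412), and *PAL1*, the entry enzyme of phenylpropanoid synthesis, by 1.42 (SE 0.44, adjusted p = 0.0285).
Of 37 tested genes of flavonoid and anthocyanin synthesis, 1 rose and 3 fell in *#17* at 30 DAS (2 higher and 3 lower adjusted over the list alone), and 2 fell in *#25* (0 higher and 1 lower alone). At 37 DAS 2 rose and 9 fell in *#17* (1 higher and 8 lower alone), 1 rose and 2 fell in *#25* (1 higher and 1 lower alone) and 2 rose and 1 fell in *slim1-cr* (4 higher and 3 lower alone). The list had a median log2FC of -0.39 and -0.47 in the 2 lines at 37 DAS (camera adjusted p = 0.159 in *#17*; camera adjusted p = 0.169 in *#25*). Of the 16 tested genes the study shows in Fig. 2D, which it drew from GO terms and published work, 3 rose and 3 fell in *#17* at 37 DAS. Between the lines, the log2FC of *#25* against *#17* at 30 DAS was -0.87 for *MYB75* (adjusted p = 0.159). At 37 DAS *#25* compared with *#17* had a log2FC of 0.30 for *UGT75C1* (adjusted p = 0.760) and 0.11 for *PAL1* (adjusted p = 0.892). The test no longer passed for *MYB75* in *#17* at 30 DAS without Col-0 1 or 3 or *#17* 1 or 2 (log2FC 1.25 to 1.47), *TTG1* in *slim1-cr* at 30 DAS without Col-0 1, 2 or 3 or *slim1-cr* 1 (-0.42 to -0.50), *TTG1* in *slim1-cr* at 37 DAS without Col-0 2 or *slim1-cr* 1 or 3 (-0.35 to -0.51) and *UGT75C1* and *PAL1* in *#17* at 37 DAS without Col-0 2 or 3 or *#17* 1, 2 or 3 (-1.15 to -1.99). Other processing ended the calls of *TTG1* in *slim1-cr* at 30 DAS (library size alone) and *UGT75C1* in *#17* at 37 DAS (no count filter). Leaving out 1 library changed the 9 lower flavonoid genes of *#17* at 37 DAS (4 to 5 without Col-0 2 or 3 or *#17* 1 or 2). The 9 lower flavonoid genes of *#17* at 37 DAS were 15 without the libraries highest in flower organ markers.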

At 30 and 37 DAS, expression of these genes in the *SLIM1* mutants was similar to Col-0. However, at 44 DAS, transcripts of the TFs *PAP1*/*MYB75* and *PAP2*/*MYB90* were found to be approximately 4-fold and 32-fold higher in *35S::SLIM1* lines than in Col-0 (**Figure 2D**). 

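*MYB75* (AT1G56650, chromosome 1, 21233555 to 21235292 in TAIR10.1) had 4.65 ± 1.901 CPM (mean ± SD, n = 3 libraries) in Col-0 at 44 DAS, 18.5 ± 4.37 CPM in *35S::SLIM1 #17* and 21.9 ± 7.59 CPM in *#25*. The fitted folds were 3.99 and 4.71, that is log2FC of 2.00 (SE 0.33, adjusted p = 0.00103) in *35S::SLIM1 #17* and 2.23 (SE 0.33, adjusted p = 4.46e-04) in *#25*. *MYB90* (AT1G66390, chromosome 1, 24763941 to 24765541), which activates the same pathway, had 0.117 ± 0.118 CPM in Col-0 and 5.25 ± 3.79 and 6.98 ± 3.95 CPM in the overexpressors. It rose 42.1 and 56.0 fold, with log2FC of 5.40 (SE 0.92, adjusted p = 0.00118) in *35S::SLIM1 #17* and 5.81 (SE 0.92, adjusted p = 6.48e-04) in *#25*. The Col-0 level of *MYB90* was very low and varied as much as its mean, so the size of these folds is uncertain. In *slim1-cr* the log2FC were -1.05 (SE 0.34, adjusted p = 0.0647) for *MYB75* and -0.64 (SE 1.304, adjusted p = 0.735) for *MYB90*. The differences between *#25* and *#17* were 0.24 (adjusted p = 0.909) and 0.41 (adjusted p = 0.934) on the log2 scale. *MYB75* passed in *slim1-cr* at 44 DAS without Col-0 1 (log2FC -1.33).

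**Figure D2:**
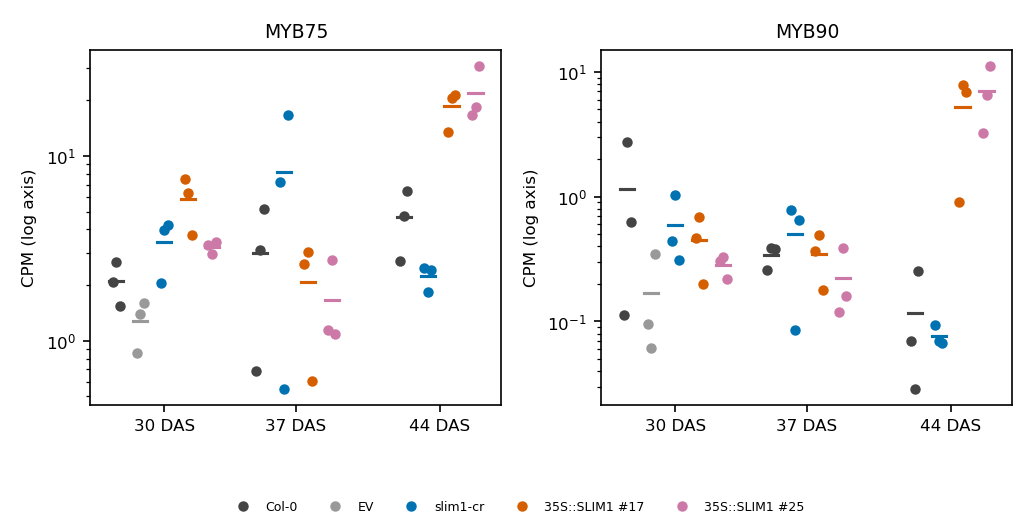
CPM (log axis) of MYB75 and MYB90 per library, by genotype and day; each point is 1 library and each short line is the mean of 3.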

Genes coding for enzymes such as *UGT73B2* (AT4G34135) and *CHS* (AT5G13930), are two- to fourfold induced in both *35S::SLIM1* lines relative to Col-0 (**Figure 2D**). Furthermore, the TF *TT2* (AT5G35550) that regulates proanthocyanidin synthesis (Y. Liu et al., 2015; Zhu et al., 2015) was found to be upregulated in *35S::SLIM1* at 44 DAS (**Figure 2D**).

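*UGT73B2* (AT4G34135, chromosome 4, 16345150 to 16347434), a flavonoid glucosyltransferase, rose to 43.6 ± 3.06 and 65.9 ± 17.3 CPM (SD, n = 3) in *35S::SLIM1 #17* and *#25* from 12.5 ± 2.12 CPM in Col-0. These are log2FC of 1.804 (SE 0.30, adjusted p = 0.00102) in *35S::SLIM1 #17* and 2.40 (SE 0.30, adjusted p = 1.70e-04) in *#25*. Chalcone synthase, *CHS* (AT5G13930, chromosome 5, 4488476 to 4490264), had 45.8 ± 36.2 CPM in Col-0, 165 ± 58.4 CPM in *#17* and 104 ± 15.8 CPM in *#25*, with log2FC of 1.85 (SE 0.52, adjusted p = 0.0165) in *35S::SLIM1 #17* and 1.18 (SE 0.51, adjusted p = 0.0805) in *#25*. The anthocyanin acyltransferase gene *3AT2* rose by 0.45 (SE 0.14) and 0.58 (SE 0.14) in the same order, and fell in *slim1-cr* by 0.59 (SE 0.15) on the log2 scale. *MYBL2*, a repressor of anthocyanin synthesis, had log2FC of -1.25 (SE 0.18) and -1.51 (SE 0.18), and *TTG1* of -0.70 (SE 0.15) and -0.85 (SE 0.15).
In the list of flavonoid and anthocyanin genes, 12 of 37 rose and 6 fell in *#17* and 10 rose and 5 fell in *#25* (12 higher and 6 lower in *#17* and 10 higher and 5 lower in *#25* adjusted over the list alone). The list's median log2FC were 0.61 and 0.28 (camera adjusted p = 0.119 in *#17*; camera adjusted p = 0.395 in *#25*). In *slim1-cr* 5 of 37 fell and the other 32 did not pass. The genes that fell there include *PAL1* at -1.53 (SE 0.44) and *PAL2* at -0.95 (SE 0.22). Among the 17 genes of Fig. 2D 9 rose and 2 fell in *#17* and 7 rose and 3 fell in *#25*. Tested directly, *#25* against *#17* gave a log2FC of -0.67 for *CHS* (adjusted p = 0.810) at 44 DAS. Calls that depended on 1 library were *CHS* and *3AT2* in *#17* at 44 DAS without 1 or more of Col-0 1, 2 and 3 and *#17* 1 and 3 (log2FC *CHS* 1.64 to 1.66, *3AT2* 0.37 to 0.47) and *3AT2*, *PAL1* and *PAL2* in *slim1-cr* at 44 DAS without Col-0 2 or 3 or *slim1-cr* 1 or 3 (*3AT2* -0.45 to -0.62, *PAL1* -0.83 to -1.81, *PAL2* -0.81 to -0.98). Lost under other processing was *PAL1* in *slim1-cr* at 44 DAS (library size alone or no count filter). *CHS* passed in *#25* at 44 DAS without Col-0 3 (log2FC 2.03). Counts that moved with 1 library were the 12 higher flavonoid genes of *#17* at 44 DAS (7 without *#17* 3) and the 5 lower flavonoid genes of *slim1-cr* at 44 DAS (0 without Col-0 2 or 3 or *slim1-cr* 1 or 3).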

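*TT2* (AT5G35550, chromosome 5, 13726743 to 13727961), a MYB regulator of proanthocyanidin synthesis, had a very low level in these rosettes, with 0.0326 ± 0.0117 CPM (SD, n = 3 libraries) in Col-0 at 44 DAS. It rose to 0.151 ± 0.0605 CPM in *35S::SLIM1 #17* and 0.275 ± 0.164 CPM in *#25*. The log2FC from edgeR were 2.11 (SE 0.72, adjusted p = 0.0379) in *35S::SLIM1 #17* and 2.95 (SE 0.68, adjusted p = 0.00515) in *#25*, against -0.97 (SE 1.05, adjusted p = 0.509) in *slim1-cr*. At 30 and 37 DAS *TT2* did not pass the count filter and was not tested. Not called with 1 library fewer was *TT2* in *#17* at 44 DAS without Col-0 1, 2 or 3 or *#17* 2 or 3 (log2FC 1.82 to 2.43). Another setting did not call *TT2* in *#17* at 44 DAS (DESeq2).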

### 3.3 Overexpression of *SLIM1* TF promotes developmental senescence

All genotypes started to visibly bolt at the 10-leaf stage, but the mean bolting day of *35S::SLIM1 plants* was 29 DAS, while for Col-0, *EV*, and *slim1-cr*, it was 33 DAS (**Figure 3A**). Earlier bolting together in 35S::SLIM1 plants with accumulation of flavonoids and chlorosis at the leaf tips, which is typical for onset of senescence (Watanabe et al., 2013), observed at 51 DAS in the *35S::SLIM1* genotype (**Figures 2A–C**), indicates a faster development that may lead to earlier senescence in *35S::SLIM1* compared to Col-0, *EV*, and *slim1-cr*. To assess this hypothesis, at 37 and 44 DAS, the expression of genes known to be differentially regulated during senescence, such as SAGs and PAGs, were analyzed. Various SAGs were strongly upregulated in *35S::SLIM1* compared to the controls (**Figure 3B**, **Supplementary Table S1**). 

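Of 23 regulators and markers of leaf senescence, 16 rose and the other 7 did not pass in *35S::SLIM1 #17* and 12 rose and 1 fell in *#25* at 37 DAS (18 higher and 0 lower in *#17* and 15 higher and 1 lower in *#25* adjusted over the list alone). Among them is *WRKY75*, a transcription factor that promotes senescence, with log2FC of 1.07 (SE 0.33) and 1.16 (SE 0.33) (n = 3 libraries per group). In *slim1-cr* 8 of the 23 fell at 37 DAS, *WRKY75* by 1.96 (SE 0.36) on the log2 scale. *WRKY53*, an early regulator of senescence, had a log2FC of 0.13 (SE 0.21, adjusted p = 0.653) in *#17* and 1.62 (SE 0.21, adjusted p = 4.45e-04) in *#25*. At 44 DAS 6 rose and 2 fell in *#17* and 12 rose and 1 fell in *#25* (6 higher and 2 lower in *#17* and 12 higher and 2 lower in *#25* adjusted over the list alone), and 6 fell in *slim1-cr*. The sugar transporter gene *SWEET15* had log2FC of 2.95 (SE 0.76) and 3.80 (SE 0.77), and the nuclease gene *BFN1* of 2.37 (SE 0.49) and 3.49 (SE 0.51).
At 30 DAS 6 of 23 fell and the other 17 did not pass in *#17* (0 higher and 6 lower adjusted over the list alone, median log2FC -0.36; camera adjusted p = 0.00875, adjusted p = 0.749 with an estimated correlation), and 1 of 23 rose and the other 22 did not pass in *#25* (median log2FC 0.31; camera adjusted p = 0.125). The list test at 37 DAS gave camera adjusted p = 3.40e-06, adjusted p = 0.586 with an estimated correlation in *#17*, and camera adjusted p = 2.06e-06, adjusted p = 0.586 with an estimated correlation in *#25*. At 44 DAS it gave camera adjusted p = 0.0574 in *#17*, and camera adjusted p = 0.00701, adjusted p = 0.750 with an estimated correlation in *#25*. Of the 44 SAGs of Fig. 3B, which the study collected from published work, 22 rose and 4 fell in *#17* and 15 rose and 3 fell in *#25* at 37 DAS. At 44 DAS 19 rose and 2 fell in *#17* and 30 rose and 1 fell in *#25*, and 7 fell in *slim1-cr*. In both lines at once, 12 of the 44 had a log2FC above that of a 2-fold increase at 44 DAS. Between the lines, the log2FC of *#25* against *#17* at 37 DAS was 1.49 for *WRKY53* (adjusted p = 0.00524). With 1 library left out, the test did not pass for *WRKY75* in *#17* at 37 DAS without Col-0 1 or 3 or *#17* 2 (log2FC 0.85 to 0.94), *WRKY75* in *#25* at 37 DAS without Col-0 1 or 3 or *#25* 2 or 3 (0.92 to 1.2) and *WRKY75* in *slim1-cr* at 37 DAS without Col-0 2 or *slim1-cr* 1 or 3 (-1.55 to -2.04). Without 1 library the counts changed for the 8 lower senescence genes of *slim1-cr* at 37 DAS (0 to 1 without Col-0 2 or *slim1-cr* 1 or 3), the 6 lower senescence genes of *slim1-cr* at 44 DAS (0 to 14 without Col-0 2 or 3 or *slim1-cr* 1, 2 or 3), the 22 higher Fig. 3B genes of *#17* at 37 DAS (14 without *#17* 2), the 15 higher Fig. 3B genes of *#25* at 37 DAS (8 to 9 without Col-0 3 or *#25* 2 or 3), the 8 lower Fig. 3B genes of *slim1-cr* at 37 DAS (0 without Col-0 2 or *slim1-cr* 1 or 3), the 19 higher Fig. 3B genes of *#17* at 44 DAS (12 without Col-0 1), the 7 lower Fig. 3B genes of *slim1-cr* at 44 DAS (0 to 16 without Col-0 1, 2 or 3 or *slim1-cr* 1, 2 or 3) and the 6 lower senescence genes of *#17* at 30 DAS (0 to 3 without Col-0 1 or 2 or *#17* 1 or 2). With the flower organ marker level as a covariate the 6 lower senescence genes of *#17* at 30 DAS were 3. The 22 higher Fig. 3B genes of *#17* at 37 DAS were 14 without the libraries highest in flower organ markers.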

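*SAG12* (AT5G45890, chromosome 5, 18613239 to 18614963), a cysteine protease gene of late senescence, varied widely between libraries, with 11.3 ± 12.3 CPM (SD, n = 3) in Col-0, 414 ± 310.4 CPM in *35S::SLIM1 #17* and 666 ± 258 CPM in *#25* at 44 DAS. Its log2FC were 5.20 (SE 1.95, adjusted p = 0.0540) in *35S::SLIM1 #17* and 5.89 (SE 2.02, adjusted p = 0.0340) in *#25*. At 37 DAS they were 4.93 (SE 1.304, adjusted p = 0.0145) in *35S::SLIM1 #17* and 3.40 (SE 1.24, adjusted p = 0.0754) in *#25*. *SAG18* had smaller log2FC of 0.33 (SE 0.11, adjusted p = 0.0328) in *35S::SLIM1 #17* and 0.35 (SE 0.11, adjusted p = 0.0238) in *#25* at 44 DAS. *NAC6*, a NAC activator of senescence, rose at 37 DAS by 2.46 (SE 0.24) and 1.78 (SE 0.24) and fell in *slim1-cr* by 1.83 (SE 0.26) on the log2 scale, and at 44 DAS had log2FC of 0.83 (SE 0.32, adjusted p = 0.0609) in *35S::SLIM1 #17* and 1.26 (SE 0.33, adjusted p = 0.00952) in *#25*. *NAP*, another NAC activator, rose at 37 DAS by 2.39 (SE 0.24) and 2.69 (SE 0.24) and at 44 DAS by 1.896 (SE 0.37) and 2.35 (SE 0.38), and fell in *slim1-cr* at 37 DAS by 1.299 (SE 0.24). The autophagosome protein genes *ATG8A* and *ATG8B* rose at 44 DAS by 0.55 (SE 0.15) and 0.82 (SE 0.15) and by 1.49 (SE 0.15) and 1.698 (SE 0.15), and *ATG8H* had log2FC of 0.11 (SE 0.26) and 0.74 (SE 0.26), of which the second passed the test.
Of 28 genes of autophagy, 17 rose and 1 fell in *#17* and 13 rose in *#25* at 37 DAS (17 higher and 1 lower in *#17* and 15 higher and 0 lower in *#25* adjusted over the list alone; camera adjusted p = 8.42e-06, adjusted p = 0.621 with an estimated correlation in *#17*; camera adjusted p = 3.43e-04, adjusted p = 0.672 with an estimated correlation in *#25*). At 44 DAS 7 rose and 3 fell in *#17* and 11 rose and 2 fell in *#25*. At 44 DAS *#25* compared with *#17* had a log2FC of 0.69 for *SAG12* (adjusted p = 0.956), 0.42 for *NAC6* (adjusted p = 0.808) and 0.63 for *ATG8H* (adjusted p = 0.642). Tested directly, *#25* against *#17* gave a log2FC of -1.53 for *SAG12* (adjusted p = 0.374) at 37 DAS. Less certain are the calls of *SAG12*, *SAG18* and *ATG8H* in *#25* at 44 DAS without 1 or more of Col-0 1, 2 and 3 and *#25* 1, 2 and 3 (log2FC *SAG12* 5.31 to 7.14, *SAG18* 0.26 to 0.35, *ATG8H* 0.45 to 0.78), *SAG18* in *#17* at 44 DAS without Col-0 1 or 3 or *#17* 1 or 2 (0.24 to 0.34), *SAG12* in *#17* at 37 DAS without *#17* 2 (3.59) and *NAC6* and *NAP* in *slim1-cr* at 37 DAS without Col-0 2 or *slim1-cr* 1 or 3 (-1.17 to -1.86). *SAG12* passed in *#25* at 37 DAS without Col-0 3 (log2FC 5.53). 1 library moved the 13 higher autophagy genes of *#25* at 37 DAS (7 to 8 without Col-0 2 or 3 or *#25* 2 or 3). The 13 higher autophagy genes of *#25* at 37 DAS were 8 without the libraries highest in flower organ markers.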

Genes such as *SAG12* (AT5G45890) and *SAG18* (AT1G71190) (Balazadeh et al., 2008; Gao et al., 2016; Hsu et al., 2022), *NAC6* (AT5G39610) and *NAP* (AT1G69490) (Li et al., 2013; Kim et al., 2014), and autophagy genes including *APG8A*/*ATG8A* (AT4G21980), *ATG8B* (AT4G04620) and *ATG8H* (AT3G06420) (Li et al., 2012; Sakuraba et al., 2014) are upregulated in *35S::SLIM1*. 

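*NYC1* (AT4G13250, chromosome 4, 7684156 to 7687006), a chlorophyll b reductase, had 172 ± 41.5 CPM (SD, n = 3) in Col-0 and 373 ± 75.3 and 592 ± 147 CPM in *35S::SLIM1 #17* and *#25* at 44 DAS. Its log2FC were 1.114 (SE 0.26, adjusted p = 0.00635) in *35S::SLIM1 #17* and 1.78 (SE 0.26, adjusted p = 4.15e-04) in *#25*, and -0.41 (SE 0.26, adjusted p = 0.255) in *slim1-cr*. *PPH* (AT5G13800, chromosome 5, 4451733 to 4454813), which removes phytol from pheophytin, had log2FC of 0.59 (SE 0.20, adjusted p = 0.0376) in *35S::SLIM1 #17* and 0.77 (SE 0.20, adjusted p = 0.0101) in *#25*, and -0.68 (SE 0.20, adjusted p = 0.0536) in *slim1-cr*. The stay-green genes *SGR1* and *SGR2*, whose products act on chlorophyll in senescing leaves, rose by 1.27 (SE 0.32) and 1.89 (SE 0.33) and by 1.82 (SE 0.40) and 2.28 (SE 0.40), and *SGR2* fell in *slim1-cr* by 1.50 (SE 0.41) on the log2 scale. Pheophorbide a oxygenase, *PAO*, had log2FC of 0.44 (SE 0.19, adjusted p = 0.0906) and 0.70 (SE 0.19, adjusted p = 0.0129), and fell in *slim1-cr* by 0.71 (SE 0.19). Of 14 genes of chlorophyll breakdown, 7 rose and 1 fell in *#17* and 8 rose and 1 fell in *#25* (7 higher and 1 lower in *#17* and 8 higher and 1 lower in *#25* adjusted over the list alone; camera adjusted p = 0.0857 in *#17*; camera adjusted p = 0.0374, adjusted p = 0.737 with an estimated correlation in *#25*). Between the lines, the log2FC of *#25* against *#17* at 44 DAS was 0.26 for *PAO* (adjusted p = 0.804). Calls ended for *PPH* in *#17* at 44 DAS without Col-0 1 or 3 or *#17* 1, 2 or 3 (log2FC 0.41 to 0.66) and *SGR2* and *PAO* in *slim1-cr* at 44 DAS without Col-0 2 or 3 or *slim1-cr* 1 or 3 (*SGR2* -1.16 to -1.51, *PAO* -0.53 to -0.75). Not passed under another setting were *SGR2* in *slim1-cr* at 44 DAS (library size alone or no count filter) and *PAO* in *slim1-cr* at 44 DAS (no count filter). *PPH* passed in *slim1-cr* at 44 DAS without Col-0 1 or *slim1-cr* 2 (log2FC -0.79 to -0.87) and *PAO* passed in *#17* at 44 DAS without Col-0 2 (0.62). Leaving out 1 library changed the 7 higher chlorophyll breakdown genes of *#17* at 44 DAS (4 without *#17* 2).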

Genes involved in chlorophyll degradation such as *NYC1* (AT4G13250) and *PPH* (AT5G13800) (Li et al., 2012) were found to be induced in *35S::SLIM1* and either downregulated or unaltered in *slim1-cr* (**Figure 3B**).

**Figure 3:**
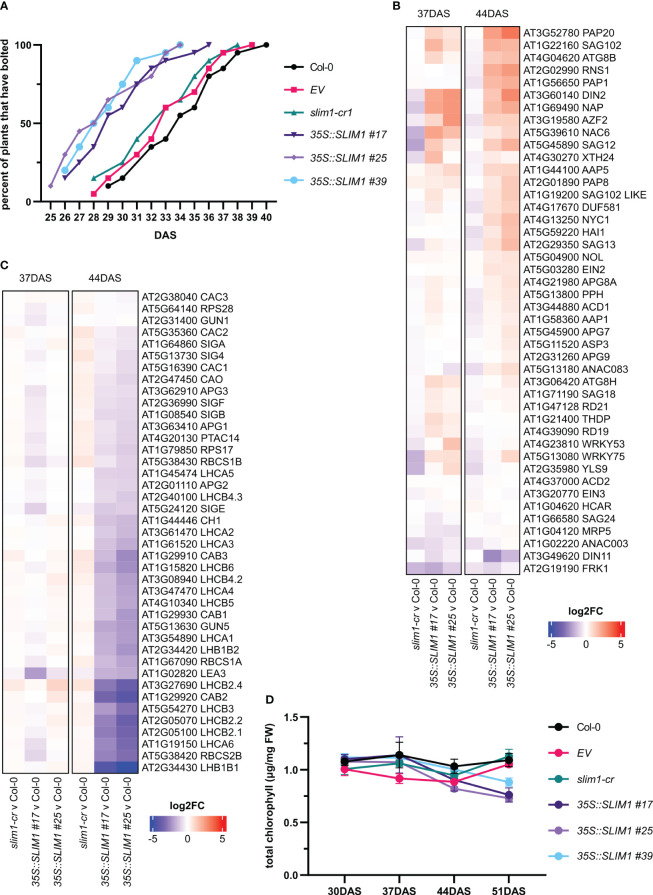
Development is accelerated in *35S::SLIM1* lines. **(A)** Cumulative percent of plants that have visibly bolted among 20 plants of each line as a function of DAS. Plants were considered to have bolted from the first day that the shoot apical meristem was visible. See **Supplementary Table S1** for *t*-test results. **(B)** Heatmap representation of gene expression differences determined by RNA-seq. Genes shown are SAGs collected from published literature (Balazadeh et al., 2008; Li et al., 2012; Kim et al., 2014; Sakuraba et al., 2014; Gao et al., 2016; Hsu et al., 2022). **(C)** Heatmap representation of gene expression differences determined by RNA-seq. Genes shown are PAGs collected from published literature (Sawchuk et al., 2008; Horie et al., 2009; Gao et al., 2012; Motohashi et al., 2012; Yu et al., 2017; Liang et al., 2019). **(B, C)** Heatmap color corresponds to log2 of the fold change (log2FC) relative to Col-0 at each time point determined from three biological replicates. Wald test results for genes shown can be found in **Supplementary Table S1**. **(D)** Total chlorophyll content normalized to sample FW. Points represent the mean of three biological replicates, and error bars show the SEM. See **Supplementary Table S1** for *t*-test results.

In contrast, most PAGs are at least twofold downregulated in both *35S::SLIM1* lines relative to Col-0 at 44 DAS (**Figure 3C**, **Table 1**, **Supplementary Table S1**). 

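Transcripts of the photosynthetic apparatus fell as a group in the overexpressors at 44 DAS. Of 49 genes of photosystems and light harvesting, 49 fell in *35S::SLIM1 #17* and 49 in *#25*, with median log2FC of -1.39 and -1.82 (adjusted p = 0.621 and 0.586 with an estimated correlation in camera). *LHCB2.1*, a trimeric antenna protein gene of photosystem II, had log2FC of -2.90 (SE 0.23) and -3.59 (SE 0.24) (n = 3 libraries per group). In the Calvin cycle, 18 and 19 of 21 fell, with medians of -0.72 and -1.1 (camera adjusted p = 3.90e-09, adjusted p = 0.621 with an estimated correlation in *#17*; camera adjusted p = 1.94e-10, adjusted p = 0.621 with an estimated correlation in *#25*). The Rubisco small subunit genes *RBCS1A* and *RBCS2B* had log2FC of -1.49 (SE 0.19) and -1.97 (SE 0.19) and of -2.81 (SE 0.26) and -3.28 (SE 0.27). Of 31 genes of the plastid ribosome, 30 and 31 fell, with medians of -1.06 and -1.28 (camera adjusted p = 1.27e-12, adjusted p = 0.653 with an estimated correlation in *#17*; camera adjusted p = 7.49e-14, adjusted p = 0.621 with an estimated correlation in *#25*). Adjusted over the list alone, 49, 19 and 30 of these 3 lists fell in *#17* and 49, 19 and 31 in *#25*.
In *slim1-cr* at 44 DAS 7 photosystem genes, 5 Calvin cycle genes and 24 plastid ribosome genes rose, with the plastid ribosome at a median of 0.70 (camera adjusted p = 1.27e-12, adjusted p = 0.653 with an estimated correlation). For comparison, the plastid ribosome in *EV* at 30 DAS had a median of -0.232 (camera adjusted p = 3.66e-12, adjusted p = 0.621 with an estimated correlation). At 37 DAS 7 photosystem genes fell in *#17* and 3 rose in *#25*. Among the 41 PAGs of Fig. 3C, collected by the study from published work, 37 fell in *#17* and 38 in *#25* at 44 DAS, and 10 rose in *slim1-cr*. Beyond a 2-fold decrease were 23 of them in *#17*, 28 in *#25* and 23 in both. Counts that moved with 1 library were the 7 higher photosystem genes of *slim1-cr* at 44 DAS (0 to 12 without Col-0 2 or 3 or *slim1-cr* 1, 2 or 3), the 5 higher Calvin cycle genes of *slim1-cr* at 44 DAS (0 to 8 without Col-0 2 or 3 or *slim1-cr* 1, 2 or 3), the 24 higher plastid ribosome genes of *slim1-cr* at 44 DAS (0 without Col-0 2 or 3 or *slim1-cr* 1 or 3), the 10 higher Fig. 3C genes of *slim1-cr* at 44 DAS (0 to 20 without Col-0 1, 2 or 3 or *slim1-cr* 1, 2 or 3) and the 7 lower photosystem genes of *#17* at 37 DAS (1 to 31 without Col-0 1, 2 or 3 or *#17* 1, 2 or 3). With the flower organ marker level as a covariate the 7 higher photosystem genes of *slim1-cr* at 44 DAS were 3. The 7 lower photosystem genes of *#17* at 37 DAS were 2 without the libraries highest in flower organ markers.

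**Figure D3:**
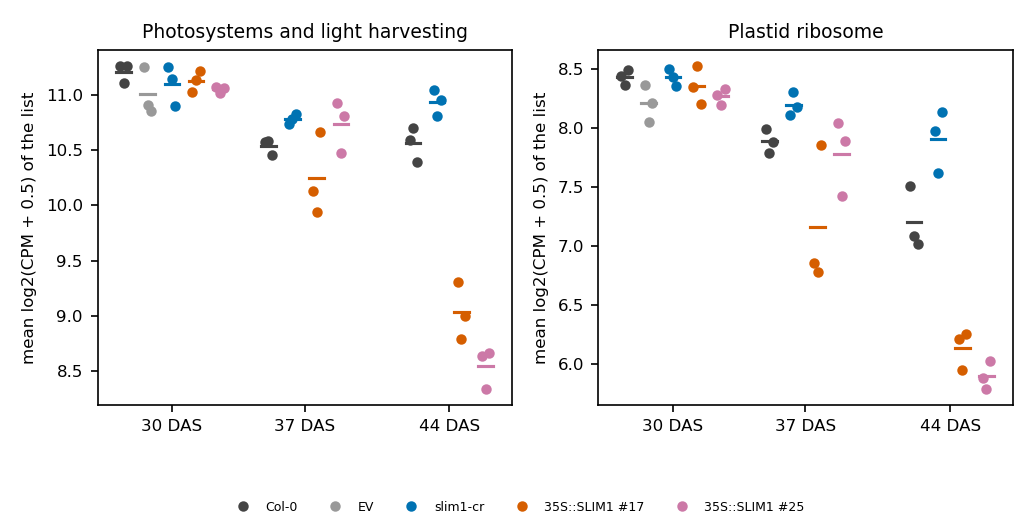
Mean log2(CPM + 0.5) over the genes of each list per library, by genotype and day, for photosystems with light harvesting and for the plastid ribosome; each point is 1 library and each short line is the mean of 3.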

*LHC* family (Sawchuk et al., 2008; Horie et al., 2009) and *CAC* genes that code for chloroplast localized proteins (Yu et al., 2017) are downregulated in *35S::SLIM1*. 

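The light-harvesting genes *LHCA2* (AT3G61470, chromosome 3, 22745514 to 22747444), *LHCA3* and *LHCA4* of photosystem I were among the most abundant transcripts of Col-0 rosettes, at 4039, 4616 and 7289 CPM at 44 DAS (n = 3 libraries). They fell in both lines, with log2FC of -1.19 (SE 0.19, adjusted p = 8.13e-04) in *35S::SLIM1 #17* and -1.56 (SE 0.19, adjusted p = 1.37e-04) in *#25* for *LHCA2*, -1.36 (SE 0.18) and -1.78 (SE 0.18) for *LHCA3* and -1.47 (SE 0.19) and -1.98 (SE 0.19) for *LHCA4*. *LHCB1.4* (AT2G34430, chromosome 2, 14524607 to 14525918), an antenna gene of photosystem II, went from 2598 ± 728 CPM in Col-0 to 106 ± 65.8 and 42.1 ± 14.8 CPM (mean ± SD), with log2FC of -4.61 (SE 0.49, adjusted p = 8.97e-05) in *35S::SLIM1 #17* and -5.95 (SE 0.52, adjusted p = 2.29e-05) in *#25*. The *CAC* genes encode subunits of the plastid acetyl-CoA carboxylase. *CAC1* (AT5G16390, chromosome 5, 5360789 to 5363297) fell, with log2FC of -0.52 (SE 0.14, adjusted p = 0.0128) in *35S::SLIM1 #17* and -0.83 (SE 0.14, adjusted p = 8.76e-04) in *#25*. *CAC2* had log2FC of -0.40 (SE 0.16, adjusted p = 0.0620) in *35S::SLIM1 #17* and -0.65 (SE 0.16, adjusted p = 0.00676) in *#25*, and rose in *slim1-cr* by 0.79 (SE 0.16). *CAC3* had log2FC of -0.16 (SE 0.11, adjusted p = 0.285) in *35S::SLIM1 #17* and -0.28 (SE 0.11, adjusted p = 0.0576) in *#25*. At 44 DAS *#25* compared with *#17* had a log2FC of -0.25 for *CAC2* (adjusted p = 0.753). Also uncertain are the calls of *CAC1* in *#17* at 44 DAS without Col-0 1 (log2FC -0.38) and *CAC2* in *slim1-cr* at 44 DAS without Col-0 2 or 3 or *slim1-cr* 1 or 3 (0.63 to 0.82). The processing decided the call of *CAC1* in *#17* at 44 DAS (library size alone). *CAC2* passed in *#17* at 44 DAS without Col-0 2 (log2FC -0.53) and *CAC3* passed in *#25* at 44 DAS without Col-0 3 (-0.36).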

*LEA3* (AT1G02820), which enhances photosynthetic efficiency by reducing ROS (Liang et al., 2019) and *APG* genes, whose mutants result in albino plants (Motohashi et al., 2012) and are downregulated in *35S::SLIM1* (**Figure 3C**). 

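*LEA3* (AT1G02820, chromosome 1, 623656 to 624567), a late embryogenesis abundant protein gene, had 3.26 ± 0.603 CPM (SD, n = 3 libraries) in Col-0 and 0.913 ± 0.280 and 0.855 ± 0.0716 CPM in *35S::SLIM1 #17* and *#25* at 44 DAS. The log2FC were -1.83 (SE 0.29, adjusted p = 7.96e-04) in *35S::SLIM1 #17* and -1.93 (SE 0.29, adjusted p = 4.96e-04) in *#25*, and -0.69 (SE 0.28, adjusted p = 0.107) in *slim1-cr*. At 37 DAS *LEA3* had log2FC of -2.30 (SE 0.29) and -0.85 (SE 0.28). *APG1* (AT3G63410, chromosome 3, 23415589 to 23417119), a methyltransferase gene of plastoquinone synthesis, had log2FC of -0.67 (SE 0.15, adjusted p = 0.00455) in *35S::SLIM1 #17* and -0.96 (SE 0.15, adjusted p = 4.75e-04) in *#25* at 44 DAS and rose in *slim1-cr* by 0.59 (SE 0.15). *APG2*, a component of thylakoid protein transport, had log2FC of -0.92 (SE 0.11) and -0.96 (SE 0.11), and *APG3*, a plastid translation release factor, of -0.76 (SE 0.18) and -0.84 (SE 0.18). Calls were lost for *LEA3* in *#25* at 37 DAS without Col-0 1, 2 or 3 or *#25* 1, 2 or 3 (log2FC -0.68 to -0.95) and *APG1* in *slim1-cr* at 44 DAS without Col-0 2 or 3 or *slim1-cr* 1 or 3 (0.48 to 0.62). Other processing ended the call of *LEA3* in *#25* at 37 DAS (no count filter).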

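*PTAC14* (AT4G20130, chromosome 4, 10878817 to 10882052), a component of the plastid transcription machinery, had 28.0 ± 7.47 CPM (SD, n = 3 libraries) in Col-0 and 16.3 ± 1.14 and 13.8 ± 1.125 CPM in *35S::SLIM1 #17* and *#25* at 44 DAS. The log2FC were -0.78 (SE 0.20, adjusted p = 0.0111) in *35S::SLIM1 #17* and -1.03 (SE 0.20, adjusted p = 0.00226) in *#25*, and 0.62 (SE 0.20, adjusted p = 0.0634) in *slim1-cr*. *SIGF*, a sigma factor of the plastid polymerase, had log2FC of -0.80 (SE 0.16) and -0.87 (SE 0.16) and rose in *slim1-cr* by 0.56 (SE 0.16). In chlorophyll synthesis, 19 of 23 genes fell in *#17* and 21 in *#25* (21 and 21 adjusted over the list alone), with medians of -0.97 and -1.36 (camera adjusted p = 2.64e-09, adjusted p = 0.621 with an estimated correlation in *#17*; camera adjusted p = 3.68e-10, adjusted p = 0.621 with an estimated correlation in *#25*). *GUN4*, which stimulates magnesium chelatase, had log2FC of -4.01 (SE 0.39) and -4.19 (SE 0.40). *HEMA1*, glutamyl-tRNA reductase, had -0.97 (SE 0.16) and -1.26 (SE 0.16), and protochlorophyllide oxidoreductase B, *PORB*, -0.94 (SE 0.29) and -1.72 (SE 0.29). In *slim1-cr* 13 of the 23 rose, *PORB* by 1.21 (SE 0.29). At 37 DAS 10 fell in *#17*, and 2 rose in *#25*, *HEMA1* by 0.98 (SE 0.24) and *PORB* by 0.62 (SE 0.18). The test no longer passed for *SIGF* and *PORB* in *slim1-cr* at 44 DAS without Col-0 2 or 3 or *slim1-cr* 1 or 3 (log2FC *SIGF* 0.43 to 0.52, *PORB* 0.82 to 1.3), *PORB* in *#17* at 44 DAS without Col-0 1 or 3 or *#17* 1, 2 or 3 (-0.86 to -0.96) and *PORB* in *#25* at 37 DAS without Col-0 2 or 3 or *#25* 1 or 3 (0.53 to 0.60). Lost under other processing were *SIGF* in *slim1-cr* at 44 DAS (library size alone or no count filter), *PORB* in *#17* at 44 DAS (library size alone) and *PORB* in *#25* at 37 DAS (library size alone). *PTAC14* passed in *slim1-cr* at 44 DAS without Col-0 1 or *slim1-cr* 2 (log2FC 0.78 to 0.86). Without 1 library the counts changed for the 13 higher chlorophyll synthesis genes of *slim1-cr* at 44 DAS (0 to 21 without Col-0 2 or 3 or *slim1-cr* 1, 2 or 3) and the 10 lower chlorophyll synthesis genes of *#17* at 37 DAS (0 to 20 without Col-0 1, 2 or 3 or *#17* 1, 2 or 3). The 10 lower chlorophyll synthesis genes of *#17* at 37 DAS were 1 without the libraries highest in flower organ markers.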

Another important PAG gene is *PTAC14* (AT4G20130), which regulates chloroplast development (Gao et al., 2012), and is also downregulated in *35S::SLIM1.* Since PAGs are involved in photosynthesis and in chlorophyll biosynthesis, we measured the chlorophyll content in the plants. Total chlorophyll content (**Figure 3D**) decreases steadily between 37 and 51 DAS in *35S::SLIM1* lines, while in Col-0, *EV*, and *slim1-cr*, total chlorophyll content remains similar to earlier time points (**Figure 3D**).

**Table 1:** Differential expression summary table for SAG and PAG gene sets.

Gene set^†^	Set size^‡^	Contrast	Time point	DE^§^	DE and up^¶^	DE and down^††^
SAG	1,385	*slim1-cr* v Col-0	37 DAS	268	52	216
SAG	1,385	*35S::SLIM1 #17* v Col-0	37 DAS	625	425	200
SAG	1,385	*35S::SLIM1 #25* v Col-0	37 DAS	454	298	156
SAG	1,396	*slim1-cr* v Col-0	44 DAS	352	125	227
SAG	1,396	*35S::SLIM1 #17* v Col-0	44 DAS	619	329	290
SAG	1,396	*35S::SLIM1 #25* v Col-0	44 DAS	671	386	285
PAG	1,279	*slim1-cr* v Col-0	37 DAS	157	102	55
PAG	1,279	*35S::SLIM1 #17* v Col-0	37 DAS	646	68	578
PAG	1,279	*35S::SLIM1 #25* v Col-0	37 DAS	171	82	89
PAG	1,280	*slim1-cr* v Col-0	44 DAS	567	500	67
PAG	1,280	*35S::SLIM1 #17* v Col-0	44 DAS	815	0	815
PAG	1,280	*35S::SLIM1 #25* v Col-0	44 DAS	896	0	896

† Senescence-associated genes (SAG) are annotated to one or more of the following GO terms: GO:0006914, GO:0006561, GO:0016070, GO:0009850, GO:0016042, GO:0016209, GO:0010150, GO:0009737, GO:0009813, GO:0010498, GO:0006511, GO:0015996, GO:0006401, GO:0090304, and GO:0031542. Photosynthesis-associated genes (PAG) are annotated to one or more of the following GO terms: GO:0015995, GO:0009534, GO:0009507, GO:0009523, GO:0009522, and GO:0015979.

‡ Number of genes in set that were tested for differential expression by Wald’s test.

§ Number of differentially expressed (DE) genes: adjusted *p*-value < 0.05.

¶ Number of genes that were both differentially expressed and upregulated: adjusted *p*-value < 0.05 and log2FoldChange > 0.

†† Number of genes that were both differentially expressed and downregulated: adjusted *p*-value < 0.05 and log2FoldChange < 0.

Since nitrogen remobilization is tightly linked to senescence in Arabidopsis (Heyneke et al., 2017, 2019; Masclaux-Daubresse et al., 2010), rosette nitrate (NO_3_^−^) levels were determined. NO_3_^−^ contents are lower in the *35S::SLIM1* lines from as early as 30 DAS, and the plants undergo further NO_3_^−^ reduction as they age (**Figure 4A**). In contrast, over the same time course, very little change in NO_3_^−^ was observed in Col-0, *EV*, and *slim1-cr*. Nitrate transmembrane transport genes were checked for differential expression. 

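*NRT2.5* (AT1G12940, chromosome 1, 4416315 to 4418590), a high-affinity nitrate transporter, had 0.677 ± 0.337 CPM (SD, n = 3 libraries) in Col-0 at 44 DAS, 18.7 ± 4.73 CPM in *35S::SLIM1 #17* and 21.6 ± 3.10 CPM in *#25*. It was 27.1 and 31.2 fold higher in the 2 lines, with log2FC of 4.76 (SE 0.40, adjusted p = 2.60e-05) in *35S::SLIM1 #17* and 4.97 (SE 0.40, adjusted p = 1.58e-05) in *#25*, and -1.34 (SE 0.49, adjusted p = 0.0845) in *slim1-cr*. At 37 DAS the log2FC were 1.95 (SE 0.37, adjusted p = 0.00288) and 0.45 (SE 0.37, adjusted p = 0.432). Between 37 and 44 DAS the difference from Col-0 grew by 2.80 in *#17* (adjusted p = 0.00182) and 4.46 in *#25* (adjusted p = 6.48e-06) on the log2 scale. Of 27 tested genes of nitrate transport and assimilation, 6 rose and 10 fell in *#17* and 7 rose and 10 fell in *#25* (6 higher and 11 lower in *#17* and 7 higher and 10 lower in *#25* adjusted over the list alone; camera adjusted p = 0.172 in *#17*; camera adjusted p = 0.439 in *#25*). *LBD39*, a repressor of nitrate-responsive genes, fell by 3.66 (SE 0.33) and 3.35 (SE 0.33) on the log2 scale. At 30 DAS 8 of the list fell in *#17* and 1 rose and 3 fell in *#25*. Of the 25 genes of Fig. 4B, taken by the study from a GO term of nitrate transport, 11 rose and 4 fell in *#17* and 12 rose and 7 fell in *#25* at 44 DAS. Tested directly, *#25* against *#17* gave a log2FC of -1.50 for *NRT2.5* (adjusted p = 0.0341) at 37 DAS. A call that depended on 1 library was *NRT2.5* in *#25* against *#17* at 37 DAS without *#17* 1 or 2 or *#25* 1 or 3 (log2FC -1.27 to -1.49). 1 library moved the 7 lower Fig. 4B genes of *#25* at 44 DAS (4 without *#25* 3) and the 8 lower nitrate genes of *#17* at 30 DAS (3 to 5 without Col-0 1 or 2 or *#17* 1 or 2).

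**Figure D4:**
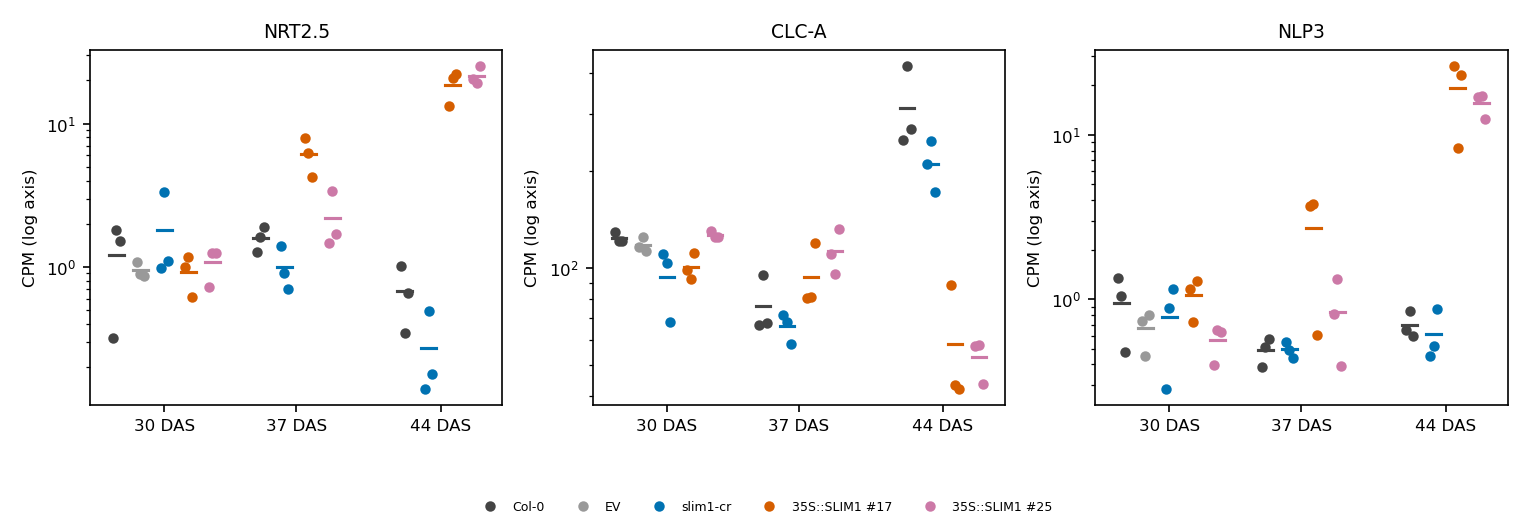
CPM (log axis) of NRT2.5, CLC-A and NLP3 per library, by genotype and day; each point is 1 library and each short line is the mean of 3.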

The nitrate transporter *NRT2;5* (AT1G12940) known to be induced under low NO_3_^−^ and under N-starvation conditions (Liu et al., 2020), is highly overexpressed in *35S::SLIM1* (**Figure 4B**) at 44 DAS. At this time point, NO_3_^−^ content in *35S::SLIM1* is only 5% of the levels at 30 DAS. Additionally, *NRT1;5* (AT1G32450), an important long-distance root-to-shoot transporter (Chen et al., 2021), and *NRT1;7* (AT1G69870), a source-to-sink transporter (Fan et al., 2009), are induced in *35S::SLIM1* at 44 DAS relative to Col-0 (**Figure 4B**). 

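*NRT1.5* (AT1G32450, chromosome 1, 11715147 to 11719988) had 12.0 ± 4.92 CPM (SD, n = 3 libraries) in Col-0 and 32.7 ± 8.11 and 46.7 ± 14.2 CPM in *35S::SLIM1 #17* and *#25*. Its log2FC were 1.45 (SE 0.32, adjusted p = 0.00510) in *35S::SLIM1 #17* and 1.96 (SE 0.32, adjusted p = 8.29e-04) in *#25*, and 0.24 (SE 0.32, adjusted p = 0.589) in *slim1-cr*. *NRT1.7* (AT1G69870, chromosome 1, 26315787 to 26320233), which loads nitrate into the phloem, rose by 0.84 (SE 0.26, adjusted p = 0.0259) in *35S::SLIM1 #17* and 1.25 (SE 0.26, adjusted p = 0.00334) in *#25* on the log2 scale and fell in *slim1-cr* by 0.98 (SE 0.26, adjusted p = 0.0450). *NAXT1*, a nitrate efflux transporter gene, rose by 0.86 (SE 0.17) and 0.83 (SE 0.17) and fell in *slim1-cr* by 0.64 (SE 0.17). Not called with 1 library fewer were *NRT1.7* in *#17* at 44 DAS without Col-0 1 or *#17* 1 or 3 (log2FC 0.63 to 0.87) and *NRT1.7* and *NAXT1* in *slim1-cr* at 44 DAS without 1 or more of Col-0 1, 2 and 3 and *slim1-cr* 1 and 3 (-0.54 to -0.92). Another setting did not call *NAXT1* in *slim1-cr* at 44 DAS (library size alone or no count filter).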

The chloride channel *CLC-A* (AT5G40890) has a main role in the control of the NO_3_^−^ status in Arabidopsis and is repressed under NO_3_^−^-deficient conditions (Geelen et al., 2000). 

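*CLC-A* (AT5G40890, chromosome 5, 16381314 to 16385424), a vacuolar nitrate/proton exchanger, had 313 ± 94.0 CPM (SD, n = 3 libraries) in Col-0, 58.0 ± 26.2 CPM in *35S::SLIM1 #17* and 53.0 ± 7.97 CPM in *#25* at 44 DAS. The log2FC were -2.43 (SE 0.31, adjusted p = 2.45e-04) in *35S::SLIM1 #17* and -2.56 (SE 0.31, adjusted p = 1.41e-04) in *#25*, and -0.58 (SE 0.30, adjusted p = 0.181) in *slim1-cr*. At 37 DAS they were 0.30 (SE 0.19) and 0.56 (SE 0.19), neither past the test, in Col-0 rosettes with 76.4 CPM. *BT2*, a BTB scaffold protein gene of nitrate and sugar responses, fell at 44 DAS, with log2FC of -5.87 (SE 0.58) and -5.41 (SE 0.57). The nitrate reductase genes *NIA1* and *NIA2* had log2FC of -0.82 (SE 0.37) and -0.12 (SE 0.37) and of -1.16 (SE 0.42) and -0.78 (SE 0.42), and of these *NIA2* in *#17* passed the test. At 30 DAS *NIA2* fell in *#17* by 1.64 (SE 0.24), in *#25* by 1.13 (SE 0.24) and in *slim1-cr* by 0.89 (SE 0.24) on the log2 scale. Between the lines, the log2FC of *#25* against *#17* at 44 DAS was 0.38 for *NIA2* (adjusted p = 0.881). With 1 library left out, the test did not pass for *NIA2* in *#17* at 44 DAS without Col-0 1 or 2 or *#17* 2 or 3 (log2FC -0.78 to -1.28), *NIA2* in *#25* at 30 DAS without Col-0 1 or 2 or *#25* 1 or 2 (-0.996 to -1.15) and *NIA2* in *slim1-cr* at 30 DAS without Col-0 1, 2 or 3 or *slim1-cr* 2 (-0.86 to -0.91). Not passed under another setting were *NIA2* in *#17* at 44 DAS (library size alone or no count filter) and *NIA2* in *slim1-cr* at 30 DAS (no count filter).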

*CLC-A* expression is strongly downregulated in *35S::SLIM1* at 44 DAS, a time point at which the NO_3_^−^ content is particularly low in these lines (**Figures 4A, B**). Moreover, six NO_3_^−^-responding TFs, NIN-like RWP-RK domain-containing proteins (*NLP*) (Luo et al., 2021), are upregulated in the *35S::SLIM1* lines compared to Col-0 and *slim1-cr* at 44 DAS (**Figure 4B**).

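The NIN-like proteins are transcription factors that respond to nitrate, and all 9 *NLP* genes were measured. At 44 DAS 6 rose and 1 fell in *35S::SLIM1 #17*, and 6 rose and 1 fell in *#25* (6 higher and 2 lower in *#17* and 7 higher and 1 lower in *#25* adjusted over the list alone; camera adjusted p = 0.00776, adjusted p = 0.526 with an estimated correlation in *#17*; camera adjusted p = 0.00784, adjusted p = 0.526 with an estimated correlation in *#25*). *NLP3* (AT4G38340, chromosome 4, 17954710 to 17958063) went from 0.695 ± 0.129 CPM (SD, n = 3 libraries) in Col-0 to 19.3 ± 9.60 and 15.6 ± 2.68 CPM, with log2FC of 4.80 (SE 0.44, adjusted p = 4.13e-05) in *35S::SLIM1 #17* and 4.49 (SE 0.44, adjusted p = 3.89e-05) in *#25*. *NLP8* rose by 2.43 (SE 0.22) and 2.16 (SE 0.22), *NLP2* by 1.59 (SE 0.22) and 1.796 (SE 0.22) and *NLP9* by 1.62 (SE 0.25) and 1.42 (SE 0.25) on the log2 scale. *NLP4* and *NLP5* rose by 1.116 (SE 0.18) and 1.08 (SE 0.18) and by 1.16 (SE 0.14) and 1.3 (SE 0.14). *NLP6* had log2FC of -0.62 (SE 0.13) and -0.51 (SE 0.13), and *NLP1* and *NLP7* did not pass, at 0.23 (SE 0.13) and 0.32 (SE 0.13) and at -0.29 (SE 0.12) and -0.20 (SE 0.12). In *slim1-cr* the 9 log2FC lay between -0.35 and 0.49, and 0 of 9 passed in edgeR (2 higher and 2 lower at an unadjusted p under 0.05, 0 and 0 in DESeq2). Against *slim1-cr* the lines were not compared directly. The processing decided the call of *NLP6* in *#25* at 44 DAS (library size alone). *NLP1* passed in *#25* at 44 DAS without Col-0 1 (log2FC 0.44) and *NLP7* passed in *#17* at 44 DAS without *#17* 1 (-0.41).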

**Figure 4:**
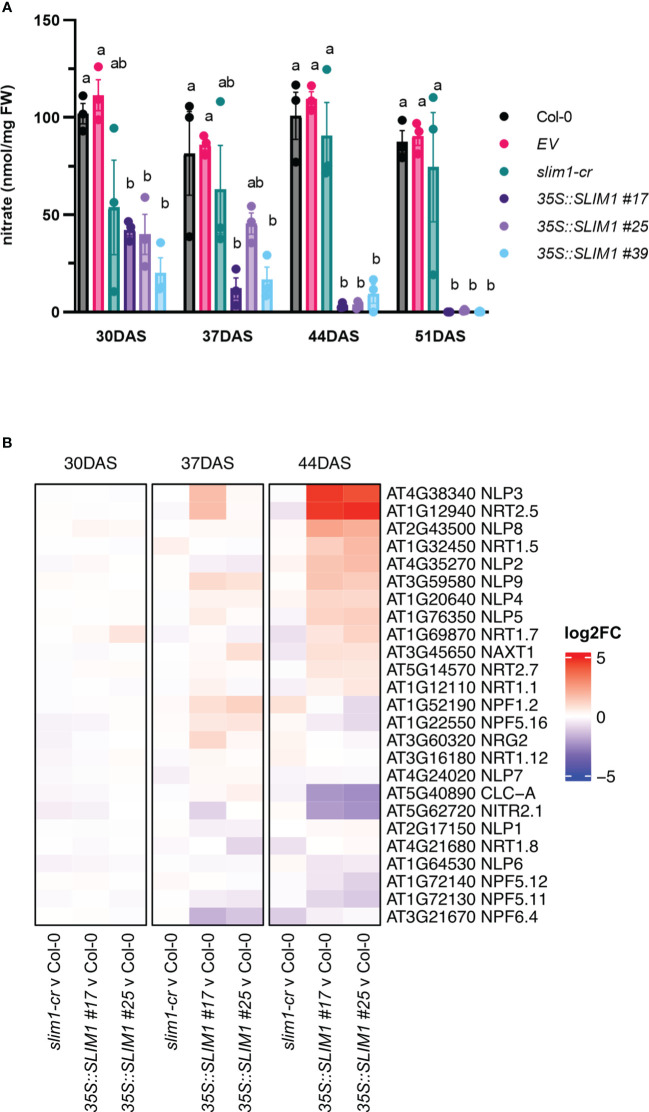
Rosette nitrate content is reduced in *35S::SLIM1* lines. **(A)** Rosette nitrate content normalized to sample FW. Bar height corresponds to mean of three biological replicates, and error bars represent the standard error of the mean (SEM). Statistical significance was assessed using *t*-tests within each time point; *p*-values were adjusted by the Benjamini–Yekutieli method. Compact letter display (CLD) identifies lines that are statistically different (adjusted *p* ≤ 0.05) from each other at each time point. **(B)** Heatmap representation of gene expression differences determined by RNA-seq. Genes shown include genes annotated to GO term nitrate transmembrane transport (GO: 0015706). Heatmap color corresponds to log2 of the fold change (log2FC) relative to Col-0 at each time point determined from three biological replicates. Wald test results for genes shown can be found in **Supplementary Table S1**.

### 3.4 Effects of *SLIM1* expression on transcriptome in adult developmental stages

Given the multiple developmental phenotypes we observed in the *35S::SLIM1* lines, we wanted to assess the impact of *SLIM1* expression on the transcriptome more generally (**Supplementary Data Sheet S3**). 

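*NDB3*, an alternative NAD(P)H dehydrogenase of mitochondria, and *AHP4*, a histidine phosphotransfer protein gene, were among the genes that rose most at 44 DAS, with log2FC of 5.38 (SE 0.60, adjusted p = 1.12e-04) in *35S::SLIM1 #17* and 5.59 (SE 0.60, adjusted p = 6.50e-05) in *#25* and of 5.156 (SE 0.48) and 5.31 (SE 0.48) (n = 3 libraries per group). The polygalacturonase gene *ADPG1*, which acts in organ abscission, rose by 5.1 (SE 0.78) and 6.01 (SE 0.78) on the log2 scale. Among the lowest were the terpene synthase gene *TPS10* at -4.67 (SE 1.36) and -5.70 (SE 1.48) and *ILL5*, named after auxin conjugate hydrolases, at -4.43 (SE 1.201) and -2.80 (SE 1.1). In all, 8285 of 20499 genes passed in *35S::SLIM1 #17* (4066 higher, 4219 lower) and 9440 in *#25* (4682 higher, 4758 lower). With library size alone the share of higher genes went from 49.1% to 67.7% in *#17* and from 49.6% to 67.7% in *#25*. In *slim1-cr* 2087 passed, 1274 higher and 813 lower. Among its largest decreases were *PYD4*, a beta-alanine aminotransferase gene, at -5.40 (SE 0.66, adjusted p = 0.00719), and the methionine sulfoxide reductase gene *MSRB4* at -3.95 (SE 0.39, adjusted p = 0.00119). Directly compared, *#25* and *#17* differed at 2 genes at 44 DAS. Without 1 library the count of *slim1-cr* was 17 to 35 without Col-0 2 or 3 or *slim1-cr* 1 or 3 and 3392 to 6257 without Col-0 1 or *slim1-cr* 2. Less certain are the calls of *TPS10* and *ILL5* in *#17* at 44 DAS without 1 or more of Col-0 3 and *#17* 1, 2 and 3 (log2FC *TPS10* -0.70 to -4.84, *ILL5* -1.45), *TPS10* in *#25* at 44 DAS without Col-0 3 (-1.73) and *PYD4* in *slim1-cr* at 44 DAS without *slim1-cr* 1 (-5.23). Other processing ended the calls of *TPS10* and *ILL5* in *#17* at 44 DAS (DESeq2) and *TPS10* in *#25* at 44 DAS (DESeq2). *ILL5* passed in *#25* at 44 DAS without Col-0 1 or 2 (log2FC -3.32 to -3.33).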

Using an adjusted *p*-value cutoff < 0.05, 9,228 and 10,198 genes were found to be differentially expressed (DE) at 44 DAS in *35S::SLIM1 #17* and *#25*, respectively, compared to Col-0, while 5,002 genes are DE in *slim1-cr* compared to Col-0 at 44 DAS (**Supplementary Figure S3**). 

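At 37 DAS *AHP4* and *HFR1*, a bHLH factor of shade responses, rose in *35S::SLIM1 #17* by 5.55 (SE 1.06) and 5.48 (SE 0.37) on the log2 scale, and in *#25* had log2FC of 2.66 (SE 1.01, adjusted p = 0.0869) and 4.24 (SE 0.36, adjusted p = 3.10e-05) (n = 3 libraries per group). *TZP*, a zinc knuckle protein gene of light signalling, had log2FC of -3.05 (SE 0.16, adjusted p = 5.01e-06) and -1.51 (SE 0.15, adjusted p = 7.67e-05), and *SNZ*, an AP2 repressor of flowering, of -2.93 (SE 0.31) and -1.35 (SE 0.29). The test called 7469 of 20296 genes in *#17* (4019 higher, 3450 lower), 4518 in *#25* (2541 higher, 1977 lower) and 1124 in *slim1-cr* (284 higher, 840 lower). The balance of directions depends on the scaling. With library size alone the share of higher genes went from 53.8% to 43.1% in *#17* and from 56.2% to 35.6% in *#25*. *#25* and *#17* differed at 1674 genes at this age. The difference from Col-0 changed between 37 and 44 DAS for 7001 genes in *#17*, 9498 in *#25* and 3 in *slim1-cr*, and between 30 and 44 DAS for 5632, 6352 and 1433. At 37 DAS the count for *slim1-cr* was 27 to 567 without Col-0 2 or 3 or *slim1-cr* 1 or 3 and 1762 without Col-0 1, that for *#17* 4937 without *#17* 1, that for *#25* 2980 without Col-0 3, and that between the lines 426 to 868 without *#17* 1 or 2 or *#25* 1, 2 or 3 and 5364 without *#17* 3. Leaving out any library of *slim1-cr* or Col-0 gave 101 to 4014 genes for *slim1-cr* between 30 and 44 DAS and 1 to 23 between 37 and 44 DAS. At 37 DAS *#25* compared with *#17* had a log2FC of -2.89 for *AHP4* (adjusted p = 0.0687). *AHP4* passed in *#25* at 37 DAS without Col-0 3 (log2FC 5.24) and *AHP4* passed in *#25* against *#17* at 37 DAS without *#17* 3 (-3.33).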

At both 37 DAS and 44 DAS, the number of differentially expressed genes (DEG) is approximately two- to threefold higher in *35S::SLIM1* lines than in *slim1-cr*. Additionally, the number of DEGs in the *EV* line are far fewer than in the *SLIM1* mutants (91 in *EV* and an average of 2,292 in the *35S::SLIM1* lines at the same time point), which implies that the transcriptional effect of the vector itself on *35S::SLIM1* plants is not significant.

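*FLC*, a repressor of flowering, was lower in both overexpressors at 30 DAS, with log2FC of -3.84 (SE 0.94, adjusted p = 0.0299) in *35S::SLIM1 #17* and -4.16 (SE 0.96, adjusted p = 0.0247) in *#25*, and 0.097 (SE 0.73, adjusted p = 0.979) in *EV* (n = 3 libraries per group). *QQS*, an orphan gene linked to starch content, had log2FC of -1.22 (SE 0.40), -2.50 (SE 0.42) and 0.32 (SE 0.39) in the same order, and the fall in *#25* passed. In all, 1410 of 20274 genes passed in *35S::SLIM1 #17* (768 higher, 642 lower), 1293 in *#25* (719 higher, 574 lower) and 963 in *slim1-cr* (534 higher, 429 lower). In *EV* edgeR called 0, with 1721 genes at an unadjusted p under 0.05, and DESeq2 called 82, or 89 with its default filtering. Between *#25* and *#17*, 343 genes differed at 30 DAS.
Transcripts of 11 flower organ genes, such as *AP1* and *SEP3*, were present although stalks and reproductive tissue had been removed. None of the 11 passed in edgeR in *EV*, *slim1-cr*, *#17* or *#25* at 30 DAS, where at an unadjusted p under 0.05 there were 0, 0, 3 and 2 lower and 0 higher, and in DESeq2 0, 0, 1 and 1 lower. Their level also varied between libraries of the same group. The mean log2 CPM of the list was 2.14, 1.01 and 0.59 in the 3 libraries of Col-0, 0.58, 2.50 and 2.48 in *EV*, 0.61, 0.998 and 1.86 in *slim1-cr*, -0.13, 0.012 and 1.08 in *#17* and 0.34, 0.45 and 0.40 in *#25*. Its median log2FC was 0.91 in *EV* (camera adjusted p = 0.0441, adjusted p = 0.822 with an estimated correlation), -0.20 in *slim1-cr* (camera adjusted p = 0.847), -1.47 in *#17* (camera adjusted p = 0.00410, adjusted p = 0.737 with an estimated correlation) and -1.38 in *#25* (camera adjusted p = 0.0132, adjusted p = 0.754 with an estimated correlation). The counts at 30 DAS changed when 1 library was left out, in *slim1-cr* to 48 to 633 without Col-0 1 or 2 or *slim1-cr* 1 or 2 and 2455 without *slim1-cr* 3, in *#17* to 357 to 650 without Col-0 1 or 2 or *#17* 1 or 2 and in *#25* to 229 to 428 without Col-0 1 or 2 or *#25* 1 or 2. Between the lines it was 4 to 12 without *#17* 1 or 2 or *#25* 1 or 2 and 1053 without *#17* 3. Tested directly, *#25* against *#17* gave a log2FC of -1.28 for *QQS* (adjusted p = 0.142) at 30 DAS. Calls ended for *FLC* in *#17* at 30 DAS without Col-0 1, 2 or 3 or *#17* 1, 2 or 3 (log2FC -3.51 to -4.55) and *FLC* and *QQS* in *#25* at 30 DAS without 1 or more of Col-0 1, 2 and 3 and *#25* 1, 2 and 3 (-2.43 to -4.68). *QQS* passed in *#17* at 30 DAS without *#17* 2 (log2FC -1.85).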

Among the DEGs at each time point, we wanted to identify those genes with the strongest transcriptome evidence of being regulated by SLIM1, either directly or indirectly. For this purpose, we defined a set of so-called class 1 SLIM1-regulated genes. Class 1 genes at each time point are characterized as being DE in *35S::SLIM1 #17*, *35S::SLIM1 #25*, and *slim1-cr* and as having consistent behavior in both *35S::SLIM1* and opposite behavior in *slim1-cr*. Class 1 SLIM1 positively regulated genes (*35S::SLIM1* UP & *slim1-cr* DOWN) are DE and upregulated (log2FC > 0) in both *35S::SLIM1* lines, and in *slim1-cr*, they are DE and downregulated (log2FC < 0). Similarly, Class 1 SLIM1 negatively regulated genes (*35S::SLIM1* DOWN & *slim1-cr* UP) are DE and downregulated in both *35S::SLIM1* lines, and in the *slim1-cr* line, they are DE and upregulated (**Supplementary Table S2**).

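In edgeR with all libraries, *SLIM1* was the only gene that was higher in both overexpressors and lower in *slim1-cr* at 30 DAS, and no gene showed the opposite pattern. DESeq2 gave the opposite pattern for *TEM2*, and leaving out 1 library in edgeR gave it for 0 to 4 genes. Genes higher in both lines at 30 DAS included *COR15A*, a chloroplast cold protein gene, which had log2FC of 3.12 (SE 0.43), 2.91 (SE 0.42) and 1.67 (SE 0.41) in *35S::SLIM1 #17*, *#25* and *slim1-cr*, 3 increases that all passed (n = 3 libraries per group). *FLC*, lower in both lines at this age, had -3.29 (SE 0.88) in *slim1-cr*. By the edgeR calls, 766 genes had opposite directions in overexpressors and *slim1-cr* at 1 time point or more. At 30 DAS 257 genes were higher and 232 lower in both overexpressors. Of these, 56 were also higher and 58 also lower in *slim1-cr*. If the calls of the lines and of *slim1-cr* were independent, 6.77 and 4.91 would share a direction and 5.44 and 6.11 would be opposite. The independent counts do not allow for the 3 Col-0 libraries that all 3 comparisons share. Also uncertain is the call of *COR15A* in *slim1-cr* at 30 DAS without Col-0 1, 2 or 3 or *slim1-cr* 2 or 3 (log2FC 1.297 to 1.895). Lost under other processing was *COR15A* in *slim1-cr* at 30 DAS (no count filter). *FLC* passed in *slim1-cr* at 30 DAS without *slim1-cr* 2 (log2FC -5.31).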

Based on these criteria, a total of 1,731 genes were identified as class 1 SLIM1-regulated genes. 

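*PHI-1*, a gene induced by phosphate and touch, was higher in both lines and lower in *slim1-cr* at 37 DAS, with log2FC of 3.27 (SE 0.55), 4.97 (SE 0.60) and -2.22 (SE 0.55) in *35S::SLIM1 #17*, *#25* and *slim1-cr* (n = 3 libraries per group). The same order gave 1.86 (SE 0.54), 2.51 (SE 0.55) and -2.45 (SE 0.57) for the cell wall enzyme gene *XTH23*, and 1.46 (SE 0.39), 1.88 (SE 0.39) and -1.64 (SE 0.39) for the ethylene response factor gene *ERF-1*. *NPR3*, a salicylate receptor gene, had 1.02 (SE 0.20), 1.91 (SE 0.21) and -0.93 (SE 0.20). In the other direction, *MYC5*, a bHLH factor of jasmonate responses, had -1.64 (SE 0.37), -1.48 (SE 0.36) and 1.47 (SE 0.32), and the homeobox gene *HB51* -1.26 (SE 0.27), -0.92 (SE 0.26) and 0.95 (SE 0.24). The edgeR calls gave 200 genes that rose in both lines and fell in *slim1-cr*, and 8 with the reverse. Calls of *slim1-cr* independent of the calls shared by the 2 lines would give 84.0 and 17.8. The same direction in all 3 was seen for 64 higher and 52 lower genes, where independent calls would give 28.4 and 52.6. *XTH22*, a touch-induced gene of the same enzyme family as *XTH23*, had -1.57 (SE 0.46, adjusted p = 0.0703) in *slim1-cr*, which did not pass. Calls were lost for *PHI-1*, *XTH23*, *ERF-1*, *NPR3*, *MYC5* and *HB51* in *slim1-cr* at 37 DAS without 1 or more of Col-0 1, 2 and 3 and *slim1-cr* 1, 2 and 3 (log2FC 0.81 to 1.61 and -0.76 to -2.41), *XTH23* and *ERF-1* in *#17* at 37 DAS without 1 or more of Col-0 1 and *#17* 2 and 3 (1.18 to 1.74) and *MYC5* and *HB51* in *#25* at 37 DAS without 1 or more of Col-0 1 and 3 and *#25* 1, 2 and 3 (-0.84 to -1.39). Another setting did not call *PHI-1* in *slim1-cr* at 37 DAS (no count filter), *HB51* in *slim1-cr* at 37 DAS (DESeq2, library size alone or no count filter) and *HB51* in *#25* at 37 DAS (DESeq2). Without 1 library the 200 were 5 to 116 without Col-0 2 or *slim1-cr* 1 or 3 or *#17* 1 or *#25* 3, and the 8 were 0 to 5 without Col-0 1, 2 or 3 or *slim1-cr* 1, 2 or 3 or *#17* 1 or 2 or *#25* 2 or 3 and 14 without *#17* 3.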

At 37 DAS, 478 class 1 genes were identified, 452 *35S::SLIM1* UP & *slim1-cr* DOWN and 26 *35S::SLIM1* DOWN & *slim1-cr* UP (**Figure 5**). 

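*AOX1D*, an alternative oxidase gene of mitochondria, was higher in both lines and lower in *slim1-cr* at 44 DAS, with log2FC of 1.65 (SE 0.50), 2.19 (SE 0.50) and -1.901 (SE 0.52) in *35S::SLIM1 #17*, *#25* and *slim1-cr* (n = 3 libraries per group). The receptor-like protein gene *RLP28* had 1.69 (SE 0.40), 2.67 (SE 0.41) and -1.64 (SE 0.45) in the same order, and *MYB2*, a senescence regulator, 1.09 (SE 0.39), 1.74 (SE 0.39) and -1.92 (SE 0.41). Lower in both lines and higher in *slim1-cr* were *XTH8*, a cell wall enzyme gene, with -1.47 (SE 0.35), -2.25 (SE 0.37) and 1.50 (SE 0.34), the histone methyltransferase gene *ATXR6* with -1.44 (SE 0.43), -1.53 (SE 0.44) and 1.36 (SE 0.37) and *SFH3*, a phospholipid transfer protein gene, with -1.54 (SE 0.19), -1.79 (SE 0.19) and 1.27 (SE 0.18). In all, 177 genes rose in both lines and fell in *slim1-cr* and 385 did the reverse. Calls of *slim1-cr* independent of the calls shared by the 2 lines would give 142 and 230.5. A further 142 genes were higher and 98 lower in all 3, where independent calls would give 222 and 147. The test no longer passed for *AOX1D*, *MYB2* and *ATXR6* in *#17* at 44 DAS without 1 or more of Col-0 1, 2 and 3 and *#17* 1, 2 and 3 (log2FC 0.86 to 1.71 and -1.26 to -1.48), *AOX1D*, *RLP28*, *MYB2*, *XTH8*, *ATXR6* and *SFH3* in *slim1-cr* at 44 DAS without 1 or more of Col-0 1, 2 and 3 and *slim1-cr* 1 and 3 (0.996 to 1.61 and -1.33 to -2.13) and *ATXR6* in *#25* at 44 DAS without Col-0 1 or 3 or *#25* 2 or 3 (-1.36 to -1.49). Not passed under another setting were *AOX1D*, *RLP28* and *ATXR6* in *slim1-cr* at 44 DAS (library size alone or no count filter). With 1 library left out the 177 were 3 to 84 without Col-0 2 or 3 or *slim1-cr* 1 or 3 or *#17* 1, 2 or 3 or *#25* 1, 2 or 3 and 615 without *slim1-cr* 2. The 385 were 0 to 232 without Col-0 2 or 3 or *slim1-cr* 1 or 3 or *#17* 1, 2 or 3 or *#25* 1, 2 or 3 and 885 without *slim1-cr* 2.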

At 44 DAS, 1,275 class 1 genes were identified, 492 *35S::SLIM1* UP & *slim1-cr* DOWN and 783 *35S::SLIM1* DOWN & *slim1-cr* UP. 

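*AIRP1*, a RING E3 ligase gene of abscisic acid signalling, *ATSIK*, a kinase gene of osmotic stress responses, and *WRKY26*, a heat response factor gene, were higher in both overexpressors and lower in *slim1-cr* at both 37 and 44 DAS, and are named here after the values were seen. *SLIM1* itself was the other gene with this pattern at both ages, which makes 4 genes, counted with edgeR at an adjusted p under 0.05 in all 6 comparisons of 3 against 3 libraries. No gene was lower in both lines and higher in *slim1-cr* at both ages. *SGR2*, of chlorophyll breakdown, was among them only at 44 DAS. Its log2FC at 37 DAS were 1.53 (SE 0.43), 0.58 (SE 0.42) and -1.02 (SE 0.44) in *35S::SLIM1 #17*, *#25* and *slim1-cr*. Between these ages its difference from Col-0 changed by 0.29 in *#17* (adjusted p = 0.772), 1.65 in *#25* (adjusted p = 0.0400) and -0.51 in *slim1-cr* (adjusted p = 0.856) on the log2 scale. Calls that depended on 1 library were *SGR2* in *#17* at 37 DAS without Col-0 1 or 3 or *#17* 1 or 2 (log2FC 1.113 to 1.49) and *SGR2* in *#25* between 37 and 44 DAS without Col-0 1, 2 or 3 or *#25* 1, 2 or 3 (1.32 to 1.701). The processing decided the call of *SGR2* in *#25* between 37 and 44 DAS (no count filter).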

Among the 1,731 class 1 genes, 23 met the criteria at both 37 and 44 DAS, and all 23 had expression behavior consistent with their being positively regulated by SLIM1 (**Figure 5**).

**Figure 5:**
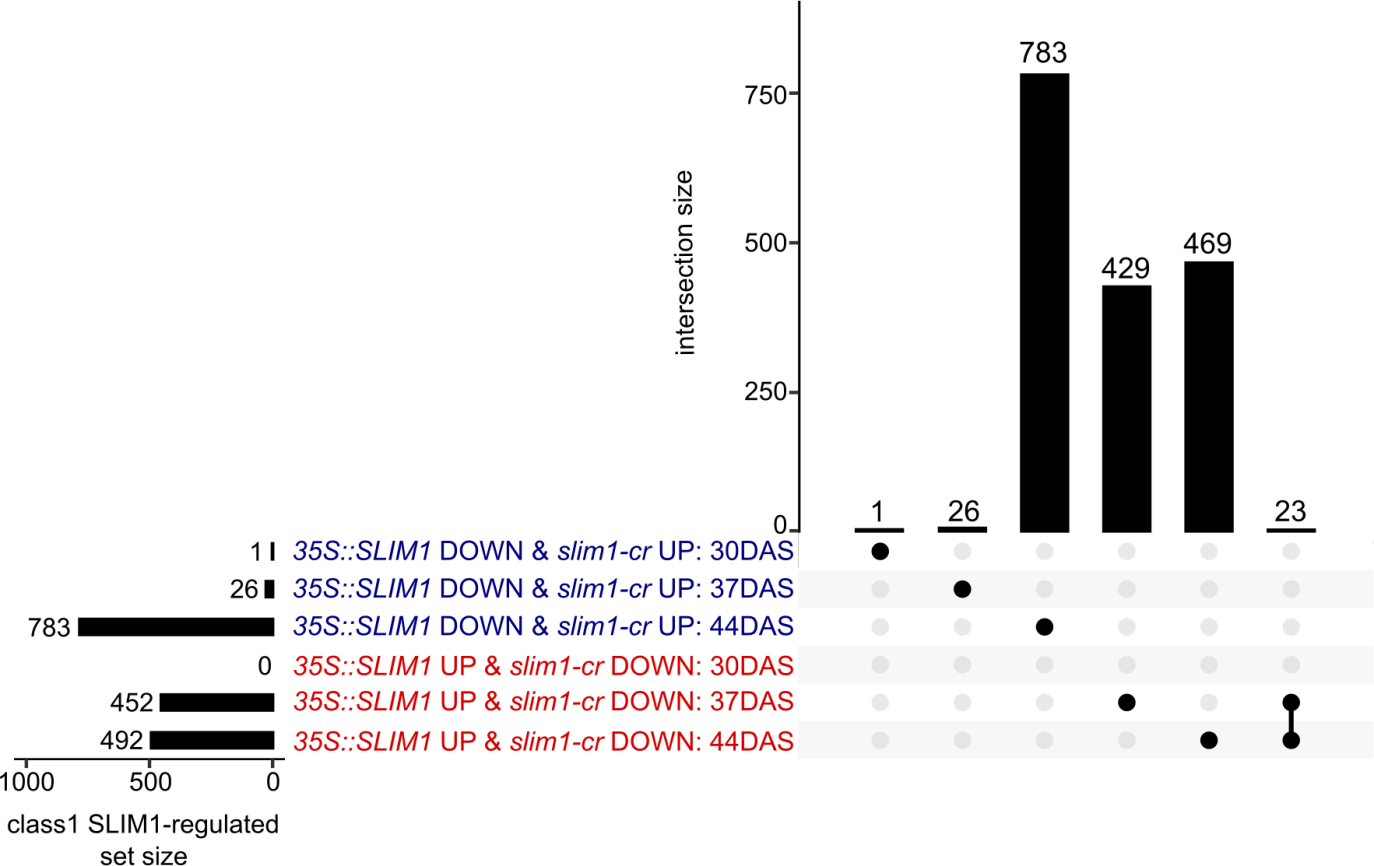
Class 1 SLIM1-regulated gene set intersection analysis. UpSet plot of class 1 SLIM1-regulated genes at each time point. Class 1 genes are defined as being either upregulated (*p*_adj_ < 0.05 and log2FC > 0) in both *35S::SLIM1* lines and downregulated (*p*_adj_ < 0.05 and log2FC < 0) in *slim1-cr*, *35S::SLIM1* UP & *slim1-cr* DOWN), or downregulated (*p*_adj_ < 0.05 and log2FC < 0) in both *35S::SLIM1OX* lines and upregulated (*p*_adj_ < 0.05 and log2FC > 0) in *slim1-cr*, (*35S::SLIM1* DOWN & *slim1-cr* UP). Wald test results for class 1 genes shown can be found in **Supplementary Table S1**. Genes in each set and intersection can be found in **Supplementary Table S2**.

In order to identify processes and functions that may be transcriptionally affected by SLIM1, we tested for over-representation of Gene Ontology (GO) terms and KEGG pathways in three sets of class 1 genes at 37 DAS and 44 DAS: class 1 genes that are positively regulated by SLIM1, class 1 genes that are negatively regulated by SLIM1, and all class 1 genes regardless of the response direction to SLIM1 (**Figure 6**). 

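The light-harvesting genes *LHCB1.2* and *LHCB2.3* were lower in both lines and higher in *slim1-cr* at 44 DAS, with log2FC of -1.55 (SE 0.26), -2.61 (SE 0.27) and 0.92 (SE 0.26) and of -3.02 (SE 0.23), -3.90 (SE 0.24) and 0.90 (SE 0.21) in *35S::SLIM1 #17*, *#25* and *slim1-cr* (n = 3 libraries per group). The ATP synthase subunit gene *ATPD* had -1.33 (SE 0.16), -1.61 (SE 0.16) and 0.74 (SE 0.16), and *SBPASE* of the Calvin cycle -0.61 (SE 0.15), -0.89 (SE 0.15) and 0.61 (SE 0.15). In tetrapyrrole synthesis, *GSA2*, a glutamate-1-semialdehyde aminomutase gene, had -0.92 (SE 0.22), -1.03 (SE 0.22) and 0.96 (SE 0.22), and the divinyl reductase gene *DVR* -2.21 (SE 0.30), -2.92 (SE 0.31) and 1.23 (SE 0.28). Counted over the lists, 7 of 49 photosystem genes, 5 of 21 Calvin cycle genes, 11 of 23 chlorophyll synthesis genes and 23 of 31 plastid ribosome genes had this pattern, and none the reverse. Of the PAGs of Fig. 3C, 9 of 41 had it. No test of over-representation was made here, and the pattern rests on *slim1-cr* calls of single genes. Not called with 1 library fewer were *LHCB1.2*, *LHCB2.3*, *ATPD*, *SBPASE*, *GSA2* and *DVR* in *slim1-cr* at 44 DAS without Col-0 2 or 3 or *slim1-cr* 1 or 3 (log2FC 0.50 to 1.22). Of DESeq2, library size alone and no count filter, only the last ended a call, that of *LHCB1.2* in *slim1-cr* at 44 DAS. With only the 2 groups compared far fewer genes passed in *slim1-cr*, as given with the dependence on the processing.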

As expected, based on the expression of PAGs (**Figure 3C**), terms such as GO:0015979 photosynthesis, GO:0015995 chlorophyll biosynthetic process, GO:0016168 chlorophyll binding, GO:0009658 chloroplast organization, GO:0016851 magnesium chelatase activity, and GO:0006782 protoporphyrinogen IX biosynthetic process are over-represented in the set of *35S::SLIM1* DOWN & *slim1-cr* UP class 1 genes at DAS44 (**Figure 6**). These transcriptional changes may contribute to the lower chlorophyll content in *35S::SLIM1* at 51 DAS (**Figure 2A**). A highly over-represented GO term in our class 1 gene list is GO:0016851, magnesium chelatase (**Figure 6**). Magnesium chelatase inserts a Mg^2+^ into photoporphyrin IX, which is the first step of chlorophyll biosynthesis (Rissler et al., 2002). This GO term consists of five genes, and four of those genes are *35S::SLIM1* DOWN & *slim1-cr* UP class 1 genes at 44 DAS (**Supplementary Tables S2**, **S3**). 

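Magnesium chelatase has the subunits D, I and H, and the genes *CHLI1* and *CHLI2* both encode the subunit I. *CHLD* had log2FC of -0.61 (SE 0.13, adjusted p = 0.00381), -0.89 (SE 0.13, adjusted p = 3.80e-04) and 0.50 (SE 0.13, adjusted p = 0.0423) in *35S::SLIM1 #17*, *#25* and *slim1-cr* at 44 DAS (n = 3 libraries per group). In the same order *CHLI1* had -1.19 (SE 0.17), -1.36 (SE 0.17) and 0.95 (SE 0.16), and *CHLI2* -1.299 (SE 0.19), -1.63 (SE 0.19) and 0.89 (SE 0.18). *CHLH* fell in both lines, at -1.96 (SE 0.14) and -2.19 (SE 0.15), and was at 0.44 (SE 0.14, adjusted p = 0.0617) in *slim1-cr*. Of these 4 genes, which the study lists for its term and chose on these libraries, so that they are not independent evidence, 3 were lower in both lines and higher in *slim1-cr* in edgeR, and all 4 fell in the lines. With 1 library left out, the test did not pass for *CHLD*, *CHLI1* and *CHLI2* in *slim1-cr* at 44 DAS without Col-0 2 or 3 or *slim1-cr* 1 or 3 (log2FC 0.42 to 0.91). *CHLH* passed in *slim1-cr* at 44 DAS without *slim1-cr* 2 (log2FC 0.51).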

Another GO term with a very high ratio of class 1 genes is GO:0000311, plastid large ribosomal subunit (**Figure 6**). Four of five genes annotated to this GO term are class 1 SLIM1 negatively regulated at 44 DAS (**Supplementary Tables S2**, **S3**). 

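The nuclear genes *RPL4*, *RPL15* and *RPL9* encode proteins of the large subunit of the plastid ribosome. At 44 DAS *RPL4* had log2FC of -1.19 (SE 0.20, adjusted p = 0.00128), -1.52 (SE 0.21, adjusted p = 2.57e-04) and 0.92 (SE 0.20, adjusted p = 0.0363) in *35S::SLIM1 #17*, *#25* and *slim1-cr* (n = 3 libraries per group). The study lists them with 1 more gene for its term, chosen on these libraries and so not independent evidence. *RPL15* had -1.78 (SE 0.19), -2.26 (SE 0.20) and 0.95 (SE 0.19) and *RPL9* -0.84 (SE 0.21), -1.14 (SE 0.21) and 0.997 (SE 0.21) in the same order. At 37 DAS the 3 genes had log2FC of -0.81, -0.76 and -0.65 in *#17*, none past the test. Less certain are the calls of *RPL4*, *RPL15* and *RPL9* in *slim1-cr* at 44 DAS without Col-0 2 or 3 or *slim1-cr* 1 or 3 (log2FC 0.76 to 1.02).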

Among the GO terms that are over-represented in class 1 genes that are positively regulated by SLIM1 are GO:0005618 cell wall and GO:1900057 positive regulation of leaf senescence (**Figure 6**). This supports a role for *SLIM1* in regulating the timing of developmental senescence (**Figures 2**, **3**), and possibly the greater rosette area in *35S::SLIM1* (**Figure 1C**). 

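Of 23 expansin and XTH genes, 11 rose and 1 fell in *35S::SLIM1 #17* and 8 rose in *#25* at 37 DAS (11 higher and 2 lower in *#17* and 11 higher and 0 lower in *#25* adjusted over the list alone). *XTH30*, an enzyme gene that cuts and rejoins xyloglucan, had log2FC of 1.44 (SE 0.24), 1.60 (SE 0.24) and -1.05 (SE 0.25) in *#17*, *#25* and *slim1-cr* at 37 DAS, and -1.403 (SE 0.22), -1.28 (SE 0.22) and -0.41 (SE 0.22) at 44 DAS (n = 3 libraries per group). At 44 DAS 2 rose and 8 fell in *#17* and 1 rose and 12 fell in *#25* (2 higher and 9 lower in *#17* and 1 higher and 13 lower in *#25* adjusted over the list alone), among them *EXPA1*, a leaf expansin gene, at -2.04 (SE 0.43) and -2.30 (SE 0.44). *XTH7* was lower in the lines and higher in *slim1-cr* at 44 DAS, at -1.72 (SE 0.26), -2.41 (SE 0.26) and 1.17 (SE 0.25). The list test gave camera adjusted p = 0.0378, adjusted p = 0.726 with an estimated correlation in *#17* and camera adjusted p = 0.00290, adjusted p = 0.621 with an estimated correlation in *#25* at 37 DAS, and camera adjusted p = 0.0399, adjusted p = 0.653 with an estimated correlation and camera adjusted p = 0.00312, adjusted p = 0.586 with an estimated correlation at 44 DAS.
For its leaf senescence term at 37 DAS the study lists 6 genes, chosen on these libraries for moving in opposite directions, so they are not independent evidence. Here 5 of the 6 were higher in both lines and lower in *slim1-cr* in edgeR. They are *DA1*, a ubiquitin receptor gene that limits organ size, with log2FC of 0.40 (SE 0.12), 0.76 (SE 0.12) and -0.60 (SE 0.12), *SAG101*, *NAC6*, and 2 transcription factor genes, *NAC046* and *ABF4*, all named after their values were seen. Calls ended for *XTH30* and *DA1* in *slim1-cr* at 37 DAS without 1 or more of Col-0 2 and 3 and *slim1-cr* 1, 2 and 3 (log2FC -0.47 to -1.17), *XTH7* in *slim1-cr* at 44 DAS without Col-0 2 or 3 or *slim1-cr* 1 or 3 (0.92 to 1.25) and *DA1* in *#17* at 37 DAS without Col-0 1 or 3 or *#17* 1 or 2 (0.29 to 0.40).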

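*APR3*, an adenosine 5'-phosphosulfate reductase gene, was higher in both lines and in *slim1-cr* at 37 DAS, with log2FC of 1.27 (SE 0.23), 1.004 (SE 0.23) and 0.93 (SE 0.23) in *35S::SLIM1 #17*, *#25* and *slim1-cr* (n = 3 libraries per group). *SULTR4;2*, a vacuolar sulfate exporter gene, had 0.95 (SE 0.14), 0.75 (SE 0.14) and 1.65 (SE 0.14) at 37 DAS and -1.27 (SE 0.15), -1.68 (SE 0.16) and 0.095 (SE 0.15) at 44 DAS. Of the genes of glucosinolate synthesis at 30 DAS, 11 of 30 rose and the other 19 did not pass in *#17* (21 higher and 2 lower adjusted over the list alone; camera adjusted p = 1.88e-06, adjusted p = 0.672 with an estimated correlation). The genes that rose include *MYB76*, an activator of the aliphatic pathway, at 1.17 (SE 0.29). The glucosinolate list in *EV* at 30 DAS had a median log2FC of -0.292 (camera adjusted p = 3.57e-06, adjusted p = 0.672 with an estimated correlation). In *slim1-cr* at 30 DAS 3 of 30 rose and the other 27 did not pass (camera adjusted p = 1.42e-04, adjusted p = 0.737 with an estimated correlation), which are *MAM3* at 1.23 (SE 0.30), *GGP1* at 0.67 (SE 0.13) and *CYP81F2* at 1.07 (SE 0.21), and in *#25* 0 of 30 passed in edgeR (1 higher and 2 lower at an unadjusted p under 0.05, 0 and 0 in DESeq2), with *MYB76* at 0.79 (SE 0.29). Between the lines, the log2FC of *#25* against *#17* at 30 DAS was -0.38 for *MYB76* (adjusted p = 0.518). At 44 DAS 10 of 30 rose and 6 fell in *#17* (camera adjusted p = 0.413) and 9 rose and 5 fell in *#25* (camera adjusted p = 0.376). The flower organ markers had a median log2FC of -1.47 in *#17* at 30 DAS (camera adjusted p = 0.00410, adjusted p = 0.737 with an estimated correlation). In edgeR with all libraries, no tested gene of sulfate transport and assimilation, of the sulfur deficiency markers or of glucosinolate synthesis was higher in both lines and lower in *slim1-cr*, or the reverse, at any time point. DESeq2 gives 4, *MYB51* and *BGLU30* at 37 DAS and *CYP83B1* and, lower in the lines, *OASB* at 44 DAS. Leaving out Col-0 1 calls *APS4* in *slim1-cr* at 44 DAS. Also uncertain are the calls of *APR3* in *slim1-cr* at 37 DAS without Col-0 2 or *slim1-cr* 1, 2 or 3 (log2FC 0.81 to 1.03), *MYB76* in *#17* at 30 DAS without Col-0 1, 2 or 3 or *#17* 1 or 2 (0.95 to 1.28) and *MAM3*, *GGP1* and *CYP81F2* in *slim1-cr* at 30 DAS without 1 or more of Col-0 1, 2 and 3 and *slim1-cr* 1 and 3 (0.66 to 1.33). Lost under other processing were *APR3* in *slim1-cr* at 37 DAS (library size alone or no count filter) and *MAM3* in *slim1-cr* at 30 DAS (no count filter). Leaving out 1 library changed the 11 higher glucosinolate genes of *#17* at 30 DAS (0 without Col-0 1, 2 or 3 or *#17* 1 or 2) and the 6 lower glucosinolate genes of *#17* at 44 DAS (3 without Col-0 3). With the flower organ marker level as a covariate the 11 higher glucosinolate genes of *#17* at 30 DAS were 1 and the 5 lower glucosinolate genes of *#25* at 44 DAS were 8.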

Notably, no sulfur-related GO terms or KEGG pathways are over-represented in the list of class 1 SLIM1-regulated genes from analysis of plants grown on sufficient sulfur conditions (**Figure 6**).

**Figure 6:**
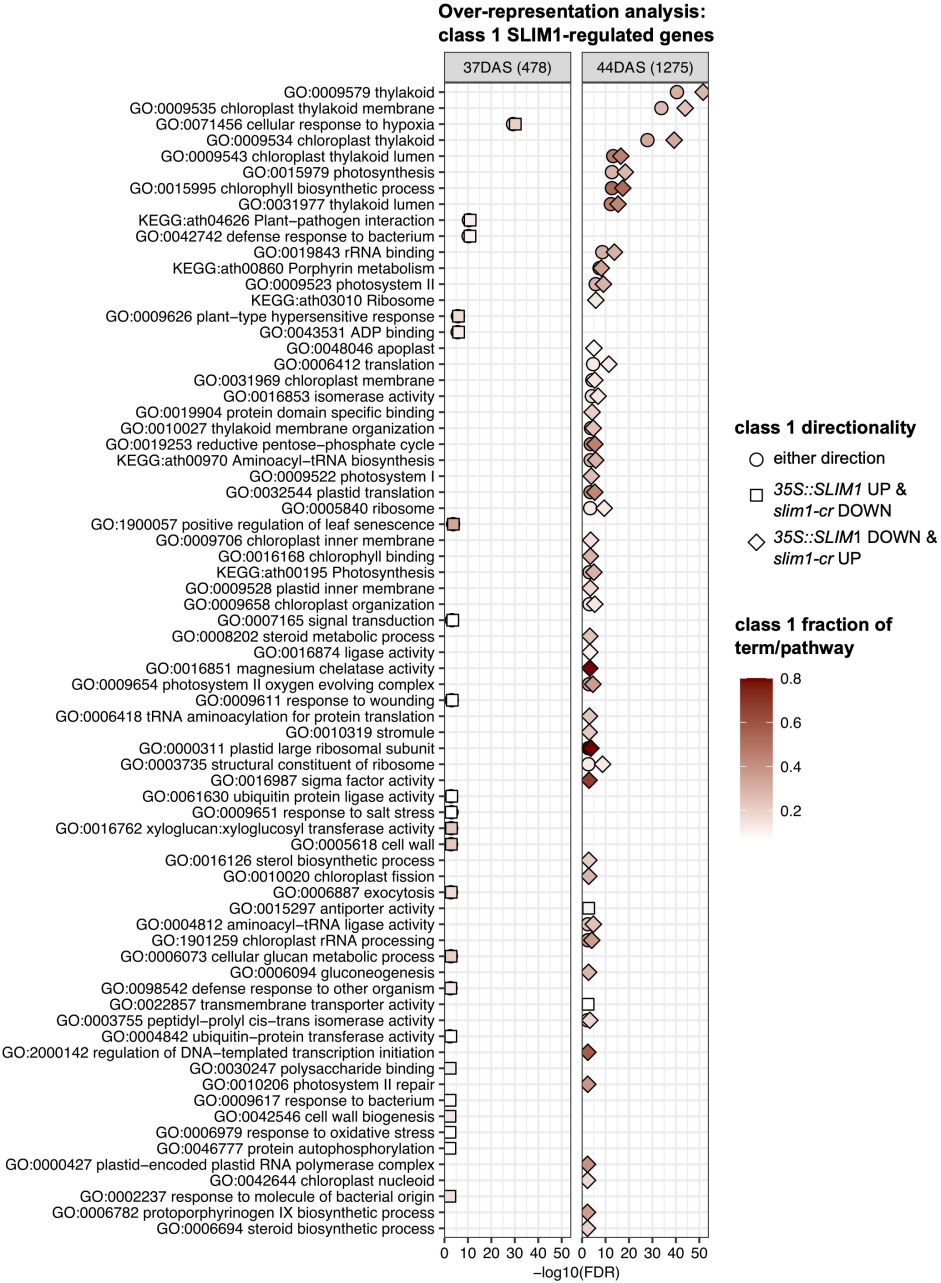
Over-representation analysis of GO terms and KEGG pathways. Over-representation analysis of GO terms and KEGG pathways annotated to class 1 genes was performed by Fisher’s exact test. In total, six sets of class 1 genes were tested: three directionality classes *35S::SLIM1* UP & *slim1-cr* DOWN (square), *35S::SLIM1* DOWN & *slim1-cr* UP (diamond), either directionality (circle) at two time points (37 DAS and 44 DAS). The gene universe was composed of the 20,899 genes with RNA-seq Wald test results in this study. GO terms and KEGG pathways with <5 or >500 genes in the gene universe were excluded from Fisher’s exact testing. All terms and pathways with Fisher’s exact FDR < 0.005 from at least one of the six class 1 gene sets are visualized. Fill color corresponds to the fraction of genes in a given GO term or KEGG pathway that are also class 1 SLIM1-regulated. The number of class 1 genes (either directionality) at each time point is shown in parentheses. Fisher’s exact text results for terms and pathways shown can be found in **Supplementary Table S3**.

### 3.5 *Cis*-regulatory sequences of the class 1 gene promoters

In this study, we identified 12 class 1 genes whose promoters were found by DNA affinity purification sequencing (DAP-seq) to be bound by SLIM1 protein (O’Malley et al., 2016) (**Table 2**). With Plant Regulomics (Ran et al., 2020), we searched for sequence motifs common to the promoters of those 12 genes (**Supplementary Table S4**). Using a *p* ≤ 0.05 cutoff, we identified the motif MNB1A (AAAGC), a C2H2 zinc finger binding site (**Table 2**). Additionally, the promoters of these 12 genes all contain SURE elements, a recently identified SLIM1 binding site (Rakpenthai et al., 2022), and 7 of the 12 have TEBS elements (**Table 2**). 

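*MYC5* is 1 of the 12 genes, and it fell in both overexpressors and rose in *slim1-cr* at 37 DAS here. *REM16*, a B3 domain gene of flowering, had log2FC of 0.65 (SE 0.16), 0.46 (SE 0.16) and -0.67 (SE 0.17) in *35S::SLIM1 #17*, *#25* and *slim1-cr* at 44 DAS (n = 3 libraries per group). *AAE14*, an enzyme gene of phylloquinone synthesis, had -2.15 (SE 0.26), -2.28 (SE 0.26) and 0.96 (SE 0.25), and *AT4G11670*, a gene of unknown function, 0.29 (SE 0.10), 0.35 (SE 0.10) and -0.39 (SE 0.10). In edgeR these were the 4 of 12 with opposite directions.
In the 1000 bases upstream of the annotated start, on either strand, SURE occurred in 10 of the 12 and TEBS in 5. The same search gave SURE in 72% and TEBS in 24.6% of 20861 tested genes. Calls were lost for *REM16*, *AAE14* and *AT4G11670* in *slim1-cr* at 44 DAS without Col-0 2 or 3 or *slim1-cr* 1 or 3 (log2FC *REM16* -0.60 to -0.77, *AAE14* 0.77 to 0.94, *AT4G11670* -0.32 to -0.39), *REM16* and *AT4G11670* in *#25* at 44 DAS without 1 or more of Col-0 1 and 3 and *#25* 1, 2 and 3 (0.28 to 0.50) and *AT4G11670* in *#17* at 44 DAS without Col-0 1 or 3 or *#17* 1, 2 or 3 (0.22 to 0.31). Another setting did not call *AAE14* and *AT4G11670* in *slim1-cr* at 44 DAS (library size alone).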

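*CHIA*, a chitinase gene, had log2FC of 0.97 (SE 0.28), 1.51 (SE 0.28) and -1.21 (SE 0.31) in *35S::SLIM1 #17*, *#25* and *slim1-cr* at 44 DAS (n = 3 libraries per group). *UGP3*, an enzyme gene of sulfolipid synthesis in plastids, had -0.78 (SE 0.12), -0.77 (SE 0.12) and 0.51 (SE 0.12), and *AT5G25820*, an exostosin family gene, 1.35 (SE 0.21), 1.59 (SE 0.21) and -0.95 (SE 0.21). Among all genes with opposite directions here, SURE was found in 142 of 208 upstream regions at 37 DAS and 399 of 562 at 44 DAS. TEBS was found in 51 and 147, and the longer EBM motif in 10 and 36. These shares were 68.3% and 71.0% for SURE, 24.5% and 26.2% for TEBS and 4.81% and 6.41% for EBM. They are near those of all tested genes, at 72%, 24.6% and 5.92%. The test no longer passed for *CHIA*, *UGP3* and *AT5G25820* in *slim1-cr* at 44 DAS without 1 or more of Col-0 1, 2 and 3 and *slim1-cr* 1 and 3 (log2FC *CHIA* -1.01 to -1.37, *UGP3* 0.43 to 0.50, *AT5G25820* -0.72 to -1.03) and *CHIA* in *#17* at 44 DAS without Col-0 2 or 3 or *#17* 2 (0.80 to 0.97). Not passed under another setting were *CHIA* and *UGP3* in *slim1-cr* at 44 DAS (library size alone).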

Searching for more class 1 genes whose promoters contain known SLIM1 binding motifs, SURE or TEBS, we identified seven additional genes (**Table 2**).

**Table 2:** *Cis*-regulatory element analysis of promoters of 19 selected class 1 SLIM1-regulated genes.

Gene ID	Gene name	DAP-seq^†^	SLIM1 EBM/M0680_1.02^‡^	SURE^§^	TEBS^¶^	MNB1A^††^
AT1G27100	*Actin cross-linking*	Y	Y	Y	Y	Y
AT1G30520	*AAE14*	Y	N	Y	N	Y
AT1G55260	*LTPG6*	Y	N	Y	Y	Y
AT2G34660	*ABCC2*	Y	Y	Y	Y	Y
AT3G08860	*PYD4*	Y	Y	Y	Y	Y
AT3G52840	*BGAL2*	Y	Y	Y	Y	Y
AT3G53310	*REM16*	Y	N	Y	Y	Y
AT3G58600	*NECAP-1*	Y	N	Y	N	Y
AT3G60140	*BGLU30*	Y	N	Y	N	Y
AT4G01000	*SDE2*	Y	N	Y	N	Y
AT4G11670	*DUF810*	Y	Y	Y	Y	Y
AT5G46830	*BHLH28/MYC5*	Y	N	Y	N	Y
AT3G56040	*UGP3*	N	N	Y	N	Y
AT4G24770	*RBP31*	N	N	Y	N	Y
AT4G31500	*CYP83B1*	N	N	Y	Y	Y
AT5G24090	*CHIA*	N	N	Y	N	Y
AT5G25820	*Exostosin*	N	N	Y	Y	Y
AT5G38940	*RMLC-like*	N	N	Y	N	Y
AT5G43780	*APS4*	N	N	Y	N	Y

Promoter region defined as between the transcription start site and 1,000 bp upstream. Genes whose promoter was bound by SLIM1 protein by DNA affinity purification sequencing (DAP-seq) are indicated with Y for yes, all others with N for no. Presence of binding site, cis-regulatory element, or motif in the promoter is indicated with Y for yes or N for no.

† O’Malley et al. (2016).

‡ SLIM1 enriched binding motif/ M0680_1.02 identified by DAP-seq (O’Malley et al., 2016) [A/C/G/T]AATG[T/A]A[C/T]CT[A/C/G/T].

§ SURE *cis*-regulatory element GAGAC consensus sequence.

^¶^TEBS *cis*-regulatory element A[T/C]G[A/T]A[C/T]CT consensus sequence.

†† MNB1A motif AAAGC consensus sequence.

These 19 genes have the strongest evidence of being directly regulated by SLIM1 in our experimental system. 

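Of the 19 genes, 1 had opposite directions in overexpressors and *slim1-cr* at 37 DAS and 6 at 44 DAS in edgeR. In the overexpressors alone, 9 rose and 6 fell of the 19 in *35S::SLIM1 #17* and 9 rose and 6 fell in *#25* at 44 DAS, and 4 were higher and 5 lower by more than 2-fold in both (n = 3 libraries per group). The study chose these genes on the same libraries, so their counts are not independent evidence.
The paper presents these 19 genes as putative direct targets of SLIM1, with the strongest evidence it has. It takes genes whose transcripts moved in opposite directions in overexpressors and *slim1-cr*, keeps those bound by SLIM1 in published DAP-seq data, and adds genes with a known SLIM1 motif in the promoter. In the upstream regions searched here the 19 had SURE in 17, TEBS in 5, EBM in 1 and the motif MNB1A in 17, where EBM and MNB1A are in 5.92% and 88.9% of all tested genes. The core of the EBM motif, a shorter form chosen after the values were seen, was in 5 of the 19 and in 17.9% of all. Binding was not measured in these samples.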

Here, we briefly describe the proteins encoded by the genes in **Table 2**. Two of the 19 genes code for proteins associated with anthocyanin metabolism. ABCC2 (AT2G34660) is a transporter of acetylated anthocyanins across the vacuolar membrane (Behrens et al., 2019), and SDE2 (AT4G01000) is a ubiquitin-like superfamily protein that has been shown to indirectly regulate anthocyanin biosynthesis (Xie et al., 2017). Two genes encode proteins involved in electron transport in photosystem I. AAE14 (AT1G30520) is an enzyme in the biosynthetic pathway for phylloquinone, an essential photosystem I electron carrier (Kim et al., 2008). RBP31 (AT4G24770) is an RNA-binding protein involved in chloroplastic RNA editing (Okuzaki et al., 2021), especially RNAs encoding subunits of the NDH complex, which mediates photosystem I cyclic electron transport (Lenzen et al., 2020). Four genes encoding sulfur metabolism-related proteins are in the set of 19. These are *APS4* (AT5G43780), *UGP3* (AT3G56040), *CYP83B1* (AT4G31500), and *BGLU30* (AT3G60140). APS4 is a sulfate adenyltransferase that activates sulfate for reduction to sulfide or for sulfonation (Hatzfeld et al., 2000). UGP3 is a UDP-glucose pyrophosphorylase and is required for synthesis of sulfoquinovosyldiacylglycerol lipids, which are components of chloroplast membranes (Okazaki et al., 2009). CYP83B1 catalyzes an intermediate step in the biosynthesis of indolic glucosinolates (Goto et al., 2023), and BGLU30 is a beta-glucosidase involved in glucosinolate catabolism. *BGAL2* (AT3G52840) encodes an apoplast-localized beta-galactosidase. Although BGAL2 functions are not well characterized, expression of other BGAL family proteins are associated with cell wall expansion and cell wall remodeling in a variety of tissues (Chandrasekar and Van Der Hoorn, 2016). Genes known to be involved in abiotic and biotic stress responses were also identified. These include *PYD4* (AT3G08860), *LTPG6* (AT1G55260), and *CHIA* (AT5G24090). *PYD4* encodes a beta-alanine aminotransferase that performs the final enzymatic step in the synthesis of beta-alanine from propanoate (Parthasarathy et al., 2019). Beta-alanine accumulates in plants exposed to many biotic and abiotic stresses. LTPG6 is an apoplast-localized, non-specific lipid transport protein that has been shown to affect penetration of the epidermal cell wall by some fungi (Fahlberg et al., 2019). CHIA catalyzes bacterial cell wall peptidoglycan breakdown in order to trigger plant immunity responses (Liu et al., 2014). The list of genes in **Table 2** also includes two transcription factors: *REM16* (AT3G53310) and *bHLH28/MYC5* (AT5G46830), which are involved in regulation of photoperiodism and flowering (GO:2000028) and diverse jasmonate-mediated processes (Song et al., 2017), respectively. Little is known functionally about several of these 19 putative SLIM1-target genes beyond what we can infer from their protein family membership. RMLC-like (AT5G38940) is a member of the functionally diverse protein superfamily, Cupins (Dunwell, 1998), which includes seed storage proteins and germins. AT5G25820 encodes an exostosin family protein and is thereby predicted to have glycosyltransferase activity (GO:0016757). Functional annotations for *NECAP-1* (AT3G58600) include clathrin vesicle coat (GO:0030125) and vesicle-mediated transport (GO:0016192) and are inferred based on phylogeny. Among these genes in **Table 2**, two code for proteins with domains of unknown function (DUF). AT1G27100 protein contains two DUF569 domains and AT4G11670 protein contains a DUF810 domain.

We performed promoter analysis of class 1 genes to explore whether particular GO terms or KEGG pathways are in general being regulated directly or indirectly by SLIM1. Initially, we performed promoter analysis for the genes annotated to GO terms with a minimum 0.66 fraction of class 1 genes (**Figure 6**), which were GO:0016851 magnesium chelatase activity (four of five genes are class 1) and GO:0000311 plastid large ribosomal subunit (four of six genes are class 1). 

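In the 1000 bases upstream of *CHLD*, *CHLH*, *CHLI1* and *CHLI2*, whose products form magnesium chelatase, SURE was found in all 4 and TEBS in 0. For the plastid ribosomal genes of the other term, which include *RPL4*, *RPL9* and *RPL15*, SURE was found in 4 of 4 and TEBS in 1. EBM was found upstream of none of these 8 genes. These are matches of the short consensus on either strand of TAIR10.1, which occur in the shares of all genes given with Table 2.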

None of the eight genes that are annotated to these terms contain SURE and TEBS elements, or SLIM1 binding sites in their promoters. None of the eight genes annotated to those GO terms were identified by DAP-seq to be bound by SLIM1 (O’Malley et al., 2016). This indicates that SLIM1 may have an indirect regulatory effect on the genes of these GO terms. At 37 DAS, terms over-represented in class 1 genes that are not linked to the observed phenotypes such as senescence, development, and growth include KEGG:ath04626 plant–pathogen interaction, GO:0009611 response to wounding, GO:0009651 response to salt stress, GO:0098542 defense response to other organism, GO:0009617 response to bacterium, and GO:0006979 response to oxidative stress. 

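Genes that respond within minutes to touch and wounding were higher in the overexpressors at 37 DAS. *XTH22*, a cell wall enzyme gene also known as TOUCH 4, and *CML38*, a calmodulin-like gene, had log2FC of 3.15 (SE 0.49, adjusted p = 9.79e-04) in *35S::SLIM1 #17* and 4.37 (SE 0.51, adjusted p = 2.24e-04) in *#25* and of 2.75 (SE 0.56) and 3.51 (SE 0.57) (n = 3 libraries per group). *WRKY18*, a defence transcription factor gene, rose by 2.54 (SE 0.42) and 1.78 (SE 0.41) on the log2 scale. Of 26 genes of this list, 17 rose and 1 fell in *35S::SLIM1 #17* and 20 rose and 1 fell in *#25* (17 higher and 1 lower in *#17* and 21 higher and 1 lower in *#25* adjusted over the list alone), with medians of 1.17 and 2.39 (camera adjusted p = 1.32e-05, adjusted p = 0.586 with an estimated correlation in *#17*; camera adjusted p = 5.02e-14, adjusted p = 0.420 with an estimated correlation in *#25*). In *slim1-cr* 5 fell. For defence, 16 of 21 salicylate and immunity genes fell in *slim1-cr* at 37 DAS, such as *PR1*, a secreted defence protein gene, at -3.04 (SE 0.69), and *ALD1*, an enzyme gene of pipecolic acid synthesis, at -3.29 (SE 0.69), and in the lines 3 of 21 rose and 3 fell in *#17* and 7 of 21 rose and the other 14 did not pass in *#25*. For *slim1-cr* the list test gave camera adjusted p = 7.49e-14, adjusted p = 0.586 with an estimated correlation. The flower organ marker level, which shares the day with these genes, was 2.33, 0.24 and 0.76 in the Col-0 libraries, -0.033, 1.96 and 0.060 in *slim1-cr*, 1.09, 1.42 and 1.44 in *#17* and 0.95, 1.83 and 1.66 in *#25* (mean log2 CPM). Not called with 1 library fewer were *PR1* and *ALD1* in *slim1-cr* at 37 DAS without Col-0 2 or 3 or *slim1-cr* 1 or 3 (log2FC -2.60 to -3.47). Counts that moved with 1 library were the 5 lower touch and wound genes of *slim1-cr* at 37 DAS (0 to 3 without Col-0 2 or *slim1-cr* 1, 2 or 3), the 16 lower salicylate genes of *slim1-cr* at 37 DAS (0 to 8 without Col-0 2 or 3 or *slim1-cr* 1 or 3) and the 7 higher salicylate genes of *#25* at 37 DAS (4 without Col-0 3).

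**Figure D5:**
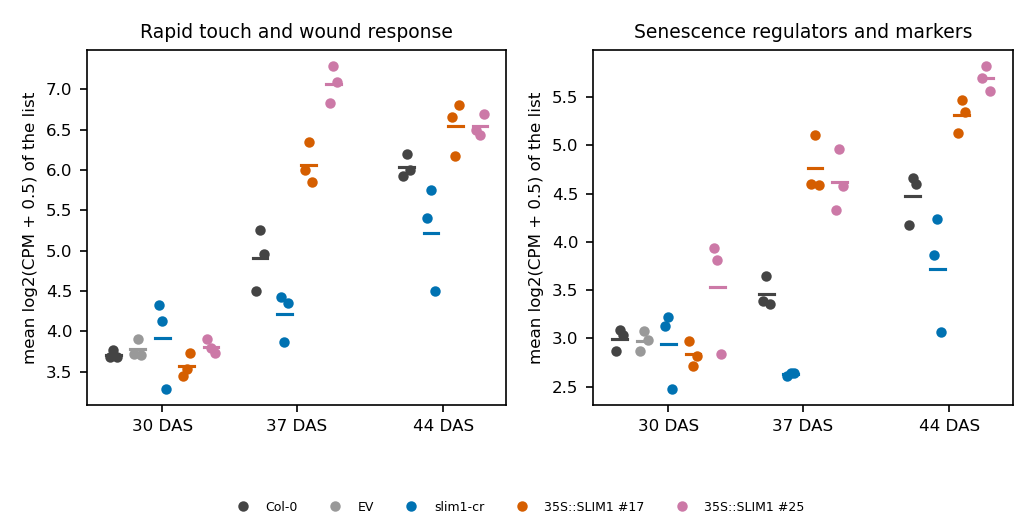
Mean log2(CPM + 0.5) over the genes of each list per library, by genotype and day, for rapid touch and wound genes and for senescence regulators and markers; each point is 1 library and each short line is the mean of 3.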

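Genes of these stress terms include *ZAT12*, a zinc finger gene of oxidative stress, and *CML37*, a calmodulin-like gene of wounding, with log2FC of 1.02 (SE 0.20), 2.65 (SE 0.21) and -0.88 (SE 0.20) and 1.18 (SE 0.29), 2.79 (SE 0.30) and -1.75 (SE 0.31) in *35S::SLIM1 #17*, *#25* and *slim1-cr* at 37 DAS (n = 3 libraries per group). The calmodulin-like touch gene *TCH3* had 1.60 (SE 0.16), 1.55 (SE 0.16) and -0.79 (SE 0.16). Of 71 genes the study lists under the 6 terms, 36 were higher in both lines and lower in *slim1-cr* in edgeR, and *MYC5* was the reverse. Upstream of the 71, SURE was found for 50, TEBS for 15 and EBM for 3. These are 70.4%, 21.1% and 4.23%, against 72%, 24.6% and 5.92% of all tested genes. The 71 genes were chosen by the study on these libraries and are not independent evidence. Calls that depended on 1 library were *ZAT12*, *CML37* and *TCH3* in *slim1-cr* at 37 DAS without 1 or more of Col-0 2 and 3 and *slim1-cr* 1, 2 and 3 (log2FC *ZAT12* -0.73 to -0.94, *CML37* -1.65 to -1.85, *TCH3* -0.69 to -0.93).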

Promoter analysis of the 149 genes annotated to the six GO terms mentioned above revealed that one promoter has the SLIM1 enriched binding motif (O’Malley et al., 2016) and two promoters contain SURE elements [*DIN2* (*AT3G60140*) and *CHIA* (*AT5G24090*)]. Since 35S::SLIM1 lines develop and senescence faster, we performed promoter analysis for the genes belonging to GO:1900057 positive regulation of leaf senescence. 

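The senescence activator *NAC6* and the acyl hydrolase gene *SAG101* are among the 6 genes that the study lists for its leaf senescence term, as is *DA1*. The study chose the 6 on these libraries for their opposite directions, so they are not independent evidence. All 3 rose in both overexpressors and fell in *slim1-cr* at 37 DAS (n = 3 libraries per group, edgeR). Of the 6 genes, 4 had SURE, 1 had TEBS and 0 had EBM in the 1000 bases upstream on either strand. These are 66.7%, 16.7% and 0%, against 72%, 24.6% and 5.92% of all tested genes. With 6 genes these shares are too coarse to tell whether the motifs mark them, and no test was made.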

None of the 18 genes annotated to this term contain known SLIM1 binding sites in their promoters. Taken together, the promoter analysis suggests that most of the genes in the selected over-represented GO terms and KEGG pathways are unlikely to be regulated directly by SLIM1 binding to their promoters.

## 4 Discussion

SLIM1 is an ethylene insensitive 3-like (EIL) family TF that plays an important role in the transcriptional response to −S (Maruyama-Nakashita et al., 2006; Wawrzyńska and Sirko, 2014; Rakpenthai et al., 2022; Apodiakou and Hoefgen, 2023), to arsenic (Jobe et al., 2021), and to cadmium (Yamaguchi et al., 2020) in *A. thaliana*. However, *SLIM1* has not been well studied in the context of sufficient nutrient/unstressed conditions. We grew *A. thaliana* Col-0, *EV, slim1-cr*, and multiple T2 generation *35S::SLIM1* lines in soil under long-day conditions and monitored their growth for 7 weeks (to 51 DAS). We found that the plants overexpressing *SLIM1* have 1.5- to 3-fold greater rosette area across a wide developmental window (**Figure 1C**). Additionally, late in development *35S::SLIM1* leaves have chlorotic tips, a sign of senescence onset (Watanabe et al., 2013), have darker and purplish pigmentation, and are more curled compared to the control lines (**Figure 2A**). Pigments such as anthocyanins and chlorophylls were found to be altered in *35S::SLIM1* rosettes compared to the controls at this late time point (**Figures 2B**, **3D**). Degradation of chlorophyll (Hörtensteiner, 2006; Gao et al., 2016), decline of photosynthesis (Masclaux-Daubresse et al., 2010; Lichtenthaler, 2012; Tamary et al., 2019), and accumulation of anthocyanins (Hoch et al., 2001; Diaz et al., 2006; Liu et al., 2018) are hallmarks of the early stages of leaf senescence, suggesting that *35S::SLIM1* lines enter senescence earlier than controls. It has been shown via yeast 1 hybrid that SLIM1 binds to the promoter of *PAP1/MYB75* and as a result promotes anthocyanin accumulation under –S, while anthocyanin content in *slim1-cr* is similar under S-deficient and S-sufficient conditions (Wawrzyńska et al., 2022). These data, in combination with the transcripts of *PAP1/MYB75* in *35S::SLIM1* (**Figure 2D**) and the anthocyanin and flavonoid accumulation in *35S::SLIM1* (**Figures 2B, C**), suggest that while SLIM1 may not be necessary for normal anthocyanin accumulation during senescence or S-deficient conditions, higher levels of SLIM1 promote anthocyanin production by directly regulating *PAP1/MYB75*. Moreover, the earlier bolting in *35S::SLIM1* is an indication that *35S::SLIM1* plants transition earlier into the reproductive phase, demonstrating accelerated development. The transition from the vegetative to the reproductive phase is tightly linked to senescence (Balazadeh et al., 2008; Hinckley and Brusslan, 2020).

*35S::SLIM1* plants have greatly increased rosette area throughout the vegetative growth phase (**Figures 1B, C**). Epidermis images revealed that the size (surface area) of epithelial cells was unaltered in *35S::SLIM1* genotypes compared to controls (**Supplementary Figures S2D, E**), indicating that the larger rosette area in *35S::SLIM1* plants is not due to the increased epithelial cell size. Leaf growth is affected by a sequence of linked processes, such as cell proliferation, meristemoid division, and cell expansion (Gonzalez et al., 2012). Differential regulation of cell proliferation during leaf growth can affect final leaf size. Genes involved in cell proliferation were analyzed for differential expression in our RNA-seq dataset (**Supplementary Figure S2F**, **Supplementary Table S1**). While a substantial number of cell proliferation genes were found to be differentially expressed in *35S::SLIM1*, overall, the differences relative to Col-0 were concentrated at the later time points (37 and 44 DAS), and therefore cannot explain the consistently larger leaves in *35S::SLIM1* lines from at least 16 DAS (**Figure 1C**). 

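Cell cycle genes fell in both overexpressors at 44 DAS. *CYCB1;1*, a mitotic cyclin gene, had log2FC of -0.29 (SE 0.18) and -0.36 (SE 0.18) at 30 DAS in *35S::SLIM1 #17* and *#25*, neither past the test, -1.27 (SE 0.37) and -0.48 (SE 0.36) at 37 DAS, of which the first passed, and -1.99 (SE 0.55) and -2.52 (SE 0.57) at 44 DAS, which both passed (n = 3 libraries per group). *ANT*, an AP2 factor that prolongs organ growth, fell at 44 DAS by 1.95 (SE 0.46) and 2.36 (SE 0.47) on the log2 scale, and *ARGOS*, an auxin-induced growth gene, by 3.33 (SE 0.27) and 3.36 (SE 0.27). At 44 DAS 14 of 14 fell in *#17*, and 14 fell in *#25* (0 higher and 14 lower in *#17* and 0 higher and 14 lower in *#25* adjusted over the list alone; camera adjusted p = 1.36e-04, adjusted p = 0.737 with an estimated correlation in *#17*; camera adjusted p = 5.62e-05, adjusted p = 0.727 with an estimated correlation in *#25*). At 37 DAS 7 of 14 fell and the other 7 did not pass in *#17* and 0 of 14 passed in edgeR (0 higher and 0 lower at an unadjusted p under 0.05, 0 and 0 in DESeq2) in *#25*. At 30 DAS 0 of 14 passed in edgeR (0 higher and 3 lower at an unadjusted p under 0.05, 0 and 2 in DESeq2) in *#17* (0 higher and 2 lower adjusted over the list alone, median log2FC -0.23; camera adjusted p = 0.0135, adjusted p = 0.737 with an estimated correlation). In *#25* at 30 DAS 4 of 14 fell and the other 10 did not pass (0 higher and 11 lower over the list alone, median log2FC -0.41; camera adjusted p = 2.91e-07, adjusted p = 0.586 with an estimated correlation). In the list of leaf growth regulators, 3 of 22 rose and 8 fell in *#17* and 3 rose and 9 fell in *#25* at 44 DAS (3 higher and 8 lower in *#17* and 4 higher and 9 lower in *#25* adjusted over the list alone; camera adjusted p = 0.618 in *#17*; camera adjusted p = 0.230 in *#25*). For this list at 30 DAS 1 of 23 fell and the other 22 did not pass in *#17* (0 higher and 0 lower over the list alone; camera adjusted p = 0.00135, adjusted p = 0.621 with an estimated correlation), and 1 of 23 rose and 1 fell in *#25* (1 higher and 5 lower; camera adjusted p = 0.119). The same list in *EV* had a median log2FC of 0.156 (camera adjusted p = 0.00111, adjusted p = 0.621 with an estimated correlation). No sample earlier than 30 DAS was sequenced, and the study's own cell proliferation set was not used here. With 1 library left out, the test did not pass for *CYCB1;1* in *#17* at 44 DAS without Col-0 1 (log2FC -1.44) and *CYCB1;1* in *#17* at 37 DAS without Col-0 1 or *#17* 1 or 2 (-0.996 to -1.22). Without 1 library the counts changed for the 14 lower cell cycle genes of *#17* at 44 DAS (7 without Col-0 1), the 7 lower cell cycle genes of *#17* at 37 DAS (3 to 14 without Col-0 1 or *#17* 1, 2 or 3) and the 8 lower leaf growth genes of *#17* at 44 DAS (4 to 5 without Col-0 1 or *#17* 1 or 2). With the flower organ marker level as a covariate the 7 lower cell cycle genes of *#17* at 37 DAS were 11 and the 8 lower leaf growth genes of *#17* at 44 DAS were 5. The 7 lower cell cycle genes of *#17* at 37 DAS were 4 without the libraries highest in flower organ markers.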

In Arabidopsis, the extent of cell division of the leaf primordium founder cells can also affect the final leaf size through differences in cell number (Vercruysse et al., 2021). It may be that an important cause of larger rosettes in *35S::SLIM1* plants can be traced back to differences in these primordium founder cells.

SLIM1 is a key regulator of sulfur deficiency responses, and sulfur metabolism directly impacts redox regulation, which may contribute to the plant development and leaf area phenotypes observed in the *35S::SLIM1* lines (**Figures 1**–**3**). Therefore, we assessed whether *35S::SLIM1* plants have altered sulfur metabolism in the sufficient sulfur conditions used in our study. Over-representation analysis of class 1 SLIM1-regulated genes did not identify any GO terms or KEGG pathways related to sulfur metabolism (**Figure 6**), suggesting that sulfur metabolism is not broadly regulated on the transcriptional level by SLIM1 under our sulfur-sufficient experimental conditions. This is similar to the recent finding that the majority of genes involved in sulfur metabolism/assimilation are not differentially expressed in *eil3/slim1* mutant under sulfur-sufficient conditions (Dietzen et al., 2020). Moreover, the sulfate content in *35S::SLIM1* plants was very similar to Col-0 and *EV* at all time points tested (**Supplementary Figure 4A**). Cysteine levels tended to be higher in *35S::SLIM1* lines than Col-0, but were only consistently statistically different at 30 DAS (**Supplementary Figure 4B**). Glutathione is an important S-containing redox buffering compound (Joshi et al., 2019), and it is thought to play an important role in regulating plant development (Rouhier et al., 2015). Like cystine, glutathione tended to be higher in *35S::SLIM1* plants but is only consistently and clearly accumulated at 30 DAS. However, at this time point, glutathione was elevated in both *slim1-cr* and *35S::SLIM1* plants (**Supplementary Figure 4B**), so it is unlikely to be a major contributor to the early bolting phenotype observed in the *35S::SLIM1* lines (**Figure 3A**) or directly related to the consistently greater size of *35S::SLIM1* plants across our 4-week time course (**Figure 1B**). Another major pool of organic sulfur in Arabidopsis is glucosinolates. *35S::SLIM1* lines did not exhibit consistently altered glucosinolate levels relative to controls (**Supplementary Figure 4D**), and at 30 DAS and 37 DAS, glucosinolate levels were similar in *slim1-cr* and *35S::SLIM1* lines. 

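*LSU1* and *LSU3*, marker genes of low sulfur, were higher in *slim1-cr* and in both overexpressors at 37 DAS. *LSU1* had log2FC of 4.38 (SE 0.29, adjusted p = 1.28e-05) in *35S::SLIM1 #17* and 4.51 (SE 0.29, adjusted p = 7.27e-06) in *#25*, and 4.42 (SE 0.29, adjusted p = 7.76e-05) in *slim1-cr* (n = 3 libraries per group). *LSU3* had 3.83 (SE 0.21), 3.44 (SE 0.20) and 4.05 (SE 0.21) in *35S::SLIM1 #17*, *#25* and *slim1-cr*, and *SDI1*, a repressor of glucosinolate synthesis under low sulfur, 1.89 (SE 0.59), 1.98 (SE 0.59) and 1.16 (SE 0.59). *APR1* of sulfate reduction had 1.46 (SE 0.25), 1.19 (SE 0.25) and 1.66 (SE 0.25). At 30 DAS *LSU3* had 1.66 (SE 0.36), 1.23 (SE 0.36) and 3.61 (SE 0.37) and *GGCT2;1*, a glutathione degradation gene, 1.63 (SE 0.23), 2.01 (SE 0.23) and 3.19 (SE 0.24) in the same order. Of 14 sulfur deficiency markers at 37 DAS, 11 rose and the other 3 did not pass in *#17*, 10 rose in *#25* and 7 in *slim1-cr* (11 higher and 0 lower, 11 higher and 0 lower and 9 higher and 1 lower adjusted over the list alone). At 30 DAS 6 rose in *slim1-cr*, and 2 rose in each line. At 44 DAS 9 rose and 3 fell in *#17*, 9 rose and 2 fell in *#25* and 7 rose and 1 fell in *slim1-cr*. At 37 DAS the list had camera adjusted p = 3.40e-06, adjusted p = 0.586 with an estimated correlation in *#17*, camera adjusted p = 2.72e-07, adjusted p = 0.586 with an estimated correlation in *#25*, and camera adjusted p = 3.90e-09, adjusted p = 0.577 with an estimated correlation in *slim1-cr*. Of 34 sulfate transport and assimilation genes, 11 rose and 3 fell in *#17*, 6 rose and 3 fell in *#25* and 7 rose in *slim1-cr* at 37 DAS. The high-affinity root transporter gene *SULTR1;2* had 1.48 (SE 0.17), 1.06 (SE 0.17) and 0.65 (SE 0.17). The study's own sulfur gene set was not used here. Less certain are the calls of *SDI1* in *#17* at 37 DAS without Col-0 2 or 3 or *#17* 1 or 2 (log2FC 1.47 to 2.12), *SDI1* in *#25* at 37 DAS without Col-0 2 or 3 or *#25* 2 or 3 (1.55 to 2.20), *APR1* and *SULTR1;2* in *slim1-cr* at 37 DAS without 1 or more of Col-0 1, 2 and 3 and *slim1-cr* 1, 2 and 3 (*APR1* 1.46 to 1.64, *SULTR1;2* 0.54 to 0.71) and *LSU3* in *#17* at 30 DAS without Col-0 1 or 3 or *#17* 1 or 2 (1.50 to 1.75). The processing decided the call of *SULTR1;2* in *slim1-cr* at 37 DAS (library size alone or no count filter). 1 library moved the 7 higher sulfur marker genes of *slim1-cr* at 37 DAS (4 without Col-0 2 or *slim1-cr* 1 or 3), the 7 higher sulfate genes of *slim1-cr* at 37 DAS (1 to 3 without Col-0 2 or 3 or *slim1-cr* 1, 2 or 3) and the 7 higher sulfur marker genes of *slim1-cr* at 44 DAS (3 to 4 without Col-0 2 or 3 or *slim1-cr* 1).

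**Figure D6:**
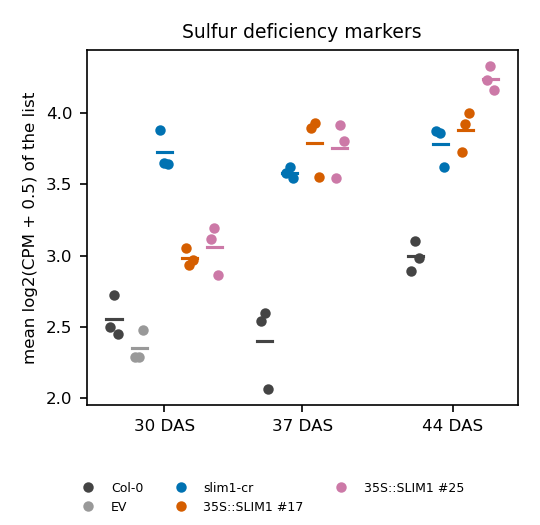
Mean log2(CPM + 0.5) over the sulfur deficiency markers per library, by genotype and day; each point is 1 library and each short line is the mean of 3.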

Transcripts of the majority of sulfate assimilation pathway, sulfate transporters, and OAS-cluster genes are regulated similarly in *slim1-cr* and *35S::SLIM1* lines (**Supplementary Figure 4E**). Taken together, these data suggest that overexpression of SLIM1 TF in our sulfur-sufficient growth conditions does not strongly affect sulfur metabolism.

SLIM1 has been shown to regulate genes involved in ROS/redox signaling functional categories under S-sufficient conditions (Dietzen et al., 2020), and redox regulation plays a role in plant growth and developmental transitions. Therefore, we analyzed the expression pattern of 56 genes annotated as (cellular) response to ROS (GO:0000302 and GO:0034614), response to redox state (GO:0051775), and antioxidant activity (GO:0016209) at the three time points in our RNA-seq experiment (**Supplementary Figure 4F**). At 30 DAS, when approximately 60% of *35S::SLIM1* plants but less than 25% of *slim1-cr* and control plants have visibly bolted (**Figure 3A**), only one gene in the ROS/redox related set, *COR78* (AT5G52310), appears to be regulated by SLIM1. 

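*COR78* (AT5G52310, chromosome 5, 21240717 to 21243644), a drought and cold protein gene, had 27.9 ± 1.77 CPM (SD, n = 3 libraries) in Col-0 and 215 ± 71.5 and 265 ± 87.8 CPM in *35S::SLIM1 #17* and *#25* at 30 DAS. The log2FC were 2.94 (SE 0.34, adjusted p = 0.00115) in *35S::SLIM1 #17* and 3.25 (SE 0.35, adjusted p = 7.01e-04) in *#25*, and 0.54 (SE 0.32, adjusted p = 0.343) in *slim1-cr*. Other cold genes rose with it, such as *LTI30*, a dehydrin gene, at 2.20 (SE 0.42) and 3.09 (SE 0.43), and the cold factor genes *CBF1* and *CBF3* at 1.97 (SE 0.39) and 1.84 (SE 0.39) and at 1.91 (SE 0.30) and 1.695 (SE 0.30). Of 12 cold and drought genes, 8 rose in *#17* and 9 in *#25* at 30 DAS (12 higher and 0 lower in *#17* and 12 higher and 0 lower in *#25* adjusted over the list alone; camera adjusted p = 8.60e-12, adjusted p = 0.526 with an estimated correlation in *#17*; camera adjusted p = 7.49e-14, adjusted p = 0.526 with an estimated correlation in *#25*), and 2 rose in *slim1-cr*. Calls ended for *LTI30* and *CBF1* in *#17* at 30 DAS without 1 or more of Col-0 2 and *#17* 2 (log2FC 1.85 to 2.15) and *CBF1* in *#25* at 30 DAS without Col-0 2 or 3 or *#25* 1 or 2 (1.63 to 1.83). Leaving out 1 library changed the 8 higher cold and drought genes of *#17* at 30 DAS (4 without Col-0 2).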

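*ERF6* (AT4G17490, chromosome 4, 9752824 to 9754161), an ethylene response factor gene of stress responses, had log2FC of 2.13 (SE 0.23, adjusted p = 1.60e-04) in *35S::SLIM1 #17* and 4.07 (SE 0.25, adjusted p = 5.41e-06) in *#25*, and 0.24 (SE 0.23, adjusted p = 0.526) in *slim1-cr* (n = 3 libraries per group). *DOX1*, an alpha-dioxygenase gene of lipid oxidation, had 3.82 (SE 0.83, adjusted p = 0.00585) in *35S::SLIM1 #17* and 3.33 (SE 0.82, adjusted p = 0.0148) in *#25*, and -1.19 (SE 0.91, adjusted p = 0.421) in *slim1-cr*. *SDA1*, a small protein gene induced by stress, rose by 2.02 (SE 0.18) and 2.17 (SE 0.18) and fell in *slim1-cr* by 0.71 (SE 0.18) on the log2 scale. *SAG21*, a mitochondrial LEA protein gene, had 1.98 (SE 0.24) and 1.49 (SE 0.24) in the lines and -0.75 (SE 0.23, adjusted p = 0.0825) in *slim1-cr*. *HSFA4A*, a heat shock factor gene of oxidative stress, had 0.85 (SE 0.14) and 1.85 (SE 0.15) in the lines and -0.59 (SE 0.14) in *slim1-cr*. In edgeR *SDA1* and *HSFA4A* passed in opposite directions, and all 5 rose in both lines. Also uncertain are the calls of *DOX1* in *#25* at 37 DAS without Col-0 3 (log2FC 2.92) and *SDA1* and *HSFA4A* in *slim1-cr* at 37 DAS without Col-0 1 or 2 or *slim1-cr* 1, 2 or 3 (-0.47 to -0.76). *SAG21* passed in *slim1-cr* at 37 DAS without Col-0 3 (log2FC -0.99).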

By 37 DAS, *35S::SLIM1* plants show some transcriptional signs of having entered developmental senescence (**Figure 3B**), and five genes (AT4G17490, AT3G01420, AT1G19020, AT4G02380, and AT4G18880) show differential expression patterns consistent with positive regulation by SLIM1. Among these five, *SDA1* (AT1G19020) was also found to be differentially expressed under sulfur-sufficient conditions in *eil3* (Dietzen et al., 2020). Several ERF transcription factors have been previously shown to be differentially regulated in *eil3* under S-sufficient conditions, but not the specific ERF found in our RNA-seq experiment, *ATERF6*. By 44 DAS, *35S::SLIM1* plants show some visible signs of senescence and many expression changes in PAGs and SAGs (**Figures 3B, C**). Among the ROS/redox-related genes, more show clear expression patterns consistent with SLIM1 regulation at 44 DAS than at earlier time points. This may be due to the strong link between ROS and plant aging/senescence (Pole et al., 2016).

Given the purple/pink pigmented phenotype (**Figure 2A**) and earlier bolting time (**Figure 3A**) in *35S::SLIM1* lines, we suspected that *35S::SLIM1* plants may develop faster and enter developmental senescence earlier. The first physiological processes affected during senescence are chloroplast function (Masclaux, 2000) and photosynthesis (Guo et al., 2004; Gregersen et al., 2013; Thomas, 2013). PAGs (Hye et al., 2004; Hörtensteiner, 2006; Gao et al., 2012; Motohashi et al., 2012; Thomas, 2013; Liang et al., 2019), known to be downregulated during leaf senescence, are downregulated in *35S::SLIM1* compared to Col-0 (**Figure 3C**), and to a lesser extent induced in *slim1-cr*. PAGs downregulation is consistent with the decline in the total chlorophyll content between 37 DAS and 44 DAS (**Figure 3D**). GO terms related to photosynthesis, chlorophyll, and chloroplast are overrepresented in class 1 genes negatively regulated by SLIM1 (**Figure 6**) at 44 DAS. Expression of PAGs is known to be negatively correlated with expression of SAGs (Buchanan-Wollaston et al., 2005; Lichtenthaler, 2012). SAGs (Hye et al., 2004; Li et al., 2012; Wu et al., 2012; Sakuraba et al., 2014; Hsu et al., 2022) and/or autophagy genes (Sakuraba et al., 2014) are known to accumulate during leaf senescence. SAGs are induced in *35S::SLIM1* (**Figure 3B**), indicating that *35S::SLIM1* has entered developmental senescence earlier than the other genotypes.

The characteristic phenotype with the purple/pink pigmentation observed in *35S::SLIM1* plants (**Figure 2A**) directed our interest to identify genes that are most likely regulated directly by SLIM1 (**Table 2**). 

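*ABCC2* (AT2G34660, chromosome 2, 14602470 to 14612565), a vacuolar transporter gene of conjugated compounds, had 72.1 ± 5.61 CPM (SD, n = 3 libraries) in Col-0, 127 ± 12.3 CPM in *35S::SLIM1 #17* and 131 ± 13.9 CPM in *#25* at 44 DAS. The log2FC from edgeR were 0.81 (SE 0.11, adjusted p = 2.59e-04) in *35S::SLIM1 #17* and 0.86 (SE 0.11, adjusted p = 1.38e-04) in *#25*. In *slim1-cr* it was -0.36 (SE 0.11, adjusted p = 0.0526), from 56.1 ± 1.77 CPM. *ABCC2* passed in *slim1-cr* at 44 DAS without Col-0 1 or *slim1-cr* 2 (log2FC -0.38 to -0.42).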

*ABCC2* (*AT2G34660*) is a class 1 gene at 44 DAS, which is positively regulated by SLIM1 and is a SLIM1&DAP-seq target (O’Malley et al., 2016). ABCC2 is an ABC transporter, specifically an anthocyanin transporter, and is involved in the vacuolar transport of acylated anthocyanins at the vegetative stage (Behrens et al., 2019; Dean et al., 2022). Anthocyanins, after they are synthesized in the cytoplasm, are modified (methylated, glycosylated, or acylated), and are sequestered in vacuoles where the environment is acidic. As a result, oxidation of the anthocyanins is prevented and they are stabilized to function as pigments (Dean et al., 2022). *ABCC2* induction in *35S::SLIM1* suggests increased flux of anthocyanins from the cytoplasm into the vacuole where they are stabilized. Furthermore, *EIN3* transcripts have been shown to accumulate during leaf senescence and constitutive overexpression of *EIN3* accelerates leaf senescence, while leaf senescence is delayed in *ein3* mutants (Li et al., 2013; Kim et al., 2014). EIN3 positively regulates leaf senescence through *NAC6* and *NAP* activation (Kim et al., 2014). 

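*EIN3* (AT3G20770, chromosome 3, 7260429 to 7263384), the ethylene signalling factor related to SLIM1, had 336 ± 25.3 CPM (SD, n = 3 libraries) in Col-0 at 44 DAS. Its log2FC there were 0.015 (SE 0.13, adjusted p = 0.936) in *35S::SLIM1 #17* and -0.17 (SE 0.13, adjusted p = 0.317) in *#25*, and -0.35 (SE 0.13, adjusted p = 0.0904) in *slim1-cr*. At 37 DAS they were 0.28 (SE 0.10, adjusted p = 0.0489) in *35S::SLIM1 #17* and -0.023 (SE 0.10, adjusted p = 0.904) in *#25*, and -0.38 (SE 0.10, adjusted p = 0.0558) in *slim1-cr*. At 37 DAS *#25* compared with *#17* had a log2FC of -0.31 for *EIN3* (adjusted p = 0.0828). The call was lost for *EIN3* in *#17* at 37 DAS without Col-0 1 or 3 or *#17* 1 or 2 (log2FC 0.20 to 0.30). Other processing ended the call of *EIN3* in *#17* at 37 DAS (library size alone or no count filter). *EIN3* passed in *slim1-cr* at 37 DAS without Col-0 1 (log2FC -0.46), *EIN3* passed in *slim1-cr* at 44 DAS without *slim1-cr* 2 (-0.43) and *EIN3* passed in *#25* against *#17* at 37 DAS without *#17* 3 (-0.36).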

*NAC6* and *NAP* were also upregulated in the *35S::SLIM1* lines, but *EIN3* is not induced relative to Col-0 (**Figure 3B**). Therefore, the early senescence phenotype in *35S::SLIM1* is not mediated by *EIN3* induction. EIN3 can form a heterodimer with SLIM1, which inhibits SLIM1 binding to DNA (Wawrzyńska and Sirko, 2016) but the levels of SLIM1 protein in the *35S::SLIM1* lines may be high enough that sufficient SLIM1 remains unbound to EIN3 and is thereby free to bind gene promoters. Therefore, SLIM1 can now positively regulate, directly or indirectly, *NAC6* and *NAP1*.

NO_3_^−^ content in *35S::SLIM1* is lower than in the controls in the early time points, and it decreases more than the controls do as the plants age (**Figure 4A**). Transporters such as *NRT1;5*, a long-distance root-to-shoot transporter (Chen et al., 2021), and *NRT1;7*, a source-to-sink transporter (Fan et al., 2009) and a class 1 SLIM1-regulated gene, are upregulated in *35S::SLIM1* at 44 DAS. Taken together, these data are preliminary indications that NO_3_^−^ may be undergoing remobilization to the sink organs earlier than in Col-0 due to senescence. Additionally, *NRT2;5*, which is induced under N-starvation conditions, is 26-fold upregulated in *35S::SLIM1* (**Figure 4B**) at a time point when NO_3_^−^ content in the *35S::SLIM1* rosette is extremely low (**Figure 4A**). Also at 44DAS, six of the nine *NLP* TFs in Arabidopsis, which are considered key TFs in NO_3_^−^ sensing and the NO_3_^−^ signaling pathway (Krapp, 2015; Mu and Luo, 2019), are induced in both *35S::SLIM1* lines compared to the control lines (**Figure 4B**). *NLPs* are induced when the plants grow under chronic NO_3_^−^ starvation (Krapp, 2015; Luo et al., 2021). The *NLP* expression data (**Figure 4B**) are consistent with the low NO_3_^−^ content detected in *35S::SLIM1* (**Figure 4A**).

In addition to genome-wide *in vitro* SLIM1 binding data (DAP-seq), multiple studies have identified motif sequences that are involved in SLIM1-mediated gene regulation under −S (Wawrzyńska and Sirko, 2016; Rakpenthai et al., 2022), including the SURE, TEBS, and UPE-box. Recently, it has been shown that SURE *cis*-regulatory element(s) are important for SLIM1 binding to the promoters of *SDIs in vitro* (Rakpenthai et al., 2022) and are important for induction of –S responsive genes that repress glucosinolate biosynthesis in Arabidopsis (Aarabi et al., 2016). Notably, all 12 of the genes with class 1 differential expression behavior here in unstressed conditions that were also identified as SLIM1 binding targets by DAP-seq have SURE element(s) in their promoter. In total, 19 class 1 genes were found to contain SURE element(s) and/or TEBS in their promoter sequences (**Table 2**). Taken together, these data indicate that SLIM1 binding to a gene promoter is unlikely to depend on a single particular *cis*-regulatory element or motif. Furthermore, SLIM1 binding to promoters might also depend on PPI with other trans-acting transcriptional regulators and with chromatin at potential target genes. PPI and the post-translational modifications that influence them are often tissue-, development-, and condition-dependent. For instance, SLIM1 DNA binding is inhibited by heterodimer formation with EIN3 (Wawrzyńska and Sirko, 2016). In Col-0, *EIN3* is induced during senescence (Li et al., 2013; Kim et al., 2014), while *SLIM1* expression remains stable (Van Der Graaff et al., 2006). Perhaps EIN3:SLIM1 complex formation reduces SLIM1 binding to PAG promoters, thereby slowing down senescence. Twenty PAGs (**Figure 3C**) are class 1 genes and five PAGs*, LHCA2, LHCA3, LHCA4, SIGF*, and *PTAC14*, contain SLIM1 enriched binding motifs (from DAP-seq). For the complete motif analysis from Plant Regulomics, please see **Supplementary Table S4**.

## 5 Conclusions

In this study, we show that overexpression of *SLIM1* in Arabidopsis results in plants with larger rosettes and earlier maturity. Shorter time to maturity is an important trait to farmers because it reduces exposure to various environmental stresses, such as heat and drought at the end of the growing season. Moreover, faster crop maturation can allow farmers to plant additional crops in the same field in the same growing season. Increased leaf area may benefit farmers as well by increasing photosynthetic efficiency and suppressing weeds without the use of additional herbicides. We look forward to future studies that will test whether overexpression of *SLIM1* paralogs in crop species results in the same beneficial phenotypes that we observe here in Arabidopsis.

It is not possible with the available data to determine precisely how many of the 1,731 class 1 genes identified in this study are directly regulated by SLIM1 via promoter binding *in vivo*. However, the fact that only 7 class 1 genes contain SURE elements in their promoter and 307 contain the DAP-seq SLIM1 enriched binding motif suggests that the expression of most class 1 genes is regulated by SLIM1 indirectly in our system. Direct modulation of expression by overexpressed SLIM1 triggers further gene expression responses in a pleiotropic manner; it eventually affects many genes and hence steers a variety of physiological responses. Post-translational modifications and PPI are likely important for *SLIM1* function. For future research, attention should be paid to identify new SLIM1 protein interaction partners and post-translational modifications on SLIM1 protein that contribute to the growing list of gene regulatory functions of SLIM1.

## Data availability statement

The RNA-seq data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus (Edgar et al., 2002) and are accessible through GEO Series accession number GSE243846 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE243846). These data include the clean read FASTQ files for each sample, the raw read count per gene table (**Supplementary Data Sheet S1**), and the normalized read count per gene table (**Supplementary Data Sheet S2**).

## Author contributions

AA: Formal analysis, Investigation, Project administration, Validation, Writing – original draft, Writing – review & editing. SA: Investigation, Writing – review & editing. RH: Conceptualization, Funding acquisition, Project administration, Supervision, Writing – review & editing. SW: Data curation, Formal analysis, Supervision, Visualization, Writing – review & editing.

# Supplementary material for: Overexpression of SLIM1 transcription factor accelerates vegetative development in Arabidopsis thaliana
**Source:** Front Plant Sci. 2024 Mar 20;15:1327152. doi: 10.3389/fpls.2024.1327152
**Supplement:** Supplementary file 4

Methods S1: primers and qPCR methods

primer sequences

primer name	primer sequence (5' to 3')
Attb1 - SLIM1	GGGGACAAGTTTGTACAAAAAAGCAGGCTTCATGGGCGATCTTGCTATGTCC
Attb2 – SLIM1	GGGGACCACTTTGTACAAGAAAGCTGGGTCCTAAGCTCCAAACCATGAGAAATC
prom35S F	ACGCACAATCCCACTATCCTTC
SLIM1 R1	CTAAGCTCCAAACCATGAGAAATC
SLIM1 R2	CTGAGGCAACTCACTCCCTG
SLIM1 qPCR F *	ATCCGTTGGAGAAAGGGACG
SLIM1 qPCR R *	GGCTTTTAGGCAGACCGAGT
UBQ10 qPCR F	GGCCTTGATAATCCCTGATGAATAAG
UBQ10 qPCR R	AAAGAGATAACAGGAACGGAAACATAGT
Hyg qPCR F	GTGCTTTCAGCTTCGATGTAG
Hyg qPCR R	GAAGAACAGCGGGCAGTTCGG
Hyg probe	GTGCTTGACATTGGGGAGTTCAG
GI qPCR F	TTCTTCTGCGGGCAACTGAT
GI qPCR R	TCGACCACTGCTAGTCCAGA
GI probe	GAGCTACTTGAAGCCACGGCAAGAG

* Primers annealing on the SLIM1 deleted 5 prime end CDS (F) and on the CDS next to the deletion 3 prime end. This set of primers was used in order to produce the Figure 1a.

qRT-PCR reaction preparation

component	volume
cDNA sample (1:9)	0.5 µl
SYBR Green PCR Master Mix	2.5 µl
Primer mix (F + R) 1µM	2 µl

PCR program for qRT-PCR

Initialization (95°C) was followed by denaturation cycles (95°C) and primer annealing (60°C).

RT-PCR cycle
50 °C 2'
95 °C 10'
95 °C 15''
**X 40**
60 °C 30''
95 °C 15''
60 °C 15'' -> 95 °C 15'' (Dissociation stage)

TaqMan reaction preparation

component	volume
2x TaqMan Universal PCR Master Mix	5 µl
Hyg qPCR F (10µM)	0.5 µl
Hyg qPCR R (10µM)	0.5 µl

Hyg probe (2μM)	0.5 μl
GI qPCR F (10μM)	0.5 μl
GI qPCR R (10μM)	0.5 μl
GI probe (2μM)	0.5 μl
DNA sample (100 ng/μl)	0.5 μl
ddH2O	1.5 μl

PCR program for TaqMan

RT-PCR cycle
50 °C 2'
95 °C 2'
95 °C 15''
**X 40**
60 °C 30''
95 °C 15''
60 °C 30'' -> 95 °C 15'' (**Dissociation stage**)

# Supplementary material for: Overexpression of SLIM1 transcription factor accelerates vegetative development in Arabidopsis thaliana
**Source:** Front Plant Sci. 2024 Mar 20;15:1327152. doi: 10.3389/fpls.2024.1327152

Supplementary Figure 1: photo of rosettes at 37 DAS and 44 DAS

Photo of representative rosettes at 37 DAS (A) and 44 DAS (B).

A

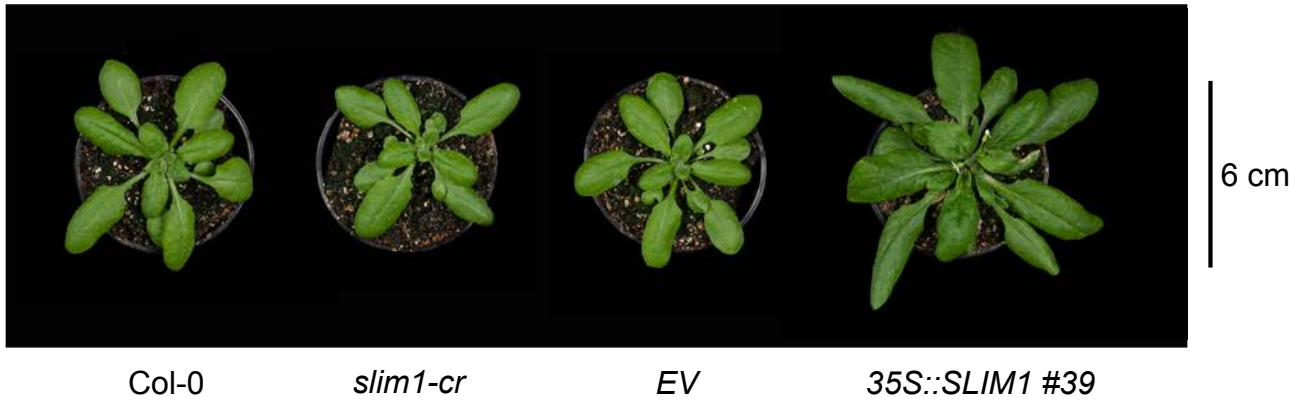

B

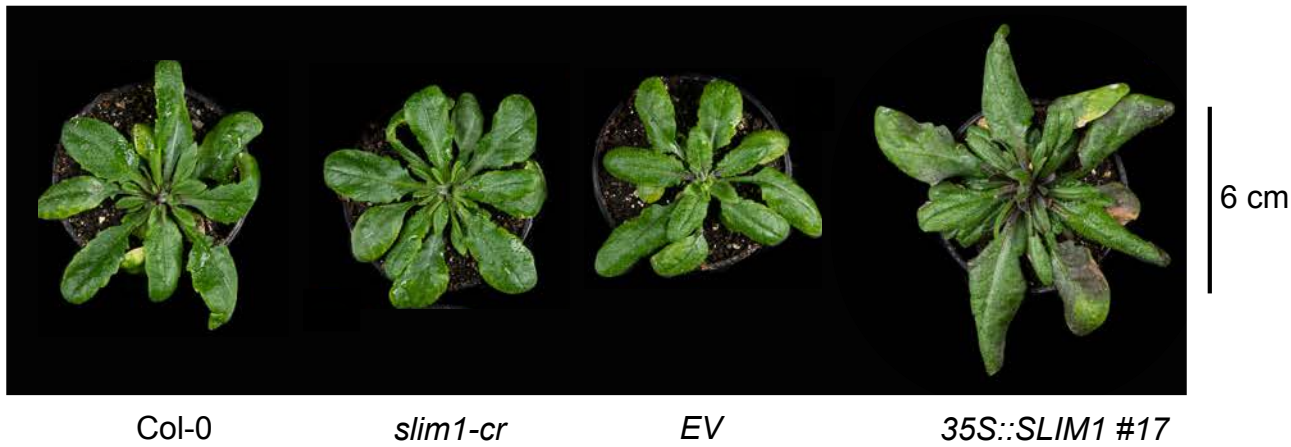

Supplementary Figure 2: rosette biomass, leaf microscopy, and expression of cell proliferation genes

A) Rosette fresh weight (FW) biomass relative to Col-0 at each timepoint. Points represent the mean of 5 rosettes, and error bars show the SEM. T-test results can be found in Table S1. (B) Histological cross-sections of mature leaves at 35 DAS. Samples were stained with 0.05% of Toluidine blue in water. Scale = 50 μ m. (C) Number of cells (N) normalized to cross-section area (mm²). Bar height corresponds to mean of 6-9 leaves, and error bars represent the standard error of the mean (SEM). (D) Comparison of leaf epithelial cells of mature leaves at 30 and 37 DAS. Scale = 37 μ m. (E) The distributions of epithelial cell area for 40 cells per genotype are depicted by boxplot. The boxes contain cell areas between the 25th and 75th percentiles, whiskers correspond to the 10th and 90th percentile. (C, E) Statistical significance was assessed using t-tests, and p-values were adjusted by Benjamini-Yekutieli method. Compact Letter Display (CLD) identifies lines that are statistically different (adjusted $p \leq 0.05$) from each other. (F) Heatmap representation of gene expression differences determined by RNA-seq. Genes shown are annotated to various cell proliferation genes (Vercruysse et al., 2021). Heatmap color corresponds to log2 of the fold change (log2FC) relative to Col-0 at each timepoint determined from 3 biological replicates. Wald test results for genes shown can be found in Table S1.

A

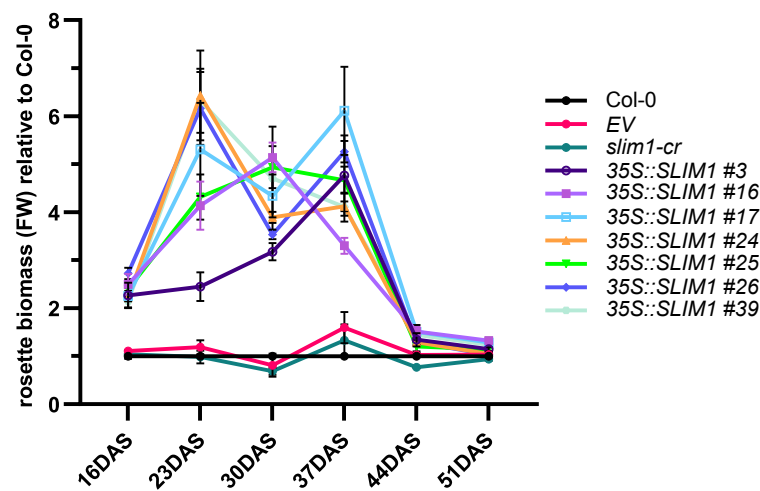

B

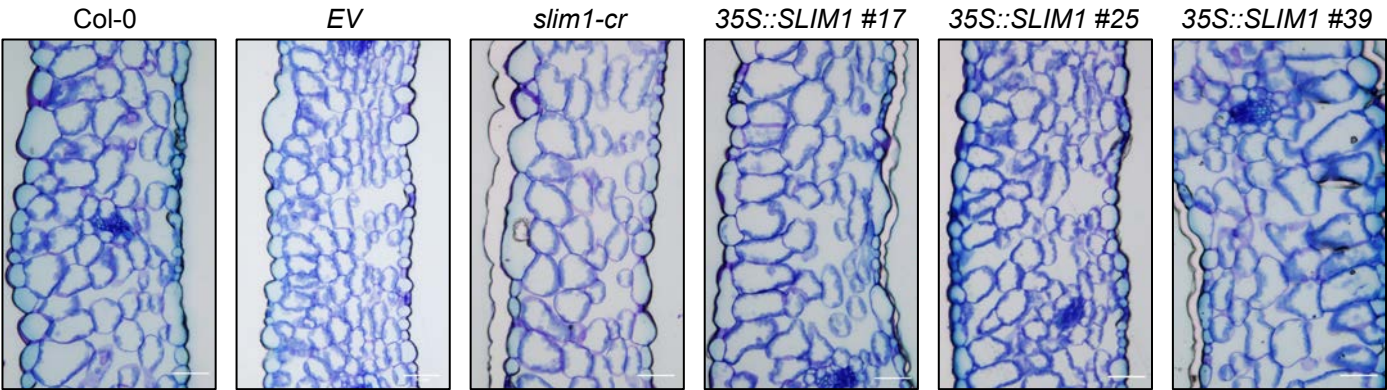

Supplementary Figure 2

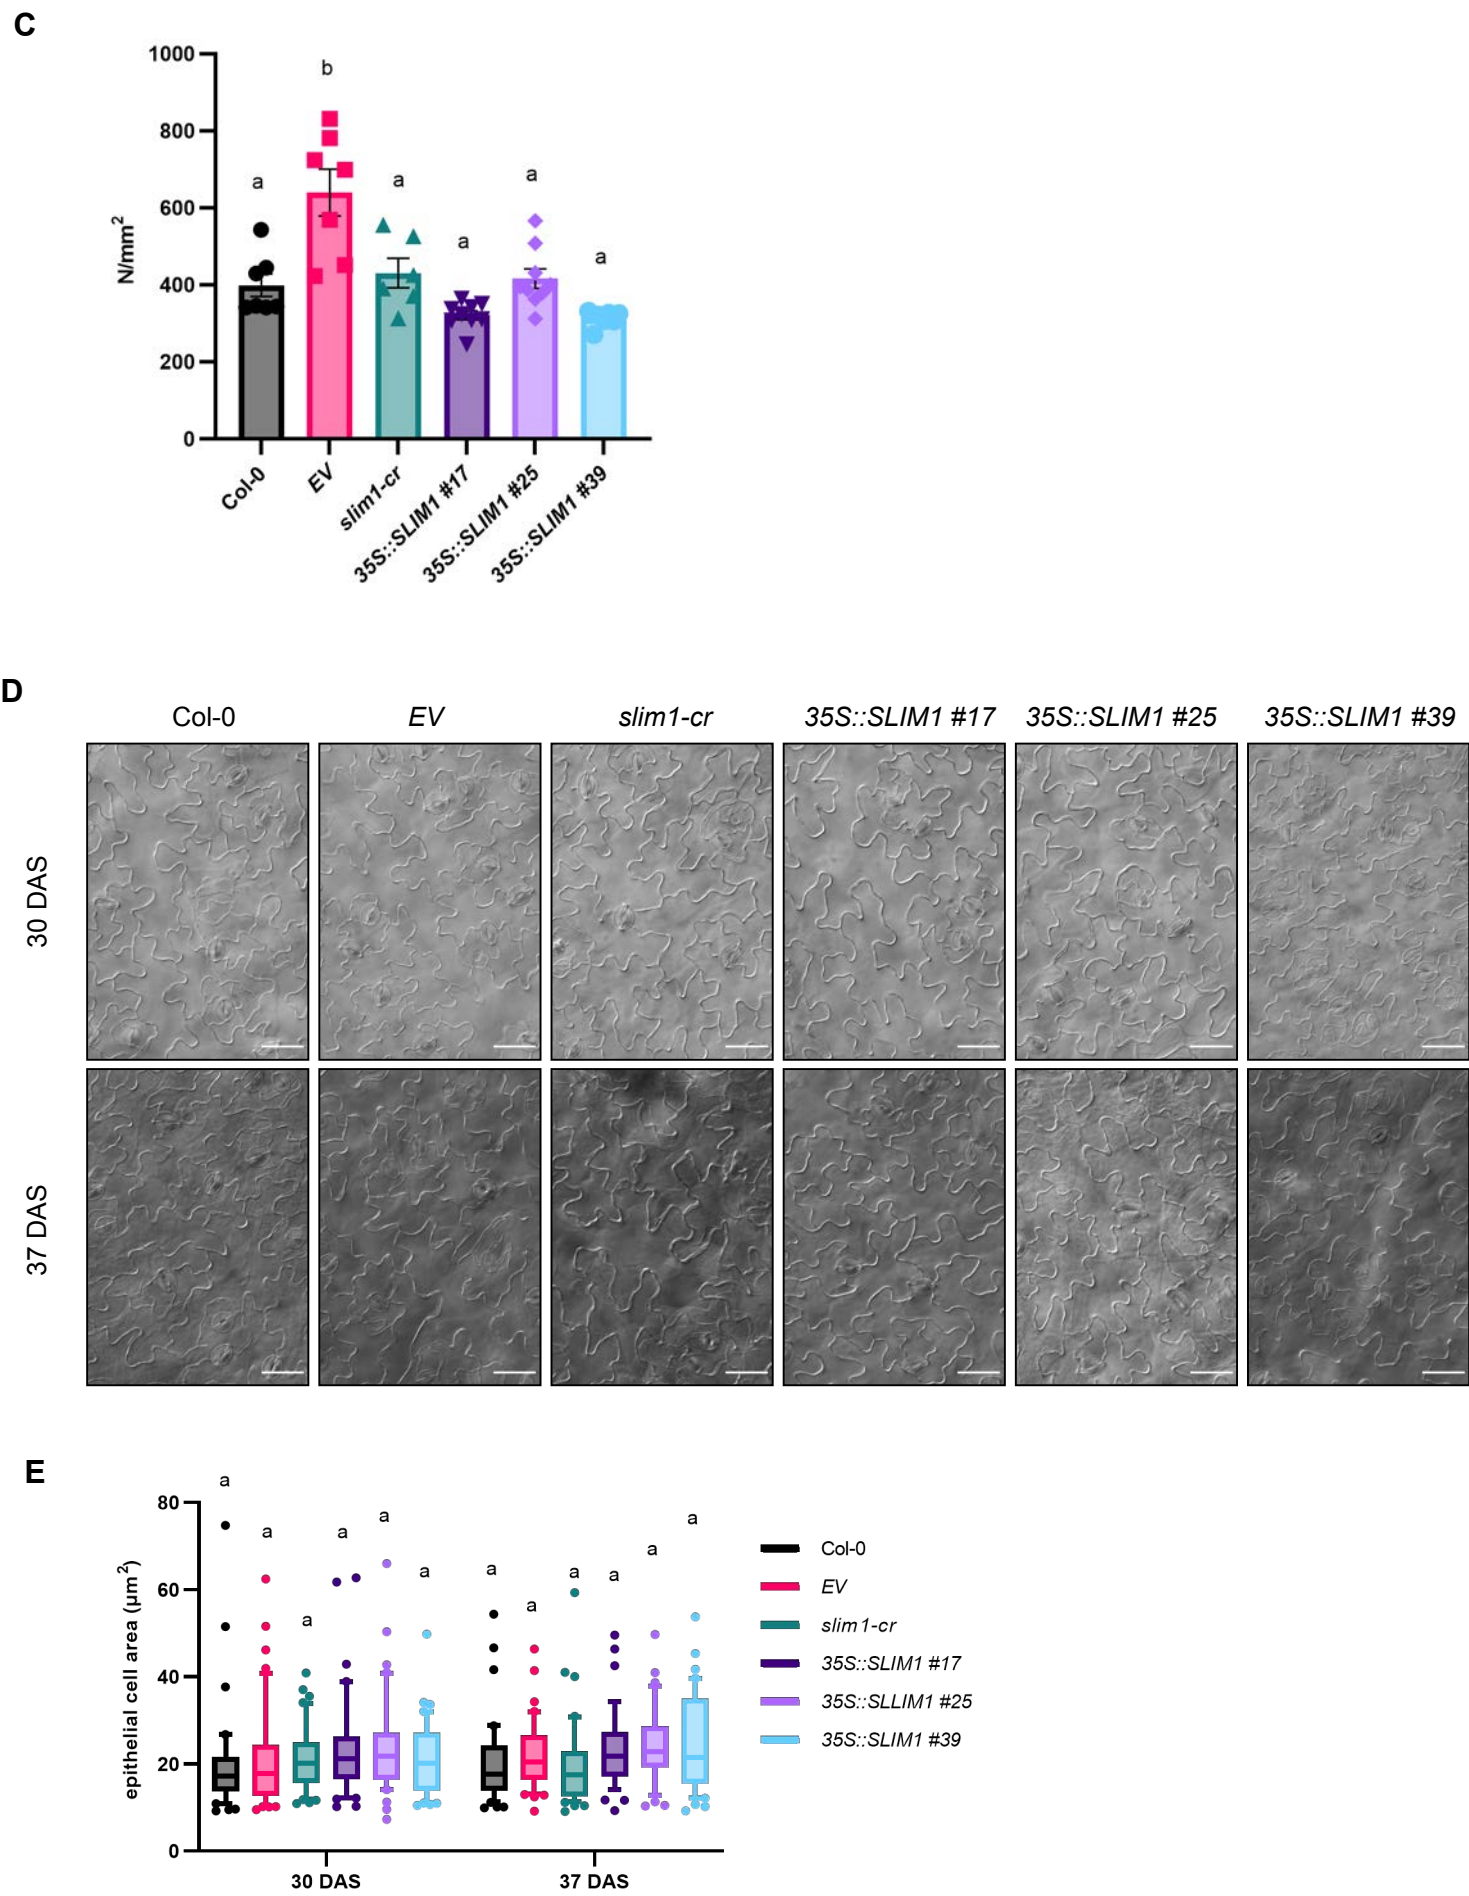

Supplementary Figure 2

F

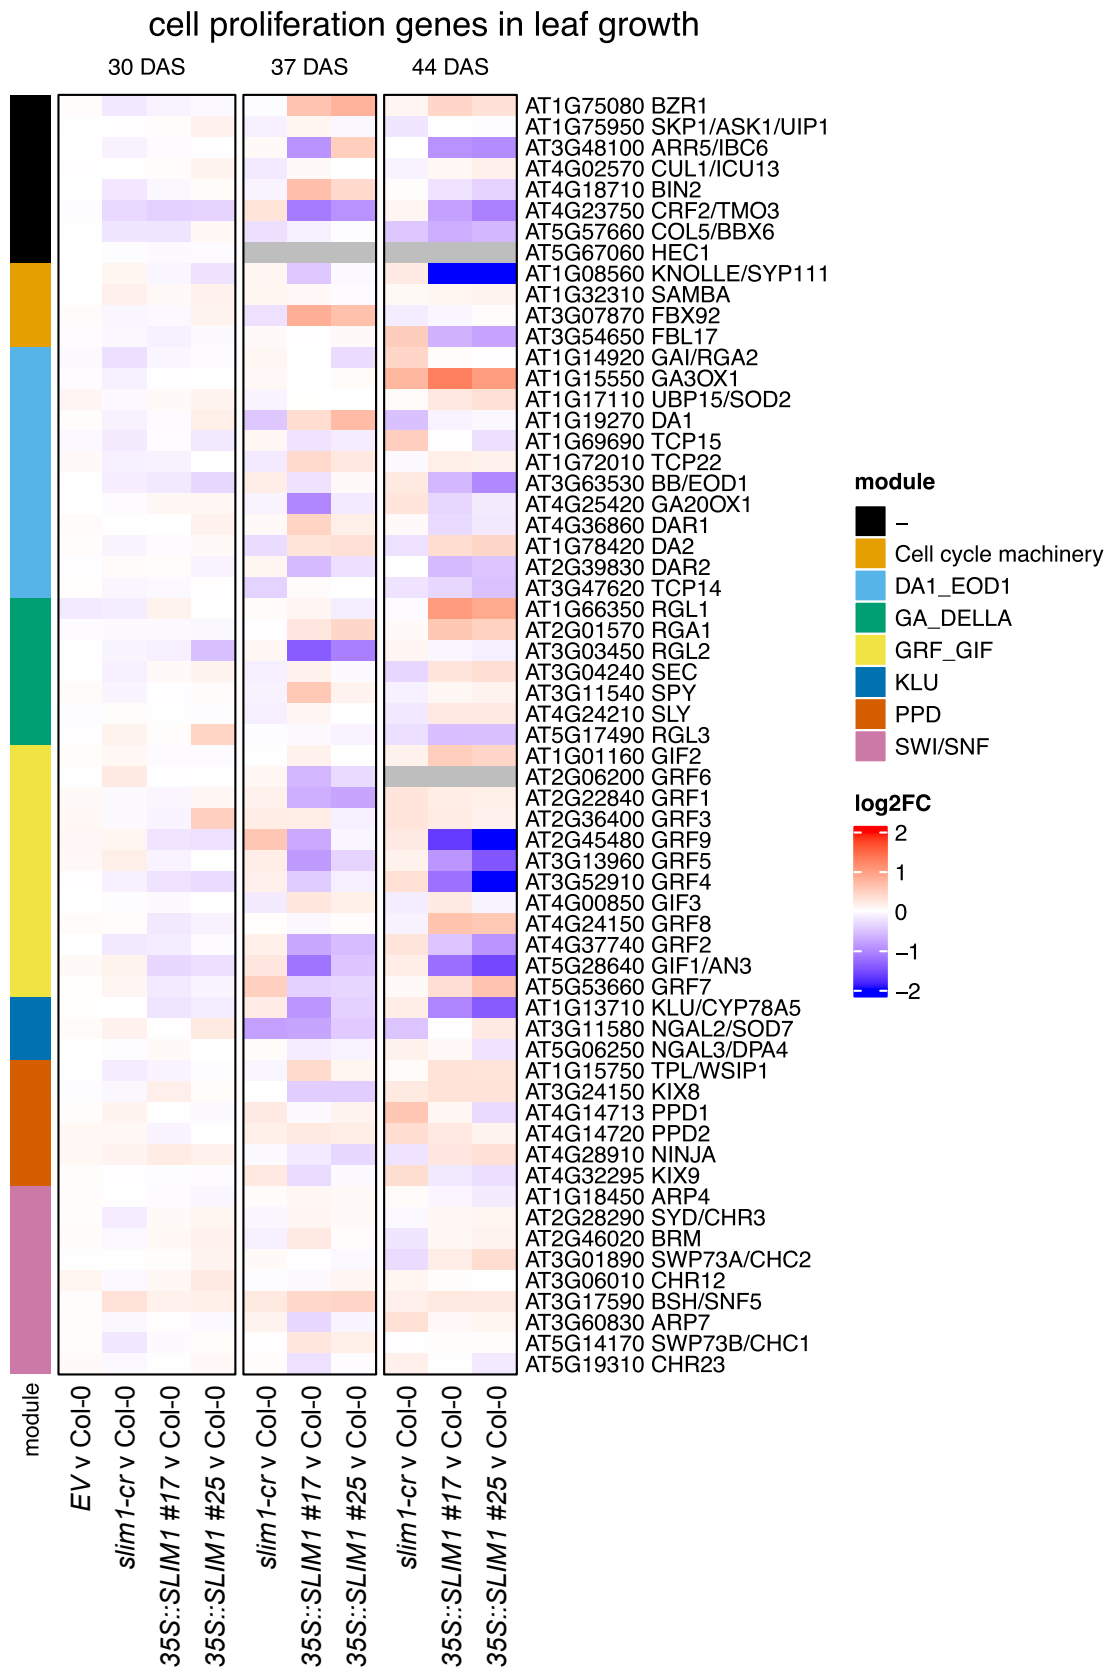

Supplementary Figure 3: Differentially expressed gene count

The number of differentially expressed genes (DEG) at each timepoint in each contrast is shown. All DEG have an adjusted p-value < 0.05. The total number of genes tested for differential expression by Wald test at each timepoint is indicated in parentheses.

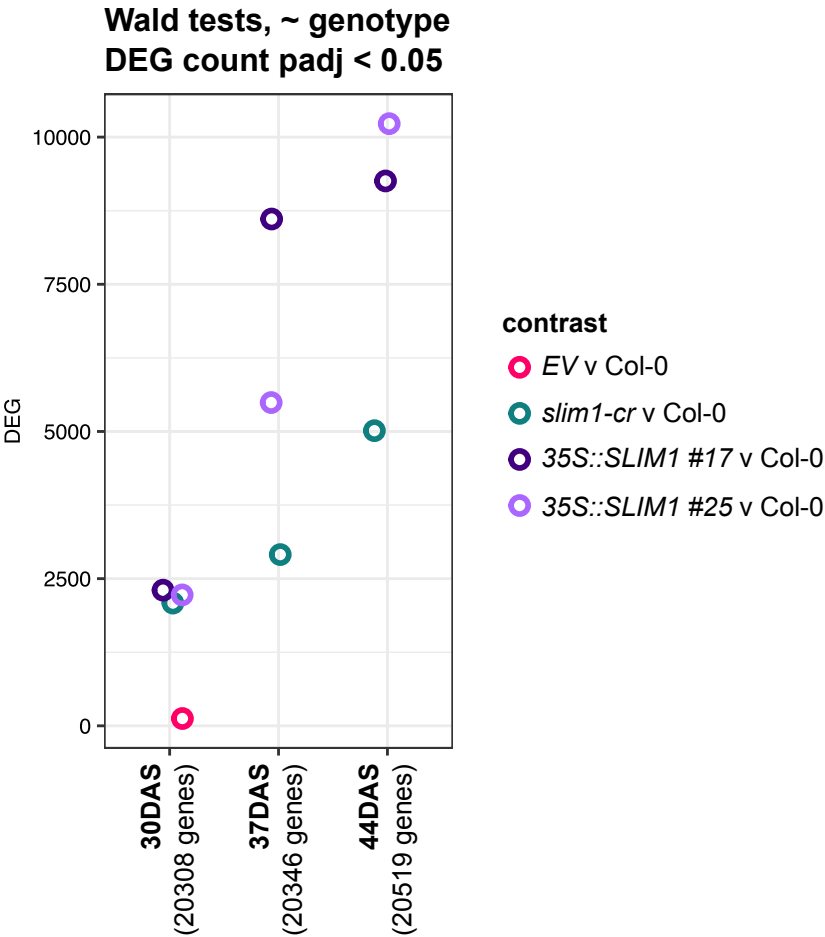

Supplementary Figure 4: sulfur metabolism and ROS/redox related gene expression

The concentration of major sulfur-containing compounds (A-D) in rosette tissue normalized to FW is shown. Bar height corresponds to mean of 3 biological replicates, dots correspond to the concentration determined in individual samples, and error bars represent the standard error of the mean (SEM). Statistical significance was assessed using t-tests within each timepoint. T-test results can be found in Table S1. P-values were adjusted by Benjamini-Yekutieli method. Compact Letter Display (CLD) identifies lines that are statistically different (adjusted $p \leq 0.05$) from each other at each timepoint. Heatmap representation of expression differences determined by RNA-seq of sulfur metabolism related genes (E) and genes annotated to (cellular) response to ROS (GO:0000302, GO:0034614), response to redox state (GO:0051775), and antioxidant activity (GO:0016209) (F). Heatmap color corresponds to log2 of the fold change (log2FC) relative to Col-0 at each timepoint determined from 3 biological replicates. Wald test results for genes shown can be found in Table S1.

A

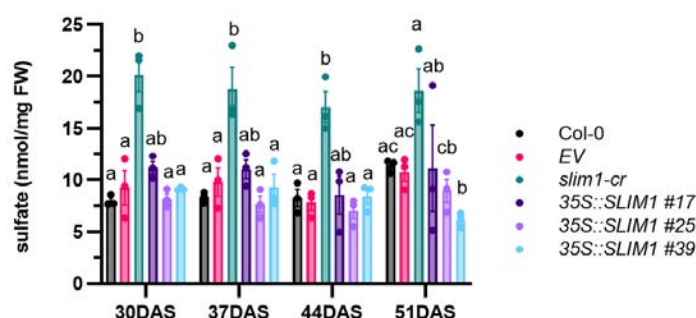

B

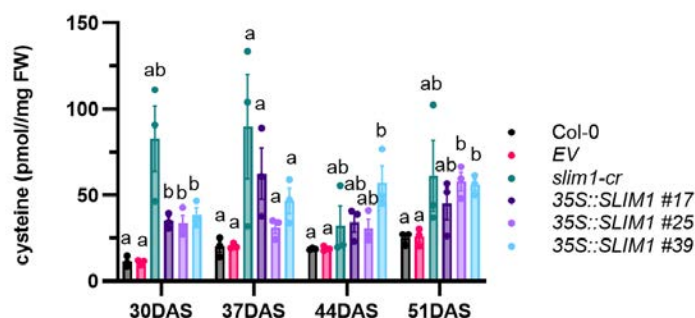

C

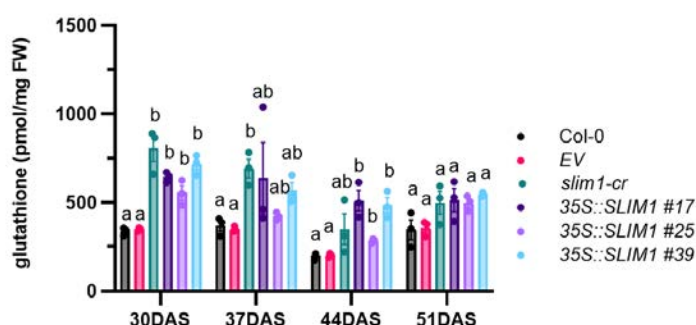

D

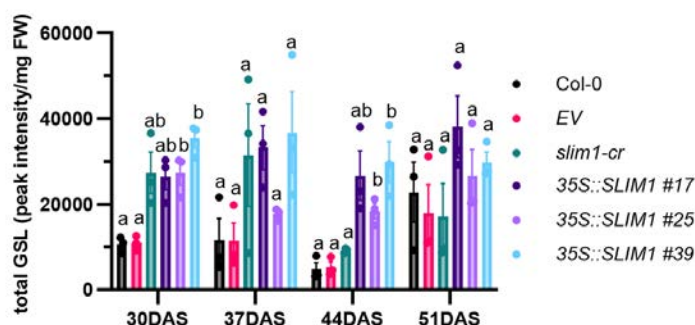

Supplementary Figure 4

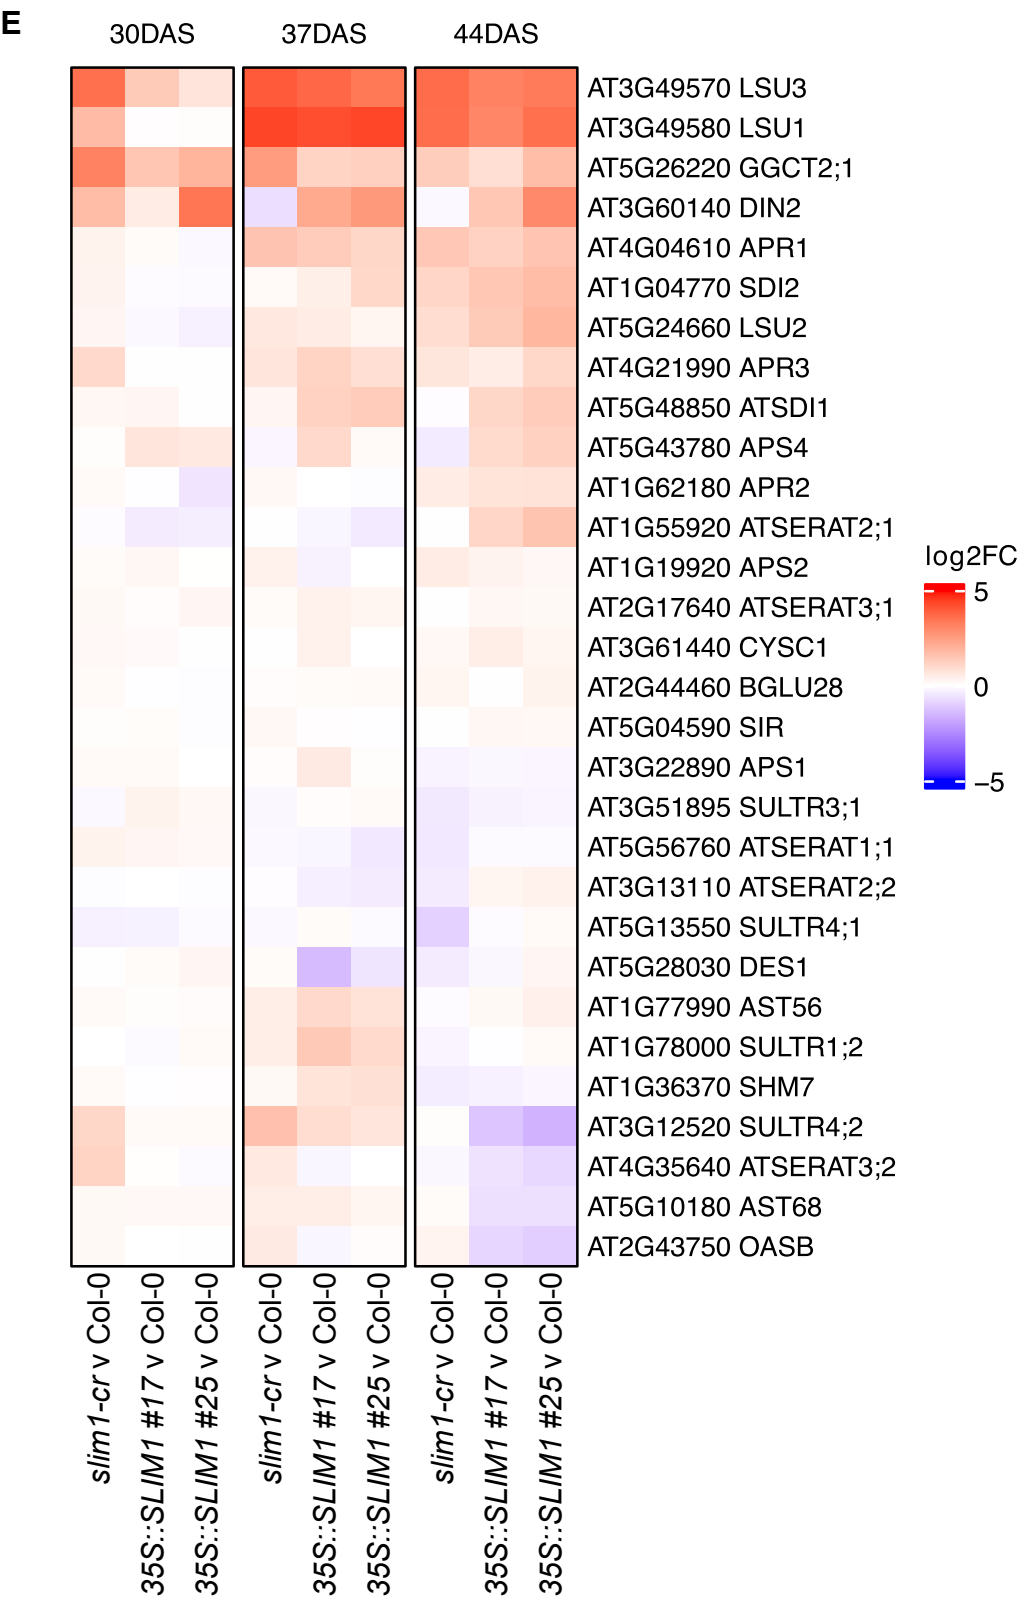

Supplementary Figure 4

F

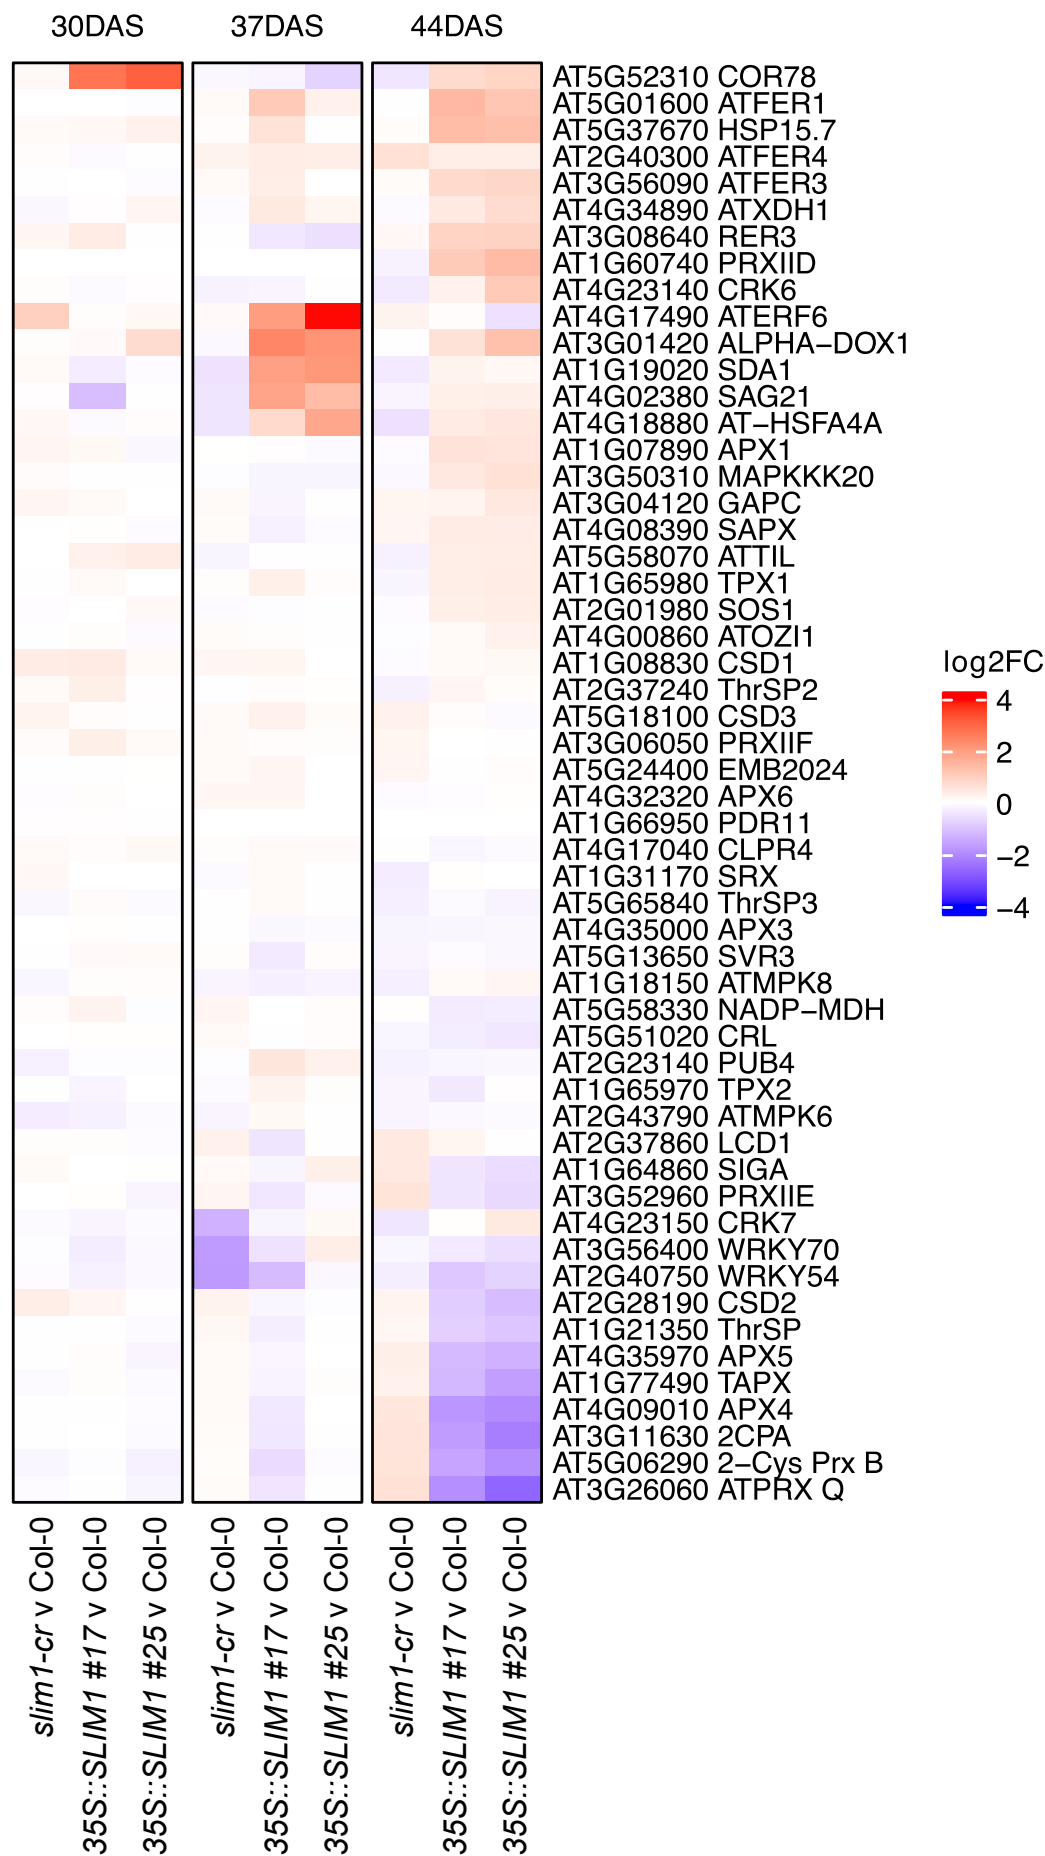

**Supplement:** Supplementary file 5

How the deposited data were processed for this re-analysis (not part of the article)

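The samples are rosettes of Arabidopsis Col-0, the knockout *slim1-cr* and the overexpressors *35S::SLIM1 #17* and *#25* at 30, 37 and 44 DAS, and of the empty vector line *EV* at 30 DAS, with 3 biological replicates each. The paper states that stalks and reproductive tissue were removed. The 39 libraries were made from polyadenylated RNA, strand-specific and sequenced as paired ends. Reads were cleaned with SOAPnuke by the sequencing provider. The authors then aligned them with CLC Genomics Workbench to TAIR10 with the Araport11 annotation, and deposited whole-number read counts per gene for 33110 genes, one column per library, with no replicates pooled. The authors also deposited a table of normalized signal, which holds those counts divided by the median-of-ratios size factors of DESeq2. It was checked that 1 factor per library turns the count table into the signal table (largest relative deviation 9.9e-10, factors from 0.764 to 1.15). Its 21074 genes are those with at least 10 counts in at least 3 of the 39 libraries. The signal table was used only for this check, and all values reported here start from the counts.

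Libraries held 38.4 to 46.2 M counts, with a median of 45.5 M. Between replicates of a group the counts varied more than counting alone gives, with a chi-square per degree of freedom of 8.55 to 161.8 over 39 pairs. This is an average over genes above a count minimum. For such genes precision was set by the spread between replicates and not by depth, and genes of very low level were not examined for this. What the test can find at this spread was tested on simulated data, with 200 genes changed by a fold of 1.5, 2 or 4 in the *slim1-cr* libraries. At 30 DAS 41.8%, 76.1% and 90.9% of these were recovered, at 37 DAS 22.4%, 56.7% and 87.9%, and at 44 DAS 10.4%, 53.7% and 90.9%. Of the calls in the simulated data 2.80%, 0.893% and 10.4% were false at the 3 time points. These rates come from a single draw per time point in which genes varied independently of each other. They need not hold for the real libraries, where more genes were called and many moved together when a library was left out.

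Differential expression was tested in R 4.3.3 with edgeR 4.0.16. Libraries of 1 time point were fitted together with 1 mean per group, after removing genes with low counts by the default rule of filterByExpr, with TMM factors, robust dispersion estimates and the quasi-likelihood F test. Each genotype was compared with Col-0 of its day, and *#25* with *#17*. A fit of all 13 groups on 21040 genes gave the tests of whether a difference from Col-0 changed between time points, and the age change in Col-0 from 30 to 44 DAS. P-values were adjusted by Benjamini and Hochberg within each comparison. The SE of a log2 fold change (log2FC) is its size divided by the square root of the F value. CPM use the TMM factors. Class 1 follows the definition of the paper at the same threshold, with edgeR calls in both overexpressors and the opposite call in *slim1-cr*.

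Gene lists, 28 of pathways, 6 of tissue or cell type markers and 5 taken from the figures and tables of the study, hold 818 entries, of which all are in the count table. The symbol of 753 entries is also given by the reference annotation, and 65 have a symbol that it does not give. For each list, members called over all genes and members called after adjustment over the list alone were counted. Lists with more than 1 tested gene were tested with camera of limma 3.58.1, with statmod 1.5.0 installed, a prior count of 2 for log2 CPM and a preset correlation of 0.01, and again with the correlation estimated from residuals. These p-values were adjusted over 370 tests, 37 lists in 10 comparisons. The seed storage and root marker lists had 1 tested gene each and no set test. The level of a list in a library is the mean of log2(CPM + 0.5) over its genes. Motifs were searched on either strand in the 1000 bases upstream of the annotated gene start in the TAIR10.1 sequence, with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

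Genes named are those the paper names from the RNA-seq or in Table 2, the 5 highest and 5 lowest log2FC in each comparison with Col-0 among genes called, with a symbol, a mean log2 CPM above 1 and no overlap between the libraries of the 2 groups, up to 4 called members with the largest change in each gene list, and the 10 class 1 genes with the largest smallest change per time point and direction. Values in the paper's tables for the study's lists had been seen when this rule was written. Genes named outside the rule are marked as chosen after their values were seen.

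The alternatives tried were DESeq2 1.42.0 with independent filtering off or at its default, edgeR with RLE factors or with library size alone, no filter and a stricter filter on low counts, the replicate number as a block, only the 2 groups compared, all libraries in one fit, *EV* in place of or together with Col-0 at 30 DAS, and leaving out each library in turn. After the values were seen 3 more were added, which are DESeq2 on the genes with at least 10 counts in at least 3 libraries of the time point, the level of the flower organ markers as a covariate, and leaving out together the libraries highest in those markers. Other splits of the samples were counted with the same fits, all 10 for comparisons of 3 with 3 libraries and 100 drawn with a fixed seed for class 1 and for the differences between time points.

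The adjustment with IHW and the shrinkage with ashr that the study used were not run, because neither package was at hand. Some sheets of Table S1 and part of the motif sheet of Table S4 were not in hand, so no values were compared with them. Reads were not realigned, and splice forms were not examined.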

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

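Chosen only after the result was seen were the tests of stalk wounding, of 1 library and of Col-0 standing apart at 30 DAS, the flower organ marker level as a covariate, and the rule that picks out lists the paper does not count by their share of called genes.

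2 genes that the paper names changed in opposite directions at 2 time points in *35S::SLIM1 #25*, with the difference itself tested. *TEM2*, a repressor of flowering, had a log2FC of 3.67 at 37 DAS and of -0.47 at 44 DAS, a difference of -4.20 (adjusted p = 5.14e-12). The fall at 44 DAS was not called with library size alone (log2FC -0.28) or without Col-0 1 or 2 or *#25* 1 or 3 (-0.43 to -0.47). *NLP2*, a NIN-like transcription factor gene, had -0.62 at 37 DAS and 1.796 at 44 DAS, a difference of 2.36 (adjusted p = 1.64e-08). The fall at 37 DAS was not called without any 1 of the Col-0 or *#25* libraries of that day (-0.57 to -0.67).

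Gene lists that the paper does not count were picked out where at least 50% of their tested genes passed in 1 direction against Col-0. The paper names terms of wounding and of defence among its class 1 genes at 37 DAS and the cold gene *COR78* at 30 DAS. Of 12 cold and drought genes, 8 rose in *#17* and 9 in *#25* at 30 DAS, and 6 rose in each line at 44 DAS. The count of 8 was 4 without Col-0 2. Of 20 clock genes, 10 fell in *#17* at 44 DAS, and 9 fell in *#25*. Of 21 salicylate and immunity genes, 16 fell in *slim1-cr* at 37 DAS, and 0 to 8 did without Col-0 2 or 3 or *slim1-cr* 1 or 3. Of 26 touch and wound genes, 17 rose in *#17* and 20 in *#25* at 37 DAS. Whether these counts differ between the lines or the time points was not tested.

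The higher touch and wound genes of both lines at 37 DAS do not rest on 1 library, since the lowest ratio of the median log2FC without a library to that with all was 0.901. The tables also argue against flower tissue as the whole cause, because with the flower organ marker level as a covariate the medians were 1.21 and 2.46 in place of 1.17 and 2.39 (lower ratio 1.03). Wounding when the stalk was removed shortly before harvest cannot be told apart from an effect of the genotype. The jasmonate list had medians of -0.12 and -0.47 (lower ratio to the touch and wound medians -0.198), which keeps this open, because its members spread over interquartile ranges of 1.54 and 1.23 and may respond later than the harvest, and because among the Col-0 libraries its level was lowest, at 5.33 log2 CPM against 7.67 in the highest, in the library highest in flower organ markers. An effect of *SLIM1* overexpression on these genes, direct or through plant age, remains a candidate explanation that was not tested.

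Of 14 sulfur deficiency markers at 37 DAS, 11 rose in *#17*, 10 in *#25* and 7 in *slim1-cr*, although the lines and *slim1-cr* carry opposite changes of *SLIM1*. Fewer rose in the lines at 30 DAS, and some fell at 44 DAS. With an estimated correlation camera did not call this list at any time point. Against *EV* in place of Col-0 at 30 DAS the median log2FC were 1.33 in *slim1-cr*, 0.497 in *#17* and 0.49 in *#25*, compared with 1.06, 0.27 and 0.27 against Col-0 (lowest ratio 1.26), which argues against Col-0 libraries that stand apart at that day. At 37 and 44 DAS no second control exists, so the test covers 30 DAS only. With library size alone the lowest of 9 ratios of the medians was 0.878, which argues against composition normalization. A change in the sulfur status of the plants may underlie the pattern, but the paper's own measurements found sulfate in the overexpressors close to the controls, with cysteine and glutathione tending higher, so a shortage of sulfate has no support there, and the libraries themselves hold no measure of sulfur.

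Class 1 at 37 DAS was set against flower tissue in the rosette samples, since the flower organ markers differed between libraries of the same group. With their level as a covariate 190 of 208 class 1 genes, or 91.3%, stayed in class 1, and without the libraries highest in these markers 125 genes were higher and 4 lower in the lines, against 200 and 8, so flower tissue is unlikely as the whole cause while part of the count depends on those libraries. Among 100 splits of the libraries 1 had as many class 1 genes, the real one, at 30, 37 and 44 DAS. The highest other count was 0 at each, against 1, 208 and 562. The 1 gene at 30 DAS is *SLIM1* itself, altered by design. The splits shuffled the libraries of Col-0, *slim1-cr* and both lines, so groups came to hold overexpressor and other libraries together. This widens the spread within groups, so the splits cannot weigh chance in the *slim1-cr* calls on which the class rests. Regulation by SLIM1, whether direct or through the plants' stage of development, may explain the class, and the libraries do not tell these apart because binding was not measured.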

How the results depend on the processing

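Chosen only after the values were seen were the tests with DESeq2 on the study's gene filter, with the flower organ marker level as a covariate and with the libraries highest in those markers left out. For each change below the cause was not tested.

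With DESeq2 and independent filtering off (counts with default filtering, then with the study's gene filter, in brackets) 82 (89, 89) genes passed in *EV*, where edgeR called 0 with 1721 at an unadjusted p under 0.05. In *slim1-cr* 1947 (2015, 2016), 2840 (2840, 2840) and 4944 (4972, 4970) passed at 30, 37 and 44 DAS, and at 30 DAS 2317 (2327, 2321) in *#17* and 2210 (2242, 2238) in *#25*. Class 1 held 1 (1, 1) lower gene, *TEM2*, at 30 DAS, 451 (451, 450) higher and 28 (28, 28) lower at 37 DAS and 481 (485, 486) higher and 792 (795, 795) lower at 44 DAS. With filtering off *#25* against *#17* gave 1167, 3444 and 120, and the difference of *slim1-cr* from Col-0 changed for 2348 genes from 30 to 44 DAS and for 37 from 37 to 44 DAS.

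With only the 2 groups compared, which leaves fewer libraries for the spread, *slim1-cr* had 16, 31 and 12 genes and *#25* 2957 at 30 DAS, and class 1 had 4 higher and 0 lower at 37 DAS and 2 higher and 0 lower at 44 DAS. With all 39 libraries in one fit the counts were 910 (*#17*) and 727 (*#25*) at 30 DAS, 1882 (*slim1-cr*) at 37 DAS, and 6024 (*slim1-cr*) with class 1 at 518 higher and 1199 lower at 44 DAS. Library size alone gave 1390 in *slim1-cr* at 44 DAS, 5 and 198 lower class 1 genes at 37 and 44 DAS and 1 between the lines at 44 DAS. No filter on low counts gave 4 lower class 1 genes at 37 DAS and 1 gene between the lines at 44 DAS, and a stricter filter 5 lower class 1 genes at 37 DAS. At 30 DAS Col-0 and *EV* together as controls gave 1841 in *slim1-cr* and 2827 in *#17*, and *EV* in place of Col-0 gave 2487 in *#17*. The flower organ marker level as a covariate gave 849 in *#25* at 30 DAS and 14 lower class 1 genes at 37 DAS. Without the libraries highest in those markers *slim1-cr* had 1830 genes and class 1 2 lower genes at 30 DAS, and class 1 had 125 higher and 4 lower at 37 DAS. RLE factors moved none of these counts by more than 1.5 times.

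Library size alone moved the median log2FC of all genes by 0.173 in *#17* and 0.192 in *#25* at 44 DAS and by -0.123 in *#25* at 37 DAS. The share of higher among called genes went from 55.5% to 82.1% in *slim1-cr* and from 55.6% to 70.9% in *#25* at 30 DAS, from 53.8% to 43.1% in *#17* and from 56.2% to 35.6% in *#25* at 37 DAS, and from 49.1% to 67.7% in *#17* and from 49.6% to 67.7% in *#25* at 44 DAS.

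Leaving out each library in turn gave these lowest and highest counts. At 30 DAS *slim1-cr* had 48 (without Col-0 2) to 2455 (without *slim1-cr* 3), *#17* 357 to 1367, *#25* 229 to 1236, class 1 lower 0 to 4 (4 without *slim1-cr* 3) and *#25* against *#17* 4 to 1053 (without *#17* 2 and 3). At 37 DAS *slim1-cr* had 27 (without *slim1-cr* 3) to 1762 (without Col-0 1), *#17* 4937 to 8983 (without *#17* 1 and 3), *#25* 2980 (without Col-0 3) to 4581, class 1 5 (without *slim1-cr* 3) to 294 higher and 0 to 14 lower, and *#25* against *#17* 426 to 5364 (without *#17* 1 and 3). At 44 DAS *slim1-cr* had 17 to 6257 (without *slim1-cr* 1 and 2), class 1 3 to 615 higher and 0 to 885 lower (the highest without *slim1-cr* 2), and *#25* against *#17* 1 to 1. The difference of *slim1-cr* from Col-0 changed for 101 (without *slim1-cr* 3 of 44 DAS) to 4014 genes from 30 to 44 DAS and for 1 to 23 from 37 to 44 DAS (both highest without *slim1-cr* 2 of 44 DAS). The log2FC in *slim1-cr* at 44 DAS reversed without *slim1-cr* 2 for *SAG12*, which had -5.115 to 2.803, and for *DOX1*, which had -3.422 to 0.699. The lignified stem and xylem markers in *EV* had camera adjusted p from 0.000424 (without *EV* 3, direction reversed) to 0.976.

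Some counts over gene lists moved by more than 1.5 times with the flower organ markers. With their level as a covariate, at 30 DAS in *#17* the 11 higher glucosinolate genes were 1, the 6 higher antioxidant genes 1 and the 6 lower senescence genes 3. The 7 lower cell cycle genes of *#17* at 37 DAS were 11. At 44 DAS the 7 higher photosystem genes of *slim1-cr* were 3, the 8 lower leaf growth genes and the 5 higher clock genes of *#17* were 5 and 3, and the 5 lower glucosinolate genes of *#25* were 8. Without the libraries highest in those markers, at 30 DAS the 6 antioxidant genes of *#17* were 3, and in *#25* the 5 lower Calvin cycle genes and the 5 higher SAGs of Fig. 3B were 3 each. At 37 DAS in *#17* the 10 lower chlorophyll synthesis genes were 1, the 7 photosystem genes 2, the 5 Calvin cycle genes 0, the 9 flavonoid genes 15, the 7 cell cycle genes 4 and the 11 PAGs of Fig. 3C 6, the 22 higher SAGs were 14, and the 13 higher autophagy genes of *#25* were 8. With 1 library left out, the 11 PAGs of *#17* at 37 DAS were 3 to 27 and the 5 Calvin cycle genes 1 to 18. In *#25* at 30 DAS the 5 Calvin cycle genes were 1 to 3 and the 5 SAGs 1 to 9. Other printed list counts that moved with 1 library have their values beside them.

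The counts of genes named next stayed within 1.5 times under the alternatives run. Over all of them *35S::SLIM1 #17* had 6402 to 9964 genes and *#25* 7383 to 10835 at 44 DAS. The difference of *#17* from Col-0 changed for 4565 to 6300 genes from 30 to 44 DAS and for 6000 to 7968 from 37 to 44 DAS, and that of *#25* for 5264 to 6826 and 8532 to 10932. Age in Col-0 changed 12178 to 14245 genes, and camera called 130 to 152 of the list tests. Apart from leaving out libraries, *#17* had 5087 to 8620 and *#25* 4068 to 5538 at 37 DAS. The *SLIM1* log2FC ranged from -4.58 to -3.39 in *slim1-cr*, from 2.92 to 4.37 in *#17* and from 2.16 to 4.14 in *#25* over the 3 time points, all called. Outside DESeq2 *EV* had 0 genes, and class 1 at 30 DAS held 1 higher gene, *SLIM1*, throughout.

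Of the tests of single genes with other settings 5762 kept their side of the threshold, 340 lost a call and 90 gained 1, and of those with a library left out 7399, 1852 and 77, with the 2 reversed above. Of the list tests 1448, 13 and 19 did so with other settings and 2048, 95 and 76 with a library left out, with the 1 reversed above.

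The replicate number as a block gave 539 genes in *slim1-cr* at 30 DAS and 957 at 44 DAS, 191, 1074 and 1 between the lines at the 3 time points, 82 higher and 253 lower class 1 genes at 44 DAS, and 1 gene for *slim1-cr* from 37 to 44 DAS. Of single genes it ended 153 calls and added 7, of list tests it ended 1 and added 3, and it moved no other count by more than 1.5 times and no *SLIM1* call. Libraries share only a number, since deviations from the group mean of libraries with the same number correlated by -0.046, -0.058 and -0.057 on average at the 3 time points (-0.584 to 0.538), and 2 of 15, 3 of 12 and 1 of 12 libraries were closest to their own number.

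The filter on low counts left 20274, 20296 and 20499 of 33110 genes at the 3 time points, and 1 tested gene each in the root and seed storage markers. Whether more depth would add genes was not tested. For tested genes the spread between replicates sets the limit on average. That average is over genes above a count minimum and does not cover genes of very low level such as *TT2*.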

Differences from the paper's values

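Chosen only after the values were seen were the tests with DESeq2 on the study's gene filter and the shorter core of the EBM motif. All counts below use an adjusted p under 0.05, as the paper's do, with Benjamini-Hochberg adjustment here and independent hypothesis weighting in the paper. A setting is said to come within the paper's count, or to close a gap, where neither count is more than 1.5 times the other.

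For *slim1-cr* at 44 DAS the paper's count is 5002 and the count here 2087. It comes within the paper's value with DESeq2 (4944 with independent filtering off, 4972 with default filtering) and with all 39 libraries in one fit (6024). It does not with RLE factors (1946), library size alone (1390), no filter on low counts (1529), a stricter filter (2479), a replicate block (957) or only the 2 groups compared (12). With DESeq2 on the study's gene filter, chosen after seeing the values, it was 4970. In edgeR without *slim1-cr* 2 it was 6257, which also comes within the paper's value. For *EV* the paper's count is 91 and the count here 0, with 1721 genes at an unadjusted p under 0.05. DESeq2 closes it with filtering off (82) and with default filtering (89), and the other settings all call 0. With the study's gene filter, chosen after seeing the values, DESeq2 gave 89.

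For the mean count of the 2 *35S::SLIM1* lines at 30 DAS the paper gives 2292 and the mean here is 1352. DESeq2 with filtering off (2264) or default filtering (2284), only the 2 groups compared (2491) and *EV* in place of Col-0 (1803) come within the paper's value, and so does DESeq2 on the study's gene filter, chosen after seeing the values (2280). RLE factors (1351), library size alone (1346), no filter (1118), a stricter filter (1392), a replicate block (954) and all 39 libraries in one fit (818.5) do not.

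Class 1, the genes that pass in both overexpressors and in the opposite direction in *slim1-cr*, holds 1731 genes at any time point in the paper and 766 here. At 37 DAS the paper's counts are 478 in all, 452 higher and 26 lower in the overexpressors, against 208, 200 and 8 here. At 44 DAS the paper's are 1275, 492 and 783, against 562, 177 and 385 here. At both time points the paper's count is 23 and the count here 4. DESeq2 closes each of these with filtering off (1727 at any time point, 479, 451 and 28 at 37 DAS, 1273, 481 and 792 at 44 DAS, 26 at both) and with default filtering (1734, then 479, 451 and 28, then 1280, 485 and 795, then 26). DESeq2 on the study's gene filter, chosen after seeing the values, also closes them (1734, then 478, 450 and 28, then 1281, 486 and 795, then 26) and drops 51 of the paper's class 1 entries over its lists and 0 of its genes at both time points.

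The settings of edgeR with all libraries leave most of these gaps. Without *slim1-cr* 2, edgeR gave 615 higher and 885 lower class 1 genes at 44 DAS, which close both directions. The class 1 total at 37 DAS was 204 with RLE factors, 169 with library size alone, 168 with no filter, 219 with a stricter filter, 239 with a replicate block, 4 with only the 2 groups compared and 228 with all 39 libraries in one fit, and neither direction closes in any of them. At 44 DAS the total was 528, 396, 423, 662, 335 and 2 in the same order, none within the paper's value, and with all 39 libraries in one fit the total (1717) and the higher genes (518) close while the lower genes (1199) do not. Beyond *SLIM1*, which the paper's lists leave out, the class 1 genes found here outside those lists, chosen after their values were seen, are *HB51* at 37 DAS and *AT4G03130*, *AT4G13690* and *ATXR6* at 44 DAS, all lower in the overexpressors.

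The paper's supplementary log2FC were shrunken toward 0 by its method, and those here were not. For *TT2* at 44 DAS the paper's values are 0.743 (its SE 0.782) in *#17* and 1.6 (0.986) in *#25*, against 2.11 and 2.95 here. For *SAG12* the paper's are 1.27 (1.37) and 1.97 (1.6), against 5.20 and 5.89 here. No alternative closes these 4 gaps (DESeq2 with filtering off 2.21 and 3.06 for *TT2* and 5.19 and 5.87 for *SAG12*, and likewise library size alone, no filter and the replicate block).

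The paper puts the overexpressors at a low multiple of the *slim1-cr* gene count at 37 and 44 DAS. Here the counts were 7469 and 4518 against 1124 at 37 DAS and 8285 and 9440 against 2087 at 44 DAS. With DESeq2 the count of *slim1-cr* was 2840 at 37 DAS and 4944 at 44 DAS.

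The paper's list of class 1 genes at 30 DAS holds *TEM2* as lower in the overexpressors. Here its log2FC were -0.78 (adjusted p = 0.0161) in *#17*, -0.47 (adjusted p = 0.102) in *#25* and 0.50 (adjusted p = 0.0939) in *slim1-cr*. DESeq2 calls all 3, and library size alone, as well as leaving out *slim1-cr* 3, calls *slim1-cr*.

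The paper reports for 5 genes of its ROS and redox set at 37 DAS the expression pattern of positive regulation by SLIM1. *SDA1* and *HSFA4A* passed here in the same directions in all 3 genotypes, and all 5 rose in both lines. In *slim1-cr*, *ERF6* had 0.24 (adjusted p = 0.526), *DOX1* -1.19 (adjusted p = 0.421) and *SAG21* -0.75 (adjusted p = 0.0825). DESeq2, and leaving out Col-0 3, call *SAG21*, and no setting calls *ERF6* or *DOX1* in *slim1-cr*.

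The paper names *ABCC2* as class 1 at 44 DAS. In *slim1-cr* it had -0.36 (adjusted p = 0.0526) here, and DESeq2, or leaving out Col-0 1 or *slim1-cr* 2, calls it. The paper counts all but 1 of the magnesium chelatase genes as class 1. Here *CHLD*, *CHLI1* and *CHLI2* are, and *CHLH* had 0.44 (adjusted p = 0.0617) in *slim1-cr*, which DESeq2, or leaving out *slim1-cr* 2, calls. Of the plastid ribosomal genes that it counts, *RPL4*, *RPL9* and *RPL15* are class 1 here, and *RPL12-A* had 0.476 (adjusted p = 0.069) in *slim1-cr*, which DESeq2 calls.

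The paper states that *SAG12*, *NAC6* and *ATG8H* are higher in the overexpressors, from samples of 37 and 44 DAS. Both *NAC6* (2.46 and 1.78) and *ATG8H* (1.04 and 0.77) rose here at 37 DAS in both lines and *SAG12* in *#17* (4.93, adjusted p = 0.0145, not called without *#17* 2), while *SAG12* had 3.40 in *#25* (adjusted p = 0.0754). At 44 DAS in *#17* they had 5.20 (adjusted p = 0.0540), 0.83 (adjusted p = 0.0609) and 0.11 (adjusted p = 0.764). DESeq2 and library size alone call *SAG12* and *NAC6*, the replicate block calls *SAG12*, and no setting calls *ATG8H* there. The paper describes *CAC* genes as lower. *CAC1* fell here in both lines, in *#17* not with library size alone or without Col-0 1, while *CAC2* had -0.40 (adjusted p = 0.062) in *#17*, and *CAC3* -0.16 (adjusted p = 0.285) in *#17* and -0.28 (adjusted p = 0.0576) in *#25*. DESeq2 calls *CAC2* in *#17* and *CAC3* in *#25*, as does leaving out Col-0 2 for *CAC2* and Col-0 3 for *CAC3*. The paper has *CHS* higher in both lines, and in *#25* it had 1.18 (adjusted p = 0.0805) here, called with DESeq2, with the replicate block and without Col-0 3.

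The paper states that *EIN3* is not induced in the overexpressors. At 44 DAS it had 0.015 and -0.17 here, and at 37 DAS it rose by 0.28 in *#17* (adjusted p = 0.0489), a call lost with library size alone, no filter, the replicate block, or without Col-0 1 or 3 or *#17* 1 or 2.

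Of the 19 selected class 1 genes in the paper's Table 2, 7 are class 1 here, *MYC5* at 37 DAS and *REM16*, *AT4G11670*, *CHIA*, *AT5G25820*, *AAE14* and *UGP3* at 44 DAS. Of the other 12, DESeq2 calls in *slim1-cr* *AT1G27100*, *PYD4*, *NECAP-1*, *SDE2*, *BGLU30* and *AT5G38940* at 37 DAS and *LTPG6*, *BGAL2*, *RBP31*, *CYP83B1* and *ABCC2* at 44 DAS. The replicate block also calls *AT1G27100* and *BGLU30*, leaving out *slim1-cr* 2 calls *LTPG6*, *BGAL2*, *RBP31* and *CYP83B1*, and leaving out Col-0 1 calls *LTPG6* and *RBP31*. *APS4* had -0.68 (adjusted p = 0.0988) in *slim1-cr* at 44 DAS, where it rose in both lines, and only leaving out Col-0 1 calls it (-0.95).

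For the promoter motifs of these 19 genes the search here gave the same answer as the paper's table for SURE in 17, TEBS in 15, EBM in 15 and the core of EBM in 19 genes. The core was chosen after seeing the values, and it drops 0 of the genes the paper marks. The paper finds none of the 8 genes of its magnesium chelatase and plastid ribosome terms to hold SURE and TEBS. Here SURE was found in 4 of 4 and 4 of 4, and TEBS in 0 and 1. For all genes annotated to its 6 other terms it finds these motifs in few. Only the 71 that its supplement lists for these terms were searched here, which is another set, with SURE in 50, TEBS in 15 and EBM in 3. For all genes annotated to the leaf senescence term it finds none. Of these only the 6 class 1 genes in its supplement were searched here, with SURE in 4, TEBS in 1 and EBM in 0. The same search found SURE in 72%, TEBS in 24.6% and EBM in 5.92% of all tested genes.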

Other observations

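None of the tests of age or of regrouped libraries below was chosen only after the result was seen, while the flower organ marker levels of single libraries were looked at after the tests of that list were seen.

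Among 15 genes of ammonium and amino acid remobilization at 44 DAS, 5 rose and 5 fell in *35S::SLIM1 #17* (median log2FC 0.243, adjusted p = 0.746), and 7 rose and 5 fell in *#25* (0.527, adjusted p = 0.712). *GLN1;4*, a cytosolic glutamine synthetase gene, rose by 3.13 and 3.29, while the asparagine synthetase genes *ASN1* (-1.96 and -2.35) and *ASN2* (-2.37 and -2.86) and *GDH2* of glutamate dehydrogenase (-2.49 and -2.39) fell. At 37 DAS 6 rose and 1 fell in *#17*, the 6 being 3 without Col-0 1, Col-0 3 or *#17* 2, and 2 rose in *#25*. Of 11 phosphate starvation genes at 44 DAS, 4 rose and 1 fell in *#17* (median 0.274, adjusted p = 0.16) and 5 and 1 in *#25* (0.218, adjusted p = 0.0756). *MGD3* of galactolipid synthesis rose by 4.12 and 4.00, the ribonuclease gene *RNS1* by 2.33 and 2.82 and the phosphatase gene *PAP17* by 2.01 and 2.36. At 30 DAS, of 12, 3 fell in *#17* (median -0.61, adjusted p = 0.00312, and 0.621 with an estimated correlation) and 5 in *#25* (-0.55, adjusted p = 5.35e-04, and 0.586 with an estimated correlation), the 5 being 0 to 3 without Col-0 2 or any of the *#25* libraries. The medians were as low in *EV* (-0.56, adjusted p = 2.80e-04, and 0.586 with an estimated correlation) and near that in *slim1-cr* (-0.47, adjusted p = 0.0328, and 0.699 with an estimated correlation), so this shift against Col-0 is not particular to the overexpressors. In edgeR 0 of 12 passed in either, with 4 lower in *EV* and 6 in *slim1-cr* at an unadjusted p under 0.05, and in DESeq2 1 and 0 lower.

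Of 20 clock genes at 37 DAS, 3 rose and 9 fell in *#17* (median -0.229, adjusted p = 0.011, and 0.526 with an estimated correlation), and 2 rose and 7 fell in *#25* (-0.227, adjusted p = 0.0384, and 0.586 with an estimated correlation). *PRR9* fell by 2.43 and 1.38 and *FKF1* by 1.52 and 1.801. The 7 were 4 without *#25* 1 or 3. At 44 DAS the higher and lower counts were 5 and 10 in *#17* (adjusted p = 0.0915) and 3 and 9 in *#25* (adjusted p = 0.242), with *ELF4* at 1.97 and 2.40 and *RVE1* at -2.39 and -2.05. The 5 were 2 or 3 without Col-0 1 or 2 or *#17* 2 or 3, and 3 with the flower organ marker level as a covariate. At 30 DAS 8 rose and 3 fell in *#25* (adjusted p = 0.274), the 8 being 5 without Col-0 2 or *#25* 1 or 2. Of 19 flowering time genes, 7 rose and 6 fell in *#17* (adjusted p = 0.921) and 3 and 2 in *#25* (adjusted p = 0.52) at 37 DAS, and 3 and 5 (adjusted p = 0.451) and 3 and 6 (adjusted p = 0.406) at 44 DAS. *TSF*, a relative of *FT*, rose there by 3.39 and 3.66. The 6 at 37 DAS were 3 without *#17* 1. At 44 DAS the 5 were 3 without Col-0 1 or *#17* 1 or 2, and the 6 were 2 or 3 without Col-0 1 or *#25* 1 or 3.

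Of 29 antioxidant and ferritin genes at 44 DAS, 7 rose and 8 fell in *#17* (adjusted p = 0.844) and 8 and 8 in *#25* (adjusted p = 0.824). *PRXQ* (-1.99 and -2.71) and *2CPA* (-1.76 and -2.28), peroxiredoxin genes of plastids, fell. In *slim1-cr* 5 rose and 1 fell, the 5 being 0 to 10 without Col-0 2 or 3 or any of the *slim1-cr* libraries. In *#17* 6 rose at 30 DAS (adjusted p = 0.0369, and 0.737 with an estimated correlation), 0 to 2 without Col-0 1, 2 or 3 or *#17* 1 or 2, 1 with the flower organ marker level as a covariate and 3 without the libraries highest in those markers, and 6 rose and 3 fell at 37 DAS, the 6 being 2 or 3 without Col-0 2 or *#17* 1 or 2. Of 13 low oxygen genes, 4 rose in *#17* at 30 DAS (adjusted p = 0.00254, and 0.672 with an estimated correlation). At 37 DAS 4 rose in each line (adjusted p = 0.0531 and 0.444), among them *PCO2* at 1.601 and 1.21 and *LBD41* at 1.47 and 1.16. Of 14 ethylene pathway genes at 37 DAS, 4 rose in each line (adjusted p = 0.0541 and 0.219), with *ERS1* at 0.85 and 0.52. In *slim1-cr* 1 fell (median -0.385, adjusted p = 3.27e-04, and 0.586 with an estimated correlation), *ACS6* at -0.97.

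Of 12 cold and drought genes at 44 DAS the medians were 0.832 (adjusted p = 0.00629, and 0.737 with an estimated correlation) in *#17* and 1.04 (adjusted p = 0.00513, and 0.737 with an estimated correlation) in *#25*. Of 15 jasmonate genes, 1 rose in each line at 37 DAS (adjusted p = 0.703 and 0.891), *ORA59* at 2.43 and 1.22. In *slim1-cr* at 44 DAS edgeR called 0 of them, with 9 lower at an unadjusted p under 0.05 and 7 lower with DESeq2 (median -1.06, adjusted p = 0.00136, and 0.737 with an estimated correlation). Of 26 touch and wound genes at 44 DAS, 6 rose in *#17* (adjusted p = 0.0721) and 7 rose and 1 fell in *#25* (adjusted p = 0.0954), the 7 being 4 without Col-0 1 or 3. Of 21 salicylate and immunity genes, 6 fell in *#17* (adjusted p = 0.169) and 4 in *#25* (adjusted p = 0.206) at 44 DAS, the 6 being 2 or 3 without Col-0 2 or *#17* 1.

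Of 9 reference genes, 2 rose and 1 fell in each line at 37 DAS and 1 fell in each at 44 DAS. Of 7 guard cell markers, 2 fell in each line at 37 DAS, and at 44 DAS 2 rose and 1 fell in *#17* and 2 rose in *#25*. Of 15 markers of lignified stem, 2 fell in each line at 44 DAS. Of 6 phloem companion cell markers, 2 rose in *#17* and 1 fell in *#25* at 37 DAS, and 1 fell in each line at 44 DAS. The seed storage and root lists had 1 tested gene each. In *EV* at 30 DAS edgeR called no member of any list, and the photosystem list, with a median of -0.179, had 12 of 49 lower at an unadjusted p under 0.05 and 2 with DESeq2 (adjusted p = 2.46e-11, and 0.66 with an estimated correlation).

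The mean log2 level of the flower organ markers at 44 DAS was 1.49, 1.05 and 0.994 in the Col-0 libraries 1 to 3, 1.33, 1.005 and 1.65 in *slim1-cr*, -0.296, 1.34 and 0.697 in *#17* and 1.15, -0.234 and 0.00542 in *#25*. Of the 11 markers, edgeR called 2 lower in *#25*, *SEP1* (-1.56) and *SEP2* (-1.802). *SEP1* was not called without Col-0 1 or 3 or *#25* 2 or 3, nor *SEP2* with library size alone, no filter or the replicate block or without Col-0 1 or 2 or *#25* 2 or 3.

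Whether the overexpressors are further along, and *slim1-cr* behind, in the change of Col-0 from 30 to 44 DAS was tested at 37 DAS on 20296 genes. Of these, 6849 rose and 7081 fell with age. Higher in both were 2805 genes in *#17*, against 1356 by independence, and 1595 in *#25*, against 857.5. Lower in both were 2487 against 1204 and 894 against 689.7. Higher but falling with age were 287 genes in *#17*, against 1402, and 364 in *#25*, against 886.5. Lower but rising with age were 240 against 1164 and 456 against 667.1. In both lines shared directions were thus above independence and opposite directions below it, more clearly in *#17*. The same-direction ratios were 2.07 and 2.07 in *#17* and 1.86 and 1.3 in *#25*. The test took the lowest of these 4, so for both lines together it leaves open whether they are further along. The correlations of log2FC were 0.423 and 0.187. In *slim1-cr* 201 genes were higher and fell with age, against 99.08, and 506 were lower and rose with age, against 283.5. Higher in both were 9, against 95.84, and lower in both 59, against 293.1. The lower of the opposite-direction ratios was 1.79 and the correlation -0.334, so a *slim1-cr* rosette that is behind in this change is a candidate explanation. The age change uses no library of 37 DAS, and other causes of the overlap were not tested.

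Regrouping the libraries of 2 groups gives 10 splits, which are too few to weigh chance. The real counts and the highest of the other splits were 963 and 293 in *slim1-cr*, 1410 and 1 in *#17*, 1293 and 0 in *#25* and 0 and 20 in *EV* at 30 DAS, where all 10 splits were as large as the real count of 0. They were 1124 and 19 in *slim1-cr*, 7469 and 0 in *#17* and 4518 and 0 in *#25* at 37 DAS, and 2087 and 0, 8285 and 0 and 9440 and 0 at 44 DAS. For *#25* against *#17* they were 343 and 0 at 30 DAS, 1674 and 996 at 37 DAS and 2 and 34 at 44 DAS, where 2 splits were as large. For Col-0 at 44 against 30 DAS they were 14150 and 0. In the comparisons for which no number is given, 1 split was as large, the real one.

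For genes whose difference from Col-0 changed with time, 100 splits were run. From 30 to 44 DAS the real count and the highest other were 1433 and 3351 in *slim1-cr* (7 splits as large), 5632 and 6982 in *#17* (5) and 6352 and 7471 in *#25* (6), so chance cannot be excluded. From 37 to 44 DAS they were 3 and 7850 in *slim1-cr* (23), so chance cannot be excluded. In *#17* they were 7001 and 10817 (4) and in *#25* 9498 and 9251 (1). These counts do not exclude chance for the change between the days. In *#17* and *#25* all splits as large keep the 44 DAS groups whole. In *slim1-cr* 6 of the 7 from 30 to 44 DAS and 6 of the 23 from 37 to 44 DAS do so. The splits that keep those groups whole are too few. All other splits break up those groups and so do not test this change. Splits that call several times the real count, as in *slim1-cr*, point to a structure of the samples. The splits as large that keep the 44 DAS groups whole were 6 of 14 in *slim1-cr*, 5 of 8 in *#17* and 6 of 7 in *#25* from 30 to 44 DAS, and 6 of 9, 4 of 12 and 1 of 12 from 37 to 44 DAS.

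Groups compared with the same Col-0 libraries share their noise. The simulations below drew each group around the observed mean of the Col-0 libraries, and so left out the noise of Col-0 itself. Their correlations are therefore not the level that shared controls give. Whether the correlations here exceed that level was not tested. The correlation of log2FC between *#17* and *#25* was 0.683, 0.784 and 0.936 at 30, 37 and 44 DAS, against 0.155, 0.123 and 0.214 in 20 simulations without differences. Between *#17* and *slim1-cr* it was 0.551, 0.0197 and -0.00604, against 0.178, 0.143 and 0.209. Between *#25* and *slim1-cr* it was 0.475, 0.0323 and -0.163, against 0.162, 0.125 and 0.204. The highest count of class 1 genes in these simulations was 0. Without differences almost no gene passes in any comparison, so this count was fixed beforehand and does not weigh chance in class 1.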
